# Downregulation of RdDM during strawberry fruit ripening

**DOI:** 10.1186/s13059-018-1587-x

**Published:** 2018-12-04

**Authors:** Jingfei Cheng, Qingfeng Niu, Bo Zhang, Kunsong Chen, Ruihua Yang, Jian-Kang Zhu, Yijing Zhang, Zhaobo Lang

**Keywords:** DNA methylation, Fruit ripening, Strawberry, RdDM, siRNA

## Abstract

**Background:**

Recently, DNA methylation was proposed to regulate fleshy fruit ripening. Fleshy fruits can be distinguished by their ripening process as climacteric fruits, such as tomatoes, or non-climacteric fruits, such as strawberries. Tomatoes undergo a global decrease in DNA methylation during ripening, due to increased expression of a DNA demethylase gene. The dynamics and biological relevance of DNA methylation during the ripening of non-climacteric fruits are unknown.

**Results:**

Here, we generate single-base resolution maps of the DNA methylome in immature and ripe strawberry. We observe an overall loss of DNA methylation during strawberry fruit ripening. Thus, ripening-induced DNA hypomethylation occurs not only in climacteric fruit, but also in non-climacteric fruit. Application of a DNA methylation inhibitor causes an early ripening phenotype, suggesting that DNA hypomethylation is important for strawberry fruit ripening. The mechanisms underlying DNA hypomethylation during the ripening of tomato and strawberry are distinct. Unlike in tomatoes, DNA demethylase genes are not upregulated during the ripening of strawberries. Instead, genes involved in RNA-directed DNA methylation are downregulated during strawberry ripening. Further, ripening-induced DNA hypomethylation is associated with decreased siRNA levels, consistent with reduced RdDM activity. Therefore, we propose that a downregulation of RdDM contributes to DNA hypomethylation during strawberry ripening.

**Conclusions:**

Our findings provide new insight into the DNA methylation dynamics during the ripening of non-climacteric fruit and suggest a novel function of RdDM in regulating an important process in plant development.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1587-x) contains supplementary material, which is available to authorized users.

## Background

Methyl-cytosine (mC) is a conserved epigenetic mark in many eukaryotic organisms and is involved in a wide range of biological processes, such as gene regulation, immunity, imprinting, and genome stability [1, 2]. Methylation of cytosine occurs in three sequence contexts: symmetric CG, CHG, and asymmetric CHH (H=A, C, or T). In *Arabidopsis*, DNA methylation in CG and CHG can be maintained by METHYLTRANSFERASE 1 (MET1) and CHROMOMETHYLASE 3 (CMT3) respectively, while CHH methylation is mainly maintained by CMT2 [2, 3]. De novo DNA methylation in all three contexts can be established by DOMAINS REARRANGED METHYLASEs (DRMs) through the RNA-directed DNA methylation (RdDM) pathway. In RdDM, there are two main steps: siRNA biogenesis and siRNA-guided DNA methylation. Pol IV (RNA polymerase IV) and DCLs (DICER-LIKES) are involved in the first step, while Pol V, AGO4/6 (ARGONAUTE 4/6), and DRMs are involved in the second step [4, 5]. DNA methylation status can be dynamically regulated by both DNA methyltransferases and demethylases. The DNA demethylases, REPRESSOR OF SILENCING 1 (ROS1) family proteins, have DNA glycosylase/lyase activities and thus can actively initiate DNA demethylation process by removal of the mC base and cleavage of the DNA backbone at the abasic site, leaving a single-nucleotide gap that is later filled with a non-methylated cytosine [1, 6].

Fruit, the angiosperm-specific developmental structure that facilitates seed dispersal, constitutes an important source of human daily diet. The major fruit types include dry fruits, such as nuts, and fleshy fruits, such as peaches. The development of fleshy fruit has three main stages: cell division, cell expansion, and ripening. Fleshy fruits can be further classified as climacteric and non-climacteric, based on their ripening process. The ripening of climacteric fruits, such as tomatoes, is accompanied with increasing ethylene production and respiration bursts, while the ripening of non-climacteric fruits is not [7]. Most studies about ripening mechanisms have been carried out in tomato, a classical climacteric fruit. For the study of non-climacteric fruits, strawberry has been used as a model plant. The ripening of climacteric fruits mainly depends on the phytohormone ethylene. In contrast, the phytohormone abscisic acid (ABA) plays a more prominent role in the ripening of non-climacteric fruits, such as strawberries. Indeed, suppression of 9-cis-epoxycarotenoid dioxygenase (*NCED*), a vital enzyme in ABA biosynthesis, can cause a severe delay in strawberry ripening [8].

Emerging evidence suggests that DNA methylation also plays an important role in fleshy fruit ripening. In tomato, a naturally occurring epimutation with hypermethylation in the *COLORLESS NON-RIPENING* (*CNR*) promoter results in abnormal fruit ripening [9]. In apple, DNA methylation of the *MdMYB10* promoter regulates gene expression and fruit pigmentation during ripening [10, 11]. In addition, tomatoes undergo global DNA hypomethylation during ripening due to the increased expression of a DNA demethylase gene, and mutations in the DNA demethylase can inhibit ripening [12–14]. Genome-wide DNA methylation dynamics have not been investigated in non-climacteric fruits.

Technological advances have enabled the sequencing and assembly of the genomes for many plant species, including that of the diploid woodland strawberry (*Fragaria vesca*) [15]. In addition, whole-genome bisulfite sequencing has facilitated the analysis of genome-wide DNA methylation profiles [16], and the DNA methylomes of 34 flowering plants, including leaf tissue from the diploid woodland strawberry, were recently reported [17]. Given that strawberry is an economically important crop, the DNA methylome of strawberry fruit, especially the DNA methylation dynamics during ripening, is of interest. To investigate the epigenetic regulation of non-climacteric fruit ripening, we characterized the DNA methylomes, genome-wide siRNA profiles, and transcriptomes of octoploid cultivated strawberry fruit (*Fragaria x ananassa*) at different stages of ripening. We observed global DNA demethylation in ripe fruit compared to immature fruit, similar to that observed during tomato ripening. The application of a DNA methylation inhibitor caused hypomethylation and early ripening, suggesting that the ripening-induced decrease in DNA methylation is important for the normal fruit ripening process. We discovered that DNA hypomethylation during strawberry ripening is associated with decreased expression of genes encoding components in the RNA-directed DNA methylation (RdDM) pathway and with decreased siRNA levels. The *Tobacco rattle virus* (TRV)-induced gene silencing of an important RdDM component, *FvAGO4*, leads to an early ripening phenotype in strawberry fruit. It is noteworthy that hundreds of ripening-regulated genes display DNA hypomethylation in their promoters, which helps to explain the epigenetic regulation of strawberry fruit ripening. In summary, our study for the first time reveals the dynamics of DNA methylation in non-climacteric fruit ripening and suggests a distinct mechanism for the loss of DNA methylation during fruit ripening.

## Results

### The DNA methylome of strawberry fruit

To characterize strawberry methylomes, we performed whole-genome bisulfite sequencing and generated single-base resolution maps of DNA methylation for both leaf and fruit tissues of *F. ananassa*. Fruits from immature to ripe stages (Fa1-Fa3) were sequenced with two biological replicates (Fig. 1a). Due to the high level of collinearity between cultivated octoploid strawberry (*F. ananassa*) and wild diploid strawberry (*F. vesca*), and the lack of a well-assembled genome for *F. ananassa*, we used the genome of *F. vesca* as reference [15, 18] in our analyses. The genome of *F. vesca* is about 240 MB (2*n* = 14). For each sequencing library, at least 100 M paired-end reads (read length = 150 bp) were produced, covering > 80% of the genome. For each bisulfite-treated library, ~ 10% of the total reads were mapped to the unmethylated chloroplast genome, and the conversion rates were > 99.6% for all libraries (Additional file 1: Table S1). Each methylome was sequenced with an average > 10-fold coverage per DNA strand. The sequencing coverage and depth are comparable to those of published methylomes of *Arabidopsis* and tomato [14, 19].

**Fig. 1:**
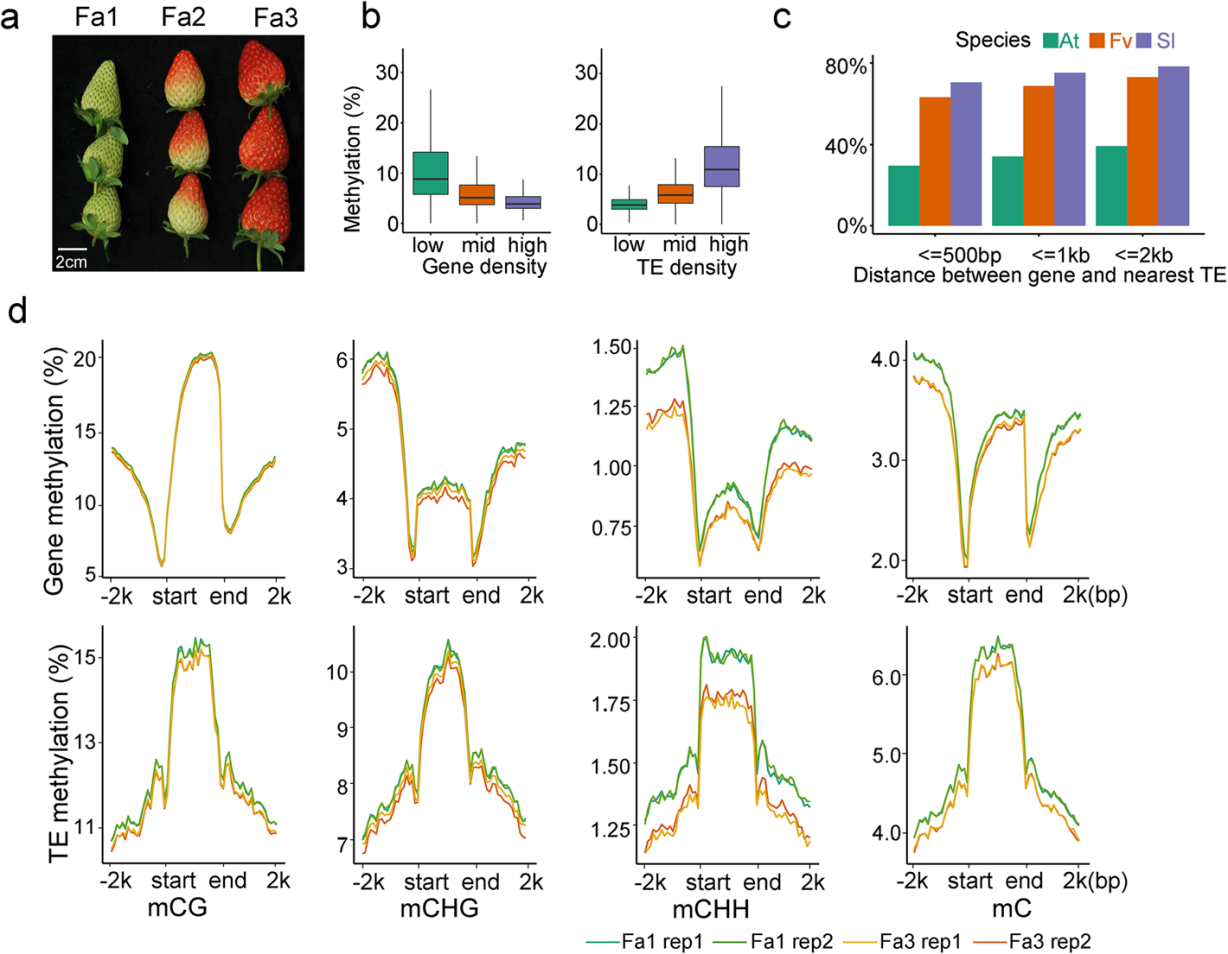
Characterization of strawberry methylomes. **a** Picture of strawberry fruits at different stages. Immature (Fa1), half-red (Fa2), and fully red (Fa3) fruits were used. **b** Correlation between DNA methylation level and gene (left panel) or TE densities (right panel). **c** Percentages of genes that have TEs within 500 bp, 1 kb and 2 kb in *Arabidopsis* (At), strawberry (Fv), and tomato (Sl) genomes, respectively. **d** DNA methylation profiles of mCG, mCHG, mCHH and mC surrounding genes (upper panel) and TEs (lower panel) in immature (Fa1) and fully red (Fa3) fruits. Two biological replicates were shown. Transcription start site (TSS) and transcription end site (TES) are indicated

Immature strawberry fruit displayed an average DNA methylation of about 7.5%, which is lower than that of tomato fruit (22%) [14], and the average methylation levels of mCG, mCHG, and mCHH were 40, 11, and 2%, respectively. In plants, transposable elements (TEs) and repeats are usually highly methylated. To investigate the genomic distribution of DNA methylation in strawberry, we annotated TEs and repeats in the *F. vesca* genome de novo using RepeatScout [20]. TE and repeat contents in the strawberry genome were higher than those of *Arabidopsis*, but lower than those of rice and tomato (Additional file 2: Figure S1a), consistent with proposals that larger genomes tend to have higher repeat contents [21]. Further, TEs and repeats, as well as DNA methylation, in the strawberry genome were not obviously concentrated in pericentromeric regions (Additional file 2: Figure S1b), unlike in *Arabidopsis* and tomato genomes, possibly because the strawberry genome is not as well-assembled as the *Arabidopsis* and tomato genomes, particularly in the pericentromeric regions. However, similar to *Arabidopsis* and tomato, DNA methylation was high in TE- and repeat-rich genomic regions, and low in gene-rich regions in strawberry fruit (Fig. 1b). TEs and repeats were methylated in all three contexts, whereas gene bodies were enriched with mCG but depleted of non-CG methylation (Additional file 2: Figure S1c).

Leaves displayed an average mC level of about 8%, slightly higher than that of immature fruits (7.5%). Leaves and fruit exhibited similar DNA methylation patterns around genes and TEs, but in general, leaves have a higher DNA methylation level relative to fruits (Additional file 2: Figure S1c). According to a previous study, genes in medium-sized genomes, such as tomato, have shorter distances to the nearest TEs compared to those in small genomes such as *Arabidopsis* and thus are more likely regulated by methylation changes of nearby TEs [14]. The distances between genes and the closest TEs in the strawberry genome are shorter than that in *Arabidopsis*, but longer than that in tomato (Fig. 1c), suggesting that strawberry genes might be more vulnerable to nearby methylation changes than *Arabidopsis* genes.

### Loss of DNA methylation during strawberry ripening

DNA methylation decreases dramatically during the ripening of tomato, a typical climacteric fruit. To investigate DNA methylation dynamics during ripening of a non-climacteric fruit, we compared the DNA methylomes of strawberry fruit at three different stages (Fa1-Fa3), with two biological replicates for each stage (Fig. 1a). Principal component analysis (PCA) showed consistency between two biological replicates at each stage (Additional file 2: Figure S2a). We found that, in general, ripe fruits have a lower DNA methylation level than immature fruits around genes and TEs (Fig. 1d), suggesting a decrease in DNA methylation during ripening. This decrease occurred in both biological replicates (Fig. 1d). To identify ripening-induced differentially methylated regions (DMRs), we compared the methylomes of Fa1 and Fa3 fruits. Because the two biological replicates were highly consistent, we combined the data from the two biological replicates to increase the statistical power of DMR calling. We found a total of 2766 DMRs in Fa3 compared to Fa1, among which 466 were hypermethylated (hyper-DMRs) and 2300 were hypomethylated (hypo-DMRs) (Additional file 3: Table S2). The DNA methylation changes showed a high correlation between biological replicates (cor = 0.58, Additional file 2: Figure S2b). The larger number of hypo-DMRs vs. hyper-DMRs also suggests a decrease in DNA methylation during strawberry ripening. To investigate whether the change of methylation preferentially occurred in any sequence context, we examined DNA methylation levels of hypo-DMRs and hyper-DMRs in the two biological replicates in CG, CHG, and CHH, respectively. As shown in Fig. 2a and Additional file 2: Figure S2c, the two biological replicates showed the same trend of change that DNA methylation was gradually changed in all three contexts from Fa1 to Fa3 (Fig. 2a, Additional file 2: Figure S2c). The methylation levels of several representative hypo- and hyper-DMRs are shown in Fig. 2b, Additional file 2: Figure S2d-e. We calculated the DNA methylation levels for each cytosine in all three contexts within all DMRs, which showed a left-skewed pattern, suggesting that most cytosines were hypomethylated in Fa3 compared to Fa1 (Fig. 2c). Together, these analyses suggest that strawberries undergo an overall loss of DNA methylation during ripening, similar to tomatoes [12].

**Fig. 2:**
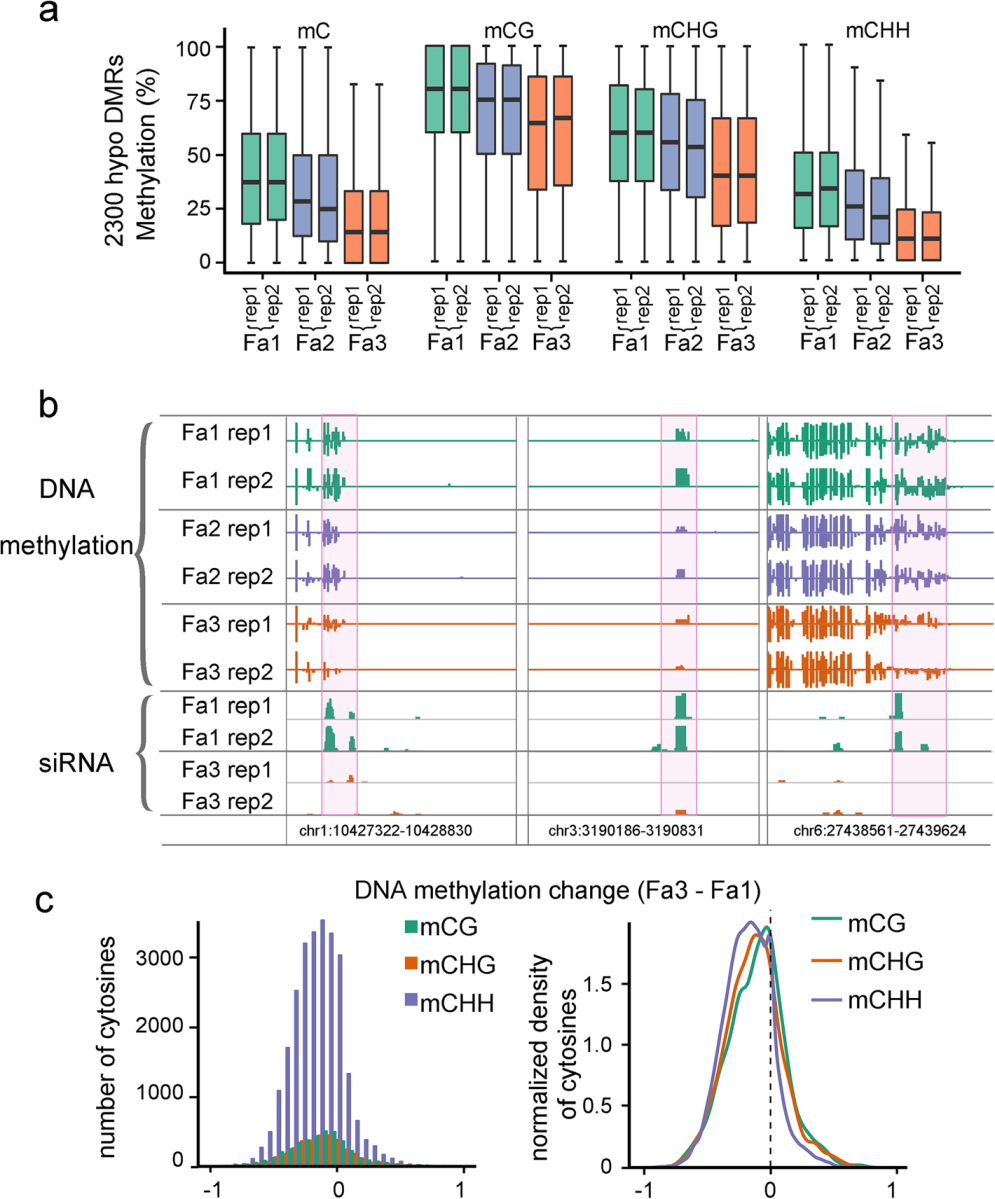
DNA methylation dynamics during strawberry ripening. **a** Boxplots showing DNA methylation levels of 2300 hypo-differentially methylated regions (DMRs) in Fa3 relative to Fa1 in all stages. Methylation levels in mC, mCG, mCHG, and mCHH contexts of two biological replicates are shown. **b** Integrated Genome Browser (IGB) display of DNA methylation levels and 24-nt siRNA levels of representative hypo-DMRs. DNA methylation levels of cytosines and siRNA levels are indicated by the heights of the vertical bars on each track. Genome coordinates are indicated at the bottom. Two biological replicates are shown. **c** Distribution of ripening-induced methylation change of cytosines in different contexts. Cytosines within 2766 DMRs in Fa3 relative to Fa1 were used. DNA methylation change (Fa3-Fa1) for each cytosine was plotted according to the number of cytosines

To investigate the importance of the decreased DNA methylation during ripening, we treated young fruits with a DNA methylation inhibitor, 5-azacytidine. As shown in Fig. 3a, compared with mock treatment, 5-azacytidine-treated fruits exhibited an early ripening phenotype. To examine whether the 5-azacytidine treatment influenced fruit ripening through altering DNA methylation level in the fruits, we performed methylation-sensitive qPCR for both mock- and 5-azacytidine-treated fruits. At the two examined genomic regions, 5-azacytidine-treated fruits showed decreased DNA methylation levels compared to mock-treated fruits (Fig. 3b). These results suggest that the DNA hypomethylation is important for strawberry fruit ripening.

**Fig. 3:**
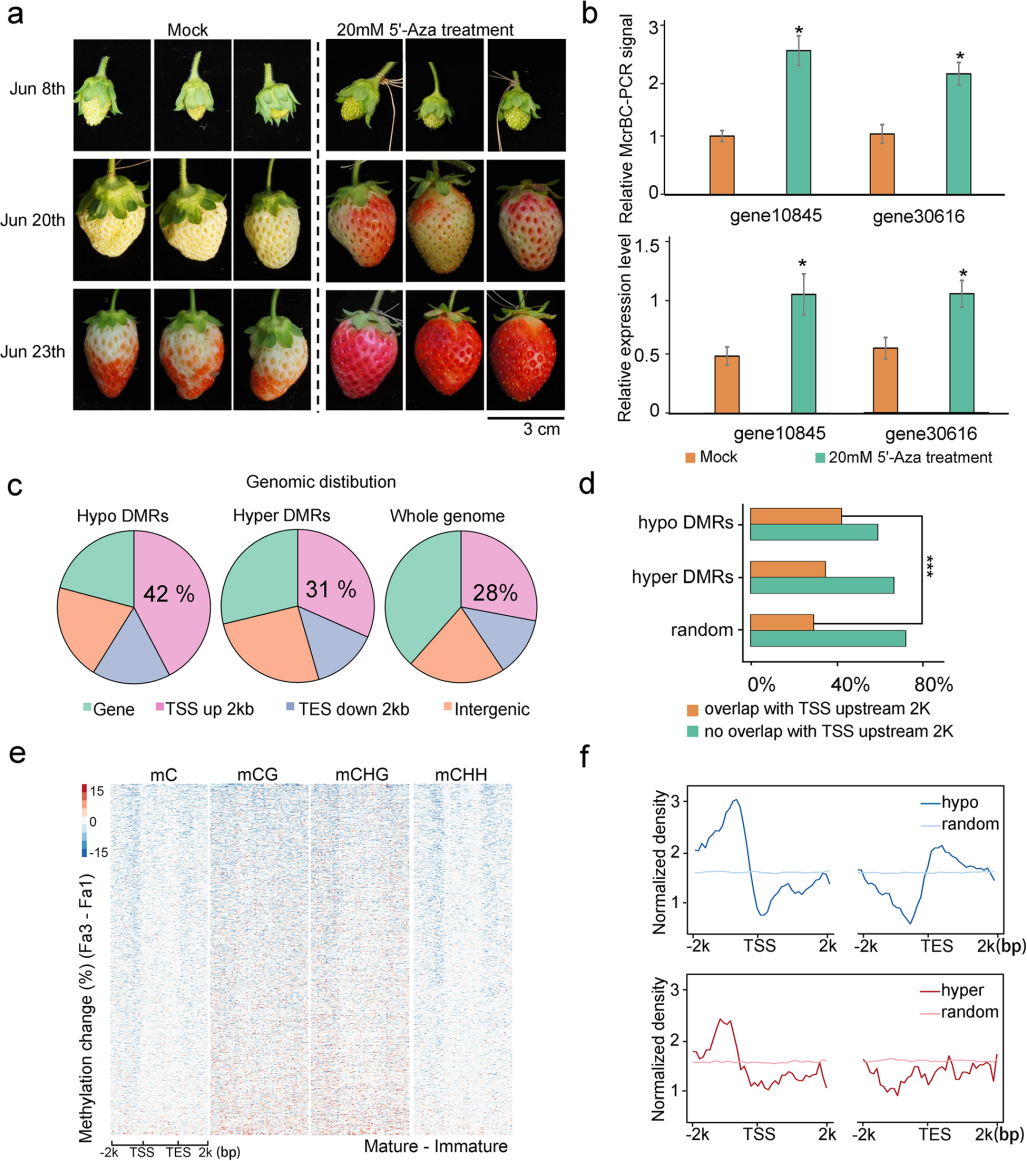
Characterization of ripening-induced DNA hypomethylation. **a** Pictures of DNA methylation inhibitor 5-azacytidine-treated fruits. Fruits treated with water served as control (mock). **b** McrBC-qPCR analysis of DNA methylation levels (upper panel) and qPCR analysis of gene expression levels (lower panel) of two genes in mock and 5-azacytidine-treated fruits. In McrBC-qPCR analysis, a higher qPCR signal indicates lower mC level. Error bars indicate SD, *n* = 3 (*P value < 0.05, two-tailed *t* test). **c** Distribution of genomic elements within ripening-induced hypo-DMRs, hyper-DMRs, and the whole genome. Gene, gene body; TSS up 2 kb, 2 kb upstream of TSS; TES down 2 kb, 2 kb downstream of TES; Intergenic, intergenic regions. **d** Hypo-DMRs are significantly associated with regions 2 kb upstream of TSS as compared to random genomic regions (***P value < 0.01, as determined using Fisher’s exact test). **e** Heatmaps showing DNA methylation changes (Fa3-Fa1) across hypo-DMR-associated genes. Methylation changes in mC, mCG, mCHG, and mCHH contexts are shown. **f** Distributions of hypo-DMRs (blue line in upper panel) and hyper-DMRs (red line in lower panel) around genes as compared to that of randomly selected genomic regions (light-blue line and light-red line)

Next, we evaluated the genomic distribution of DMRs. We found that hypo-DMRs were enriched at genomic regions encompassing transcriptional start sites (TSS) (Fig. 3c, d). In particular, the distribution of DMRs around genes revealed that hypo-DMRs, especially at mCHH, were enriched at the 5′- and 3′-flanking regions of genes (Fig. 3e, f). In contrast, the distribution of hyper-DMRs did not show such a pattern (Fig. 3f, Additional file 2: Figure S3). These results suggest that ripening-induced DNA hypomethylation potentially regulates gene expression.

### Reduced expression of RdDM pathway genes during ripening

The DNA hypomethylation during tomato fruit ripening is due to increased expression of the DNA demethylase gene, *SlDML2* [14]. To investigate the mechanism of DNA hypomethylation during strawberry ripening, we first examined the expression of DNA demethylase genes. We generated genome-wide transcript profiles for strawberry fruit at Fa1–Fa3 stages shown in Fig. 1a, with two biological replicates at each stage that showed good consistency via PCA (Additional file 2: Figure S4a). 

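RNA from fruit of the cultivated strawberry, *Fragaria × ananassa*, was sequenced at 3 stages: Fa1 (20 days after bloom), Fa2 (30 days after bloom) and Fa3 (35 days after bloom). Each stage had 2 biological replicates with 1 library each. According to the methods, the authors aligned the paired-end reads with STAR to the v1.1 genome of the related *F. vesca* and kept uniquely mapped reads of high mapping quality. The methods name FeatureCounts as the counting tool, while the deposited files have the layout written by htseq-count, with a line for each of 32831 annotated transcripts and 5 lines of unassigned totals. The values are whole-number counts without normalization. Fragments counted on genes came to 19930175 and 25753002 in Fa1 replicates 1 and 2, 18562967 and 23661447 in Fa2, and 20165303 and 21502775 in Fa3. Of the uniquely mapped fragments that reached the counting step, between 90.2% and 91.0% in a library were assigned to a gene. Fragments lost before that step are not part of this share. The 10 genes with the most counts took 3.7% to 4.1% of the counts in Fa1 and Fa2 and 2.6% in each Fa3 library. From these counts, genes were tested with edgeR's quasi-likelihood test after TMM normalization, whose factors lay between 0.972 and 1.011. The edgeR filter on low counts (a minimum count of 10) left 19089 transcripts, and adjusted p-values follow Benjamini and Hochberg. All 6 libraries shared one dispersion estimate, with a common biological coefficient of variation of 4.14%. Values called CPM are counts scaled to the library size after TMM. Counts of the 2 replicates differed by more than sampling noise at every stage, with a chi-square per degree of freedom of 2.23 at Fa1, 4.49 at Fa2 and 2.44 at Fa3, so each library was treated as a separate sample.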

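On log2 CPM of the tested genes, the mean Euclidean distance between the 2 libraries of a stage was 36.0, against 69.4 between libraries of different stages, a ratio of 1.93. Of the 15 ways to pair the 6 libraries, only the pairing by stage gave a distance as small, a share of 0.0667 and the smallest that 15 pairings allow. The first principal component held 61.3% of the variance and the second 20.3%. Restricting the distance to the 500 genes with the largest variance moved the ratio most, to 3.34. The labels number the replicates 1 and 2 at each stage, and any pairing of libraries across stages is taken from these labels. Across genes, the deviations of same-numbered libraries from their stage means had a mean correlation of r = 0.0232, with 0.0460 for Fa1 and Fa2, 0.0597 for Fa1 and Fa3 and -0.0363 for Fa2 and Fa3. With the replicate number as a block, edgeR called 2346 upregulated and 2876 downregulated genes in Fa3 relative to Fa1 at an adjusted p-value under 0.01. Without the block, the main fit called 2123 and 2690. The block also raised the numbers from 1374 and 1065 to 1684 and 1307 in Fa2 relative to Fa1, and from 1691 and 2237 to 1922 and 2520 in Fa3 relative to Fa2. A comparison of 2 libraries with 2 cannot give an exact permutation p below 0.33 for a single gene, so significance rests on the spread that edgeR shares across genes. From the grouping of the replicates by PCA, the paper takes the transcript profiles of each stage to be consistent.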

In *Arabidopsis*, DNA demethylation is initiated by the REPRESSOR OF SILENCING (ROS1) family of glycosylase/lyase proteins, which can remove the mC base [1]. The strawberry genome harbors 4 *ROS1* homologs, including gene01635 (*FvDME1*), gene30143 (*FvROS1.1*), gene30462 (*FvROS1.2*), and gene11785 (*FvROS1.3*) (Additional file 2: Figure S4b). None of these *ROS1* homologs showed significantly increased expression during ripening (Additional file 2: Figure S4c). 

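*FvROS1.1* (gene30143) fell from 410.5 ± 11.5 CPM (SD, n = 2) at Fa1 to 385.3 ± 9.2 (SD, n = 2) at Fa2 and 228.0 ± 18.9 (SD, n = 2) at Fa3. Its log2 fold change in Fa3 relative to Fa1 was -0.848 (standard error 0.061, adjusted p = 2.6e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *FvROS1.2* (gene30462) went from 93.3 ± 1.6 CPM (SD, n = 2) to 49.9 ± 3.7 (SD, n = 2) over the same interval. This was a log2 fold change of -0.903 (standard error 0.060, edgeR adjusted p = 1.1e-08). For *FvDME1* (gene01635), 198.1 ± 0.05 CPM (SD, n = 2) at Fa1 and 157.5 ± 12.2 (SD, n = 2) at Fa3 gave a log2 fold change of -0.330 (standard error 0.057, edgeR adjusted p = 0.00029). *FvROS1.3* (gene11785) was the only homolog with a higher mean at Fa3, 6.44 ± 0.33 CPM (SD, n = 2) against 5.52 ± 0.31 (SD, n = 2). That difference was not past the threshold, with a log2 fold change of 0.216 (standard error 0.145, edgeR adjusted p = 0.27), and rests on 105 to 149 counts per library at these stages. In Fa2 relative to Fa1, *FvROS1.2* alone passed an adjusted p-value of 0.05, with a log2 fold change of -0.181 (standard error 0.057, edgeR adjusted p = 0.032), and it stayed past it in 3 of the 6 fits that each left out one library. Leaving out one library at a time kept the Fa3 to Fa1 change of *FvROS1.1* between -0.919 and -0.756, of *FvROS1.2* between -0.966 and -0.820, and of *FvDME1* between -0.395 and -0.244. The alternative with the largest effect on *FvROS1.1* was the fit without Fa3 replicate 1 (log2 fold change -0.756). From the absence of an increase in these genes, the paper sets *FvROS1* homologs apart from the tomato demethylase gene whose expression rises in ripening.

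**Figure D1:**
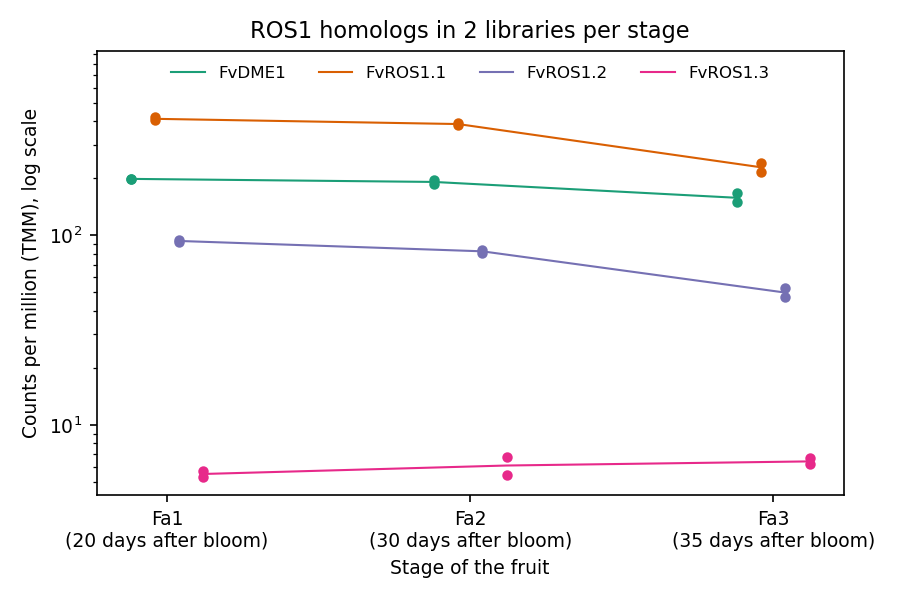
CPM (log scale) of the 4 ROS1 homologs at Fa1, Fa2 and Fa3. Points are single libraries, 2 per stage, and lines join the stage means; the means of *FvROS1.1* and *FvROS1.2* drop to 228.0 and 49.9 at Fa3, while *FvROS1.3* stays between 5.5 and 6.4.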

The IDM (Increase of DNA methylation) protein complex can regulate ROS1 targeting and, in turn, DNA demethylation in *Arabidopsis* [22, 23]. We examined the expression of strawberry genes that are similar to the *AtIDMs*, including gene27227 (*FvIDM1*), gene21977 (*FvIDM2*), and gene31466 (*FvIDM3*) (Additional file 2: Figure S4b). However, none of these was upregulated during ripening (Additional file 2: Figure S4c). 

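*FvIDM1* (gene27227) was measured at 15.9 ± 0.1 CPM (SD, n = 2) at Fa1, 13.5 ± 1.2 (SD, n = 2) at Fa2 and 10.7 ± 0.8 (SD, n = 2) at Fa3. Its log2 fold change in Fa3 relative to Fa1 was -0.572 (standard error 0.0996, adjusted p = 0.00031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The values of *FvIDM2* (gene21977) were 11.1 ± 0.4 CPM (SD, n = 2) at Fa1 and 10.5 ± 0.3 (SD, n = 2) at Fa3, a log2 fold change of -0.087 (standard error 0.104, edgeR adjusted p = 0.55). For *FvIDM3* (gene31466) they were 6.70 ± 0.81 (SD, n = 2) and 6.25 ± 0.07 (SD, n = 2), a log2 fold change of -0.089 (standard error 0.135, edgeR adjusted p = 0.65). The last 2 differences were within the error of the fit. None of the 3 genes passed an adjusted p-value of 0.05 from Fa1 to Fa2. With one library left out at a time, *FvIDM1* stayed between -0.633 and -0.492, and *FvIDM3* ranged from -0.203 to 0.043. That upper end, from the fit without Fa1 replicate 1, was the largest shift that any alternative gave *FvIDM3*. As no IDM gene rose, the paper finds no increase in the complex that directs ROS1 in *Arabidopsis*.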

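Taken as a group, the 4 *ROS1* homologs and 3 *IDM* genes included 0 genes upregulated at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), both in Fa3 relative to Fa1 and in Fa2 relative to Fa1. Downregulated at the same threshold were 4 genes in Fa3 relative to Fa1 (*FvROS1.1*, *FvROS1.2*, *FvDME1* and *FvIDM1*) and 1 gene in Fa2 relative to Fa1 (*FvROS1.2*). In each of the 6 fits that left out one library, the number upregulated remained 0 and the number downregulated in Fa3 relative to Fa1 remained 4. With the replicate number as a block, a pairing taken from the labels (mean r = 0.0232 between same-numbered libraries), the numbers were again 0 and 4. Only a minimum absolute log2 fold change of 1 altered the second number, to 0, since no gene of the group fell by as much. From the lack of upregulated genes, the paper reasons that the loss of DNA methylation does not go with more expression of the demethylation pathway.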

These results suggest that DNA hypomethylation during strawberry ripening is not associated with increased expression of DNA demethylation pathway genes.

DNA demethylation and DNA methylation can antagonize each other to dynamically regulate the plant methylome. We hypothesized that a reduced DNA methylation activity could contribute to the DNA hypomethylation during strawberry fruit ripening. To test this hypothesis, we examined the expression of genes involved in DNA methylation pathways. In *Arabidopsis*, mCG, mCHG, and mCHH are maintained by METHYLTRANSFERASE 1 (MET1), CHROMOMETHYLASE 3 (CMT3), and CMT2 and DOMAINS REARRANGED METHYLASEs (DRMs), respectively, whereas all three contexts can be de novo methylated by DRMs via the RNA-directed DNA methylation (RdDM) pathway [1, 2]. We identified 8 DNA methyltransferase genes in the strawberry genome (annotated in Phytozome), including orthologs to *AtMET1* (gene13037 (*FvMET1*)), *AtCMT*s (gene13664 (*FvCMT2*), gene10077 (*FvCMT3.1*), and gene15171 (*FvCMT3.2*)), and *AtDRM*s (gene05866 (*FvDRM1.1*), gene06047 (*FvDRM1.2*), gene28439 (*FvDRM1.3*) and gene17910 (*FvDRM3.1*)) (Fig. 4a). 

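*FvDRM1.1* (gene05866) received 8 and 16 counts in the Fa1 libraries, 11 and 4 at Fa2, and 5 and 6 at Fa3. At this depth its log2 fold change of -0.987 in Fa3 relative to Fa1 had a standard error of 0.547 (adjusted p = 0.18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so a change was not detectable. *FvMET1* (gene13037) measured 97.9 ± 2.2 CPM (SD, n = 2) at Fa1, 88.0 ± 4.4 (SD, n = 2) at Fa2 and 89.3 ± 2.8 (SD, n = 2) at Fa3. From Fa1 to Fa3 its log2 fold change was -0.134 (standard error 0.055, edgeR adjusted p = 0.067). *FvCMT2* (gene13664) had 9.52 ± 0.76 CPM (SD, n = 2) at Fa1 and 6.84 ± 1.32 (SD, n = 2) at Fa3, a log2 fold change of -0.464 (standard error 0.137, edgeR adjusted p = 0.014). *FvDRM1.2* (gene06047) rose from 11.5 ± 0.8 CPM (SD, n = 2) to 13.9 ± 0.1 (SD, n = 2), a log2 fold change of 0.287 (standard error 0.101, edgeR adjusted p = 0.036). From Fa1 to Fa2, none of the 4 genes passed an adjusted p-value of 0.05 in the main fit. *FvMET1*, with an edgeR adjusted p = 0.051 there, passed it with the replicate number as a block (0.038), a pairing taken from the labels with a mean r of 0.0232 between same-numbered libraries. When single libraries were left out, *FvCMT2* ranged from -0.665 to -0.275 and passed 0.05 in 4 of 6 fits, and *FvDRM1.2* ranged from 0.225 to 0.370 and passed it in 3 of 6. *FvMET1* lay between -0.1499 and -0.0926. The 6 fits include those without a Fa2 library, which keep every Fa1 and Fa3 library and so hardly test these changes. For *FvMET1* those fits gave -0.1333 and -0.1336, against -0.134 in the main fit. For *FvCMT2* the greatest shift came without Fa3 replicate 2 (-0.665), and for *FvDRM1.1* without Fa1 replicate 2 (-0.602). On the basis of its own adjusted p-values, the paper treats *FvMET1*, *FvCMT2* and *FvDRM1.2* as unchanged in ripening. From an FPKM under 2, it describes *FvDRM1.1* as barely expressed.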

We found that *FvDRM1.1* was barely expressed in fruits (FPKM < 2) (data not shown) and *FvMET1*, *FvCMT2*, and *FvDRM1.2* were not differentially expressed during ripening (adjusted *P* value < 0.05) (Fig. 4b, Additional file 4: Table S3). 

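*FvCMT3.1* (gene10077) had 91.4 ± 0.8 CPM (SD, n = 2) at Fa1, 64.1 ± 5.0 (SD, n = 2) at Fa2 and 64.2 ± 5.4 (SD, n = 2) at Fa3. In Fa3 relative to Fa1 this gave a log2 fold change of -0.509 (standard error 0.066, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *FvCMT3.2* (gene15171) the means were 11.6 ± 0.05 (SD, n = 2), 7.77 ± 0.23 (SD, n = 2) and 6.27 ± 0.67 (SD, n = 2), and the log2 fold change was -0.894 (standard error 0.116, edgeR adjusted p = 1.9e-05). *FvDRM1.3* (gene28439), the most abundant of the methyltransferase transcripts, went from 283.8 ± 12.1 CPM (SD, n = 2) to 245.9 ± 11.0 (SD, n = 2) and 229.9 ± 1.2 (SD, n = 2), with a log2 fold change of -0.303 (standard error 0.054, edgeR adjusted p = 0.00038). *FvDRM3.1* (gene17910) fell from 13.1 ± 1.0 CPM (SD, n = 2) to 9.45 ± 0.59 (SD, n = 2) at Fa2 and 9.45 ± 0.43 (SD, n = 2) at Fa3, a log2 fold change of -0.459 (standard error 0.106, edgeR adjusted p = 0.0031). The larger fall of all 4 estimates was in the step from Fa1 to Fa2. In that step the log2 fold changes were -0.514 for *FvCMT3.1*, -0.585 for *FvCMT3.2*, -0.207 for *FvDRM1.3* and -0.466 for *FvDRM3.1*, with edgeR adjusted p = 6.9e-05, 0.0016, 0.012 and 0.0052. Between Fa2 and Fa3 none of the 4 passed an adjusted p-value of 0.05. Tested directly, the difference between the steps passed it for *FvCMT3.1* only (edgeR adjusted p = 0.0035). For *FvCMT3.2*, *FvDRM1.3* and *FvDRM3.1* the steps were not distinguishable (edgeR adjusted p = 0.42, 0.49 and 0.15). All 4 genes remained past 0.05 in Fa3 relative to Fa1 in each of the 6 fits without one library, with *FvCMT3.1* between -0.581 and -0.416 and *FvCMT3.2* between -0.994 and -0.770. The fit without Fa3 replicate 2 shifted *FvCMT3.2* most, to -0.770.

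**Figure D2:**
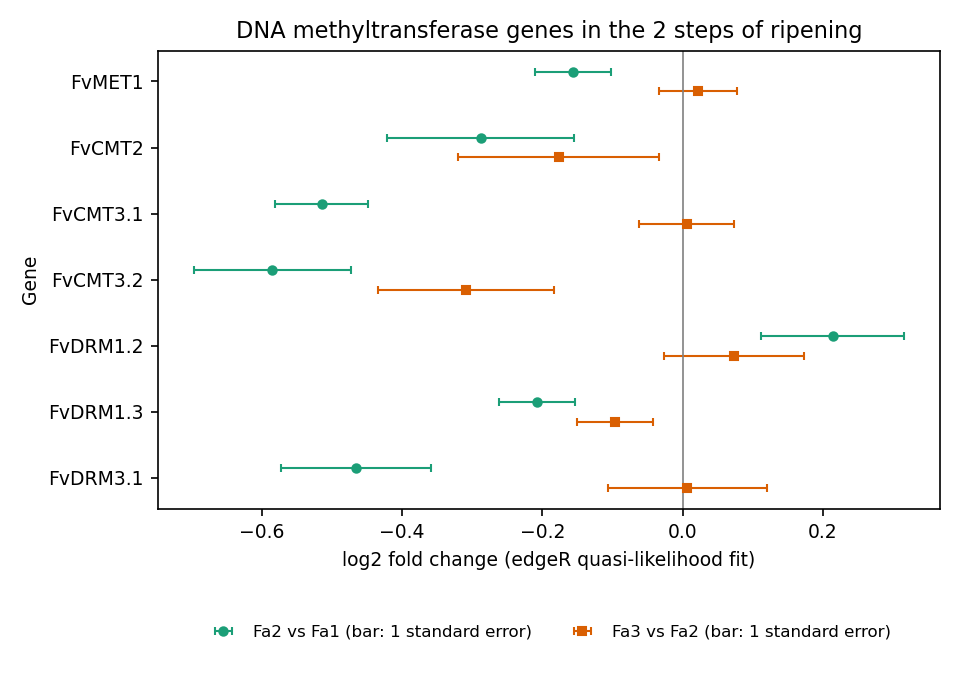
Log2 fold changes of 7 DNA methyltransferase genes in Fa2 relative to Fa1 (circles) and in Fa3 relative to Fa2 (squares), with bars of 1 standard error on each side. The circles of *FvCMT3.1*, *FvCMT3.2* and *FvDRM3.1* lie at -0.514, -0.585 and -0.466, while the squares of *FvCMT3.1* and *FvDRM3.1* lie at 0.006 and 0.007.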

However, *FvCMT3.1*, *FvCMT3.2*, *FvDRM1.3*, and *FvDRM3.1* were all downregulated during ripening (Fig. 4b).

**Fig. 4:**
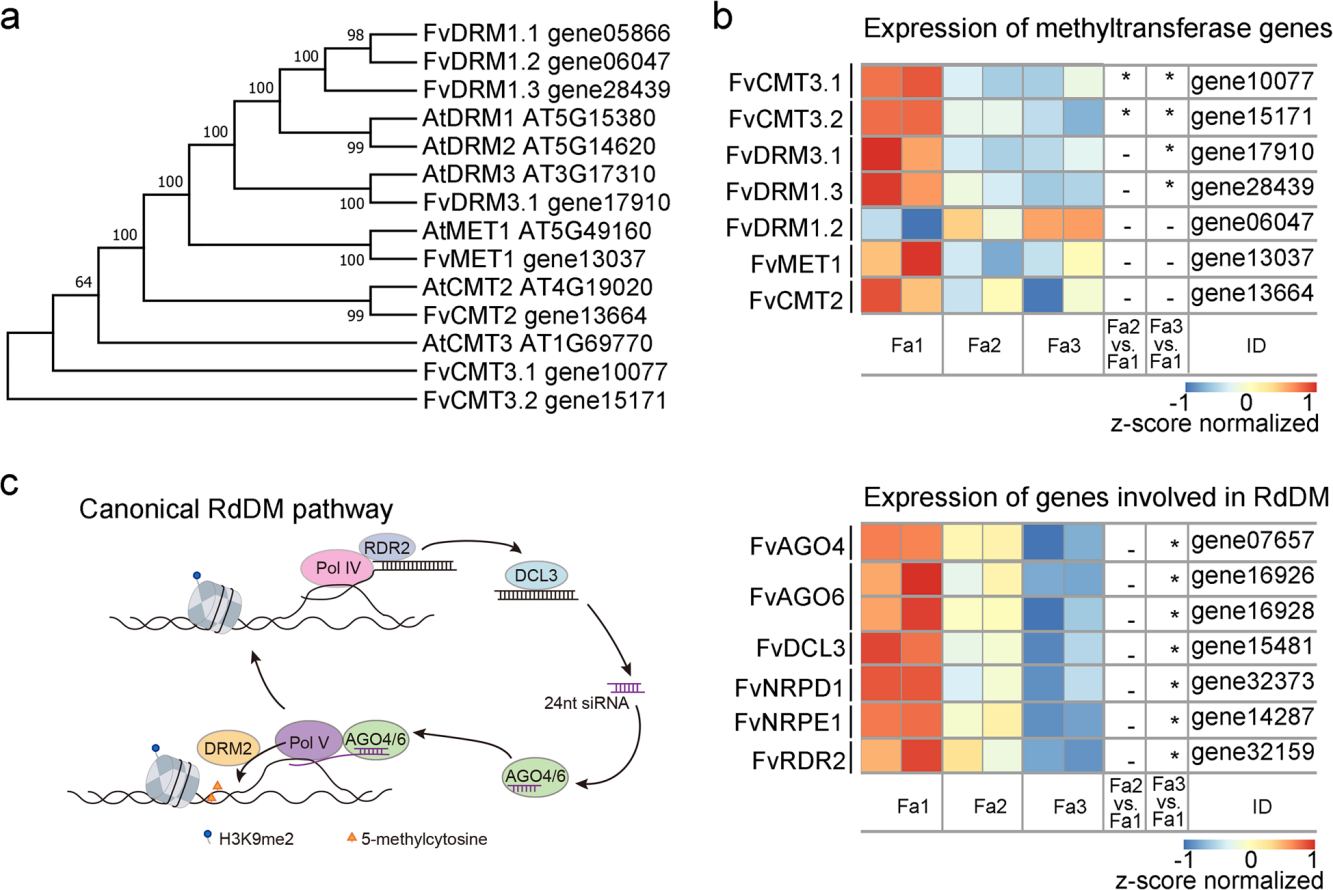
Expression of genes involved in DNA methylation. **a** Phylogenetic analysis of DNA methyltransferase genes in strawberry and *Arabidopsis*. **b** Heatmap showing transcript levels of DNA methyltransferase genes in Fa1~Fa3 (*adjusted *P* value < 0.05, as determined using the DESeq). **c** Transcript levels of genes involved in the RdDM pathway in Fa1~Fa3. A brief working model of RdDM pathway is shown on the left. Pol IV (RNA polymerase IV), RDR2 (RNA-Dependent RNA polymerase 2), and DCLs (DICER-LIKES) are required for siRNA biogenesis; Pol V, AGO4/6 (ARGONAUTE 4/6), and DRM2 are involved in siRNA-guided DNA methylation. NRPD1 and NRPE1 are the largest subunits of Pol IV and Pol V respectively. Heatmap (right panel) shows transcript levels of genes involved in RdDM pathways (* adjusted *P* value < 0.05, as determined using the DESeq)

The downregulation of *FvDRM1.3* and *FvDRM3.1* suggested that RdDM activity may be reduced during strawberry ripening. 

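For both *DRM* genes the decrease was below 1 on the log2 scale and was fitted with and without the replicate number. With the replicate number as a block, *FvDRM1.3* had a log2 fold change of -0.303 (standard error 0.047, edgeR adjusted p = 5.9e-05) in Fa3 relative to Fa1. Without the block it was also -0.303, with a standard error of 0.054. For *FvDRM3.1* the fit with the block gave -0.460 (standard error 0.107, edgeR adjusted p = 0.0023), and the fit without it -0.459 (standard error 0.106, edgeR adjusted p = 0.0031). The pairing behind the block is taken from the labels, and same-numbered libraries deviated together with a mean r of only 0.0232. Across the fits that left out one library, *FvDRM1.3* ranged from -0.332 to -0.245 with a largest adjusted p of 0.016 by edgeR, and *FvDRM3.1* from -0.529 to -0.369 with a largest adjusted p of 0.044. For both genes, leaving out Fa1 replicate 1 moved the log2 fold change most, to -0.245 and -0.369. The paper proposes from these decreases that less RdDM takes place as the fruit ripens.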

To further investigate whether RdDM activity is reduced during strawberry ripening, we examined the expression of other RdDM components. RdDM involves two steps, siRNA biogenesis, which requires Pol IV, RDR2, and DCL3, and siRNA-guided DNA methylation, which requires Pol V, AGO4/6, and DRMs [5] (Fig. 4c). We identified strawberry orthologs of Pol IV and Pol V largest subunits, *RDR2*, *DCL3*, *AGO4*, and *AGO6*, and found that all of these genes displayed reduced transcript levels from Fa1 to Fa3 (adjusted *P* value < 0.05). 

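*FvNRPD1* (gene32373), the largest subunit of Pol IV, had 12.0 ± 0.1 CPM (SD, n = 2) at Fa1 and 6.95 ± 0.92 (SD, n = 2) at Fa3, a log2 fold change of -0.789 (standard error 0.116, adjusted p = 6.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *FvNRPE1* (gene14287), of Pol V, fell from 59.9 ± 0.3 CPM (SD, n = 2) to 36.7 ± 0.7 (SD, n = 2), a log2 fold change of -0.705 (standard error 0.059, edgeR adjusted p = 1.5e-07). For *FvRDR2* (gene32159), 29.6 ± 1.1 CPM (SD, n = 2) and 21.9 ± 0.3 (SD, n = 2) gave -0.438 (standard error 0.078, edgeR adjusted p = 0.00037). *FvDCL3* (gene15481) changed from 82.0 ± 2.7 CPM (SD, n = 2) to 53.5 ± 5.1 (SD, n = 2), or -0.614 on the log2 scale (standard error 0.064, edgeR adjusted p = 1.9e-06). *FvAGO4* (gene07657), the most abundant of the group, dropped from 327.2 ± 3.6 CPM (SD, n = 2) to 236.1 ± 10.1 (SD, n = 2), with a log2 fold change of -0.470 (standard error 0.053, edgeR adjusted p = 3.8e-06). A pair of genes is listed as *FvAGO6*: gene16926 had a log2 fold change of -0.627 (standard error 0.073, edgeR adjusted p = 6.4e-06) and gene16928 of -0.768 (standard error 0.091, edgeR adjusted p = 6.8e-06). Their numbers lie close together. The authors kept only uniquely mapped reads, so reads that align equally well to both were dropped. How many reads of similar copies were lost or misplaced could not be checked without the sequences. The separate values of the pair are therefore uncertain. All 7 genes kept their direction and an adjusted p-value under 0.05 in each of the 6 fits that left out one library. The narrowest range was that of *FvNRPE1*, from -0.709 to -0.676, and *FvNRPD1* ranged from -0.917 to -0.654. No alternative shifted *FvNRPD1* more than the fit without Fa3 replicate 1, which gave the upper end of that range. The paper reads the lower transcript levels of both the siRNA-producing and the siRNA-guided steps as a reduction of the RdDM pathway in ripening.

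**Figure D3:**
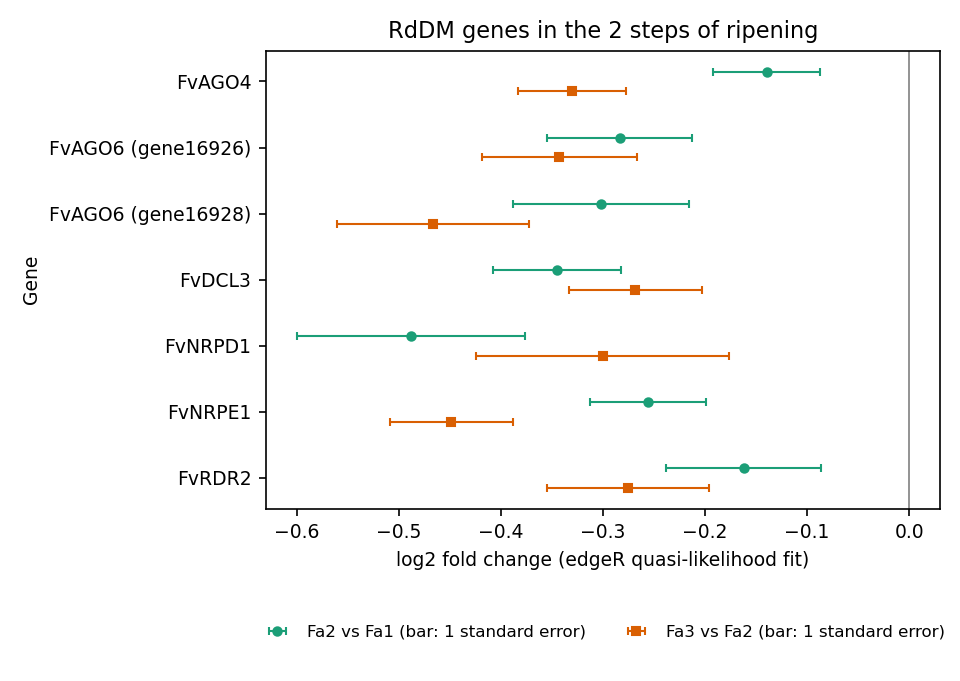
Log2 fold changes of the 7 RdDM genes in Fa2 relative to Fa1 (circles) and in Fa3 relative to Fa2 (squares), with bars of 1 standard error on each side. All points lie below 0; the circles run from -0.488 (*FvNRPD1*) to -0.140 (*FvAGO4*) and the squares from -0.466 (*FvAGO6*, gene16928) to -0.268 (*FvDCL3*).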

The expression patterns of these genes were confirmed by analysis of published transcriptome data (see methods for detailed information) (Additional file 2: Figure S4d). The decreased expression of *FvCMTs* as well as *FvDRMs* and other RdDM pathway genes is consistent with the observed loss of DNA methylation during ripening, especially the loss of non-CG methylation. 

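The mean log2 fold change of the 7 RdDM genes in Fa3 relative to Fa1 was -0.630. In 100000 random sets of 7 genes, each drawn within 250 ranks of mean expression of the gene it replaced, the mean was -0.005, a difference of -0.625 (2-sided permutation p = 0.0038). This comparison is across genes, which are not independent replicates. When the sets were drawn from all tested genes, the difference was -0.585 (permutation p = 0.029), and with fold changes of Fa2 relative to Fa1, the alternative that moved it most, it was -0.302 (permutation p = 0.0007). Among the *CMT* genes, *FvCMT3.2* had the largest decrease, with a log2 fold change of -0.894 (standard error 0.116, edgeR adjusted p = 1.9e-05). The paper connects the lower expression of *FvCMTs*, *FvDRMs* and RdDM genes with the loss of methylation that it measured by bisulfite sequencing, above all outside the CG context.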

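Counted by pathway, 5 of the 8 methyltransferase genes and 7 of the 7 RdDM genes were downregulated in Fa3 relative to Fa1 at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Fa2 relative to Fa1 the numbers were 4 and 5. Leaving out one library at a time gave 4 to 6 methyltransferase genes and always 7 RdDM genes for Fa3 relative to Fa1, and 2 to 5 and 3 to 7 for Fa2 relative to Fa1. In the fit with the replicate number as a block (pairing taken from the labels, mean r = 0.0232), 5 methyltransferase and 7 RdDM genes were downregulated in Fa3 relative to Fa1, the same as without it, and 5 and 6 in Fa2 relative to Fa1. The genes added by the block in that step were *FvMET1* (edgeR adjusted p = 0.038, against 0.051 without it) and *FvAGO4* (0.039, against 0.065). The choice with the largest effect was a minimum absolute log2 fold change of 1, which left 0 genes of either pathway. The largest decreases among the genes called downregulated, -0.894 for *FvCMT3.2* and -0.789 for *FvNRPD1*, stay short of it. From these decreases the paper proposes that weaker DNA methylation contributes to the hypomethylation of ripe fruit.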

Together, these data suggest that reduced DNA methylation activities contribute to ripening-induced DNA hypomethylation.

### siRNAs are diminished at ripening-induced hypo-DMRs

The decreased expression of genes involved in RdDM during ripening (Fig. 4) suggests that RdDM activity is reduced. To assess RdDM activity more directly, we examined the levels of RdDM-dependent 24-nt siRNAs [2].

First, we used deep sequencing to evaluate the genome-wide siRNA profiles in Fa1 and Fa3. Consistent with the small RNA composition in *Arabidopsis*, 21-nt and 24-nt small RNAs represented the most abundant small RNAs in all sequenced samples of strawberry fruits (Fig. 5a). RdDM-dependent 24-nt siRNAs in *Arabidopsis* are characterized by an adenosine at the 5′-end [24]. We found that 24-nt siRNAs in strawberry also have a preference for 5′ terminal adenosine (Additional file 2: Figure S5a), suggesting that 24-nt siRNA biogenesis is conserved in strawberry and *Arabidopsis*. Further analysis revealed that strawberry 24-nt siRNAs are preferentially located in promoter and 3′ regulatory regions around genes, but are more widely spread along TE bodies and flanking regions (Fig. 5b).

**Fig. 5:**
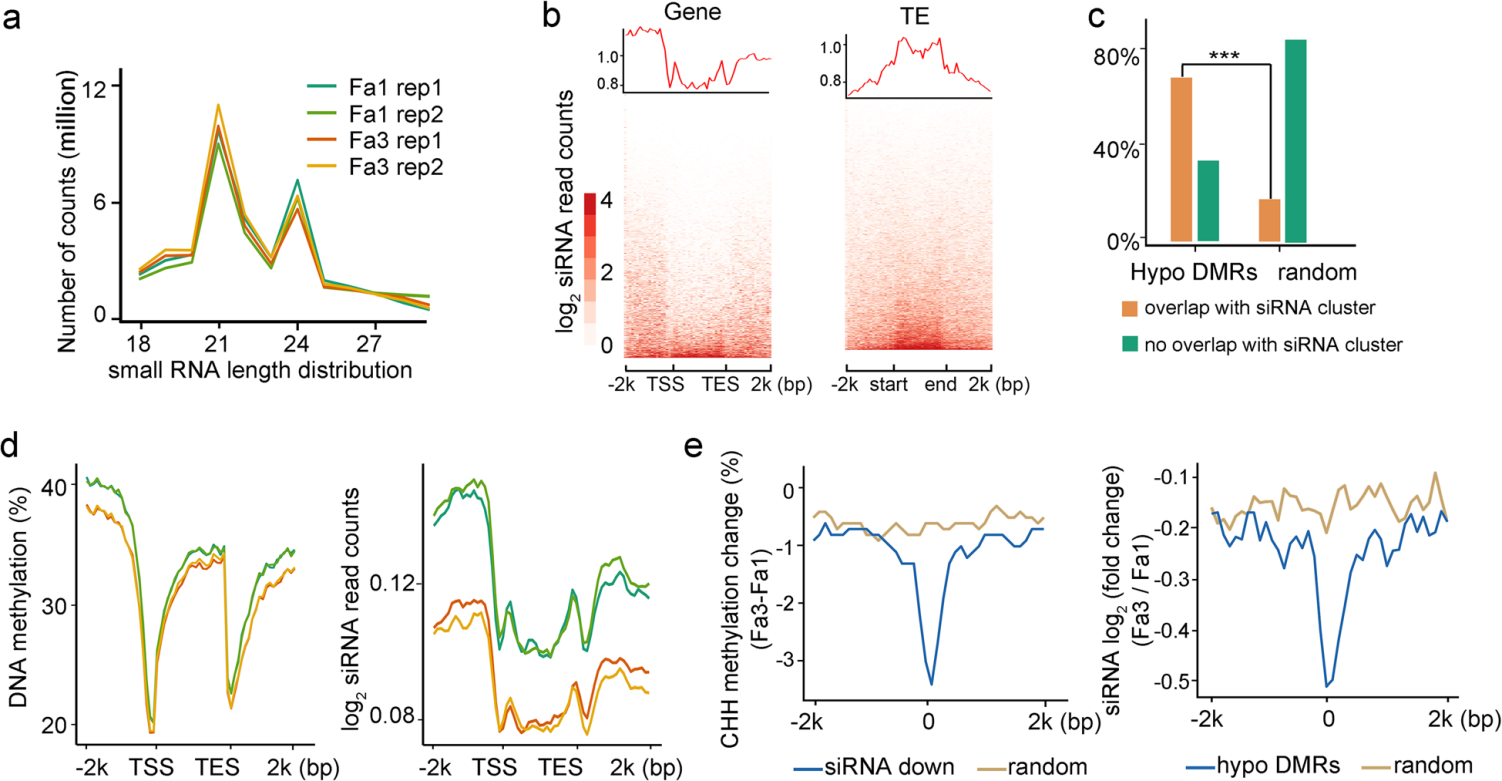
Association between ripening-induced siRNA decrease and DNA hypomethylation. **a** Size distribution of sequenced strawberry small RNAs. Two biological replicates of Fa1 and Fa3 are shown. **b** Average profile and heatmaps showing 24-nt siRNA distribution surrounding genes (left) and TEs (right). **c** Hypo-DMRs are significantly associated with siRNA clusters as compared to random genomic regions (***P value < 0.01, as determined using Fisher’s exact test). **d** Profiles of DNA methylation (left panel) and siRNA (right panel) surrounding genes in Fa1 and Fa3. Two biological replicates of Fa1 and Fa3 are shown. **e** Change of CHH methylation surrounding siRNA downregulated regions (left) and change of 24-nt siRNA level surrounding hypo-DMRs (right) on average

The biogenesis of 24-nt siRNA depends on RdDM. However, in *Arabidopsis*, it is known that long TEs usually have siRNAs in their body regions, even though their body methylation relies on CMT2 [3]. In strawberry, we identified 370,630 24-nt siRNA clusters (Additional file 5: Table S4); 345,828 of these clusters are not located in long TE bodies and thus can be considered as canonical RdDM target regions. We found that over 67% of ripening-induced hypo-DMRs overlapped with the siRNA clusters (Fig. 5c). In contrast, only 17% of randomly selected genomic regions overlapped with the siRNA clusters, suggesting that ripening-induced hypo-DMRs are significantly associated with siRNAs (*p* < 0.01) (Fig. 5c). Further, ripening led to diminished DNA methylation and decreased numbers of siRNA clusters in the bodies and flanking regions of genes and TEs (Fig. 5d, Additional file 2: Figure S5b). To further study the relationship between siRNA-mediated DNA methylation and ripening-induced DNA hypomethylation, we monitored changes in siRNA enrichment at ripening-induced hypo-DMRs. We found that siRNA levels were reduced at ripening-induced hypo-DMRs from Fa1 to Fa3 (Fig. 5e and Additional file 2: Figure S5c). In addition, we observed a decreased mCHH level at genomic regions with reduced siRNA levels (Fig. 5e). The siRNA levels at several representative hypo-DMRs are shown in Fig. 2b. To test the significance of RdDM pathway on strawberry ripening, we used TRV-mediated gene silencing to downregulate *FvAGO4* in young strawberry fruits. We observed an early ripening phenotype in *TRV2:FvAGO4* fruits compared to control TRV2-only fruits (Additional file 2: Figure S5d), consistent with the involvement of RdDM in strawberry ripening. These analyses suggest that the reduced expression of RdDM pathway genes leads to diminished siRNA accumulation and decreased RdDM activity, thus contributing to DNA hypomethylation and ripening of strawberries.

### DNA methylation changes are associated with altered gene expression in fruits

To investigate the relationship between ripening-induced changes in DNA methylation and gene expression, we compared the transcriptomes for fruits at Fa1 and Fa3. 

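Among 19089 tested transcripts, the fit of all 6 libraries called 2123 up-DEGs and 2690 down-DEGs in Fa3 relative to Fa1 at an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 libraries per stage). The fits that each left out one library gave 1337 to 2399 up-DEGs and 1580 to 2833 down-DEGs. Adding the replicate number as a block gave 2346 and 2876, with a pairing taken from the labels and a mean r of 0.0232 between same-numbered libraries. Down-DEGs outnumbered up-DEGs in every one of these fits. Requiring in addition an absolute log2 fold change of at least 1 moved the numbers most, to 453 and 723. The paper called its DEGs from the same libraries, so calling them again is not independent evidence. Of the DEGs in Table S5, 898 of 899 up-DEGs and 1415 of 1417 down-DEGs were called in the same direction, and 0 in the opposite. These numbers ranged from 882 to 899 and from 1300 to 1417 when single libraries were left out. Of the largest increases among genes that moved the same way in all 4 pairs of libraries, gene09649 had 1 and 1 counts in the Fa1 libraries and 114 and 100 in the Fa3 libraries, and gene31672 had 24 and 27 against 1195 and 1216. The log2 fold change of gene31672 was 5.68 (standard error 0.11, edgeR adjusted p = 9.9e-15). Among the largest decreases, gene05650 went from 79 and 143 counts to 4 and 2, a log2 fold change of -5.02 (standard error 0.36, edgeR adjusted p = 3.1e-08).

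**Figure D4:**
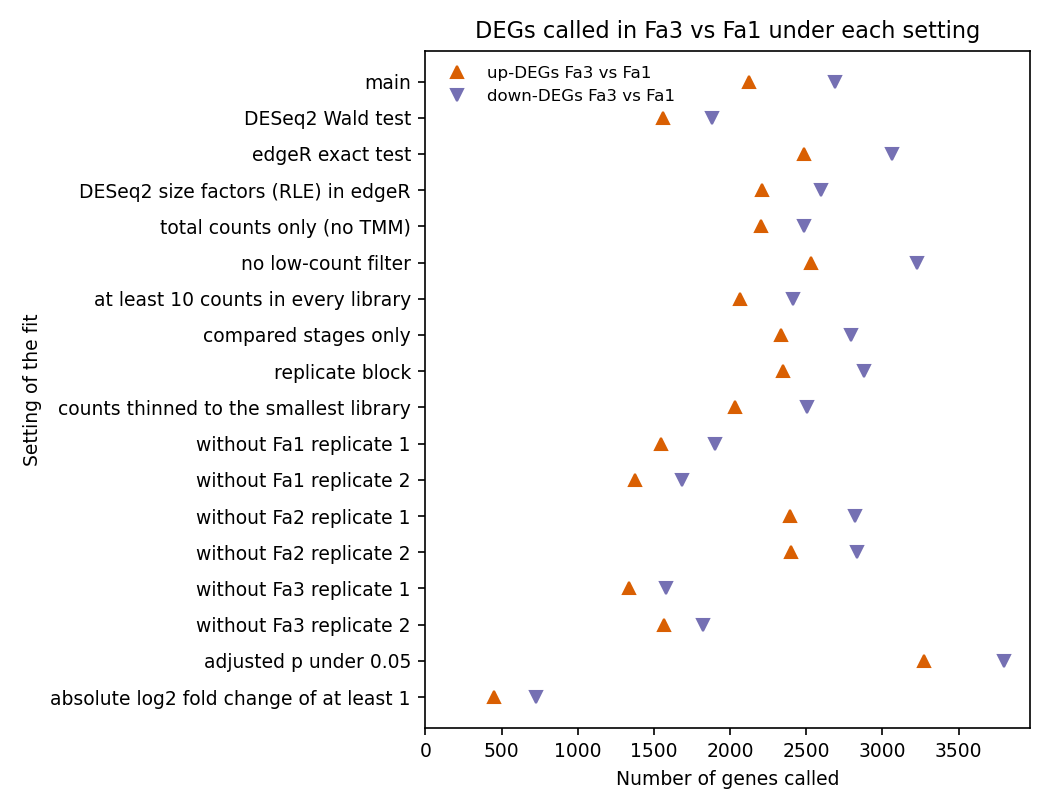
Number of up-DEGs (upward triangles) and down-DEGs (downward triangles) called in Fa3 relative to Fa1 under the main setting and each alternative, 1 row per setting. The downward triangle lies to the right of the upward triangle in every row, from 453 and 723 genes with a minimum absolute log2 fold change of 1 to 3274 and 3800 with an adjusted p-value under 0.05.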

We identified a total of 2316 differentially expressed genes (DEGs, adjusted *P* value < 0.01), including 899 upregulated DEGs (up-DEGs) and 1417 downregulated DEGs (down-DEGs) in Fa3 relative to Fa1 (Fig. 6a and Additional file 6: Table S5). Next, we examined the DNA methylation levels at the up- and downregulated DEGs. We found that a large subset of the DEGs undergoes a loss of DNA methylation from Fa1 to Fa3, especially in non-CG contexts, at their 5′- and 3′-regulatory regions (Fig. 6b-c, Additional file 2: Figure S6a and Additional file 6: Table S5). 

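The DNA methylation differences used here are the paper's, from the last column of Table S5, which states no unit. Some exceed 1 in size, such as -1.915 for gene05465, so they are not differences of methylation fractions. A difference under -0.2 yields the 367 hypomethylated up-DEGs and 555 hypomethylated down-DEGs of Table S6. The expression calls come from the counts. In the edgeR fit, 366 of these hypomethylated up-DEGs and 555 of the hypomethylated down-DEGs were called again at an adjusted p-value under 0.01. They made up 40.8% of the 898 up-DEGs and 39.2% of the 1415 down-DEGs that were called both in Table S5 and in the fit. The odds ratio of hypomethylation for up-DEGs against down-DEGs was 1.07 (Fisher's exact test, p = 0.49), so the shares were not distinguishable. With single libraries left out, 359 to 367 and 507 to 555 hypomethylated DEGs were called, and the odds ratio lay between 1.07 and 1.08. In the fit with the replicate number as a block, whose pairing is taken from the labels (mean r = 0.0232), 366 and 555 were called. A stricter methylation difference, under -0.5, had the strongest effect on the odds ratio: it left 200 up-DEGs and 252 down-DEGs and gave 1.32 (Fisher's exact test, p = 0.0098). From the methylation differences at these genes, the paper concludes that many DEGs lose methylation at their flanking regions.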

DNA methylation, especially at promoters, is often associated with transcriptional silencing. 

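Hypomethylated up-DEGs, as classified by the paper's methylation values, had a median log2 fold change of 0.792 in Fa3 relative to Fa1 (quartiles 0.531 and 1.27) over the 366 genes with a value. For the 532 up-DEGs without hypomethylation the median was 0.796 (quartiles 0.549 and 1.21). gene10845, an up-DEG displayed in Fig. 6c, rose from 18.8 ± 2.1 CPM (SD, n = 2) at Fa1 to 25.3 ± 0.3 (SD, n = 2) at Fa2 and 35.7 ± 1.8 (SD, n = 2) at Fa3. Its log2 fold change in Fa3 relative to Fa1 was 0.916 (standard error 0.081, adjusted p = 3.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 0.830 and 1.06 in fits without one library, the upper end being the fit without Fa1 replicate 2, which moved it most. For these genes the paper relates the rise in expression to relief from silencing by DNA methylation.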

For upregulated DEGs, the decrease in DNA methylation corresponded to increased expression during ripening, which is consistent with the role of DNA methylation in gene silencing (Fig. 6c). To investigate the significance of DNA methylation in the regulation of gene expression, we examined the methylation and expression levels of two up-DEGs (gene10875 and gene30616) in mock and 5-azacytidine-treated samples. Compared with mock treatment, the promoter regions of these two genes were hypomethylated and their expression was upregulated in 5-azacytidine-treated fruits, suggesting a repressive role of DNA methylation for these two genes (Fig. 3b). For downregulated DEGs, the DNA hypomethylation corresponded to decreased expression during ripening (Fig. 6b, c). 

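Over 555 hypomethylated down-DEGs the median log2 fold change in Fa3 relative to Fa1 was -0.822 (quartiles -1.36 and -0.502), and over 862 down-DEGs without hypomethylation it was -0.756 (quartiles -1.29 and -0.495). Of the genes in the lower panel of Fig. 6c, gene15079 had 141 and 159 counts at Fa1 and 44 and 40 at Fa3, or 6.63 ± 0.70 CPM (SD, n = 2) and 2.00 ± 0.23 (SD, n = 2). This amounts to a log2 fold change of -1.72 (standard error 0.18, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). gene01986 had 243.1 ± 5.8 CPM (SD, n = 2) at Fa1, 259.4 ± 7.2 (SD, n = 2) at Fa2 and 152.4 ± 8.3 (SD, n = 2) at Fa3, so that its decrease fell in the second step. Its log2 fold change in Fa3 relative to Fa1 was -0.674 (standard error 0.055, edgeR adjusted p = 1.1e-07). Without one library at a time, gene15079 ranged from -1.83 to -1.59 and gene01986 from -0.720 to -0.603. Dropping Fa3 replicate 2 had the greatest influence on both, with -1.59 and -0.603. The paper takes these genes as cases in which hypomethylation accompanies lower expression.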

A recent study using tomato DNA demethylase mutants revealed that DNA demethylation is associated with the repression of several hundred genes during tomato ripening [14]. How DNA demethylation causes gene repression is still unclear in both tomato and strawberry.

**Fig. 6:**
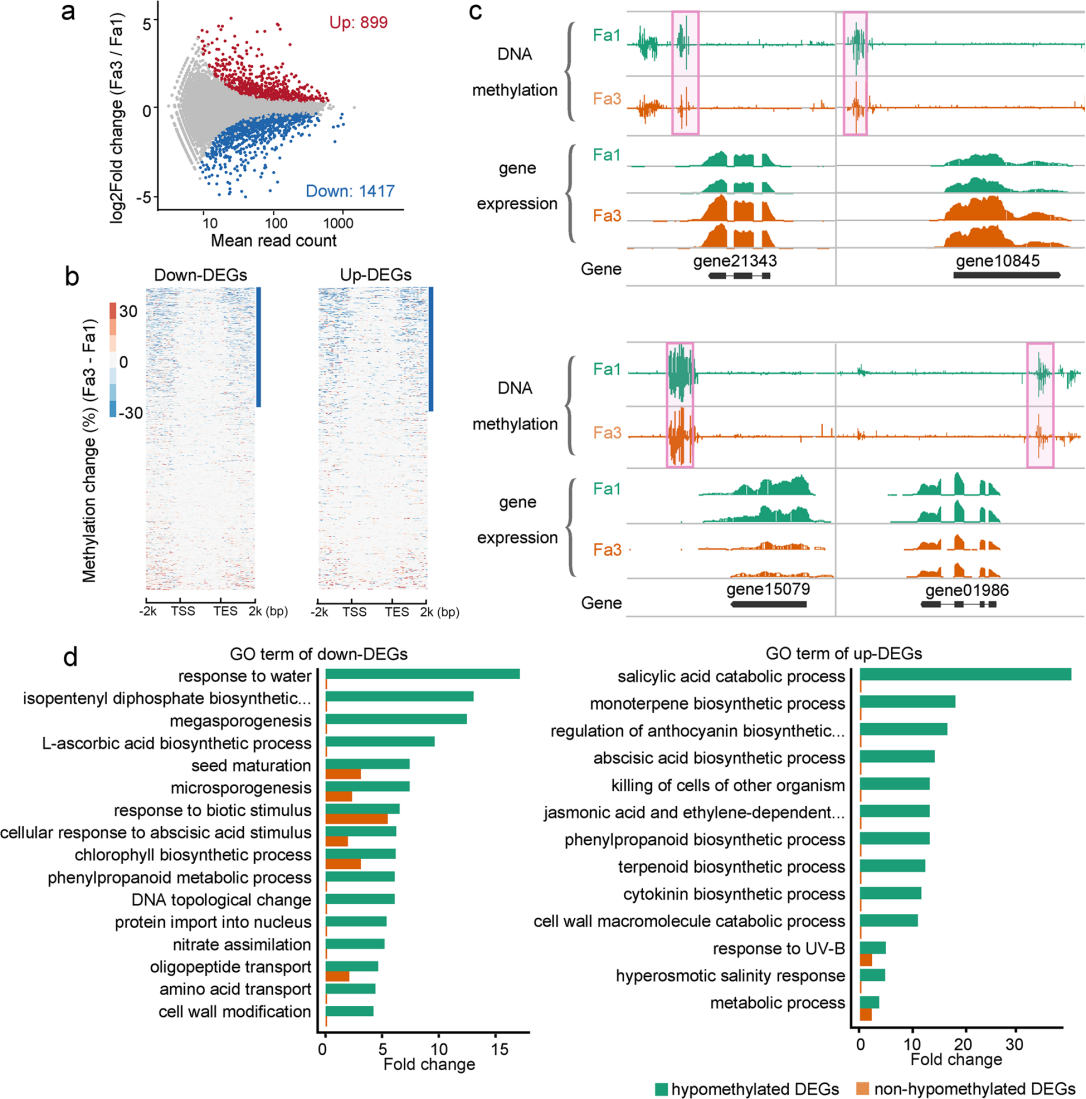
Association between DNA methylation and gene expression changes. **a** MA-plot showing the expression change during ripening. Eight hundred ninety-nine up- and 1417 down-differentially expressed genes (DEGs) were detected in Fa3 as compared to Fa1 (adjusted *P* value < 0.01, as determined using the DESeq). **b** Heatmaps showing DNA methylation changes (Fa3-Fa1) surrounding 1417 down-DEGs (left panel) and 899 up-DEGs (right panel). The blue bars on the right indicate hypomethylated genes. **c** IGB display of DNA methylation levels and transcript levels of two up-DEGs (upper panel) and two down-DEGs (lower panel) in Fa1 and Fa3. Hypo-DMRs are boxed. **d** Gene Ontology (GO) analysis of hypomethylated DEGs and non-hypomethylated DEGs. GO terms enriched in hypomethylated-DEGs were illustrated. GO enrichments of hypomethylated down-DEGs (left panel) and up-DEGs (right panel) are shown respectively

Fruit ripening is a complex developmental process that involves numerous physiological, biochemical, and structural alterations. To understand how DNA methylation-associated gene regulation contributes to the ripening process, we performed Gene Ontology (GO) analysis for hypomethylated up- and downregulated DEGs. Up- and downregulated DEGs that are not hypomethylated served as controls (Fig. 6d). This analysis revealed that genes involved in the “regulation of anthocyanin biosynthetic process” are enriched in upregulated DEGs (Fig. 6d and Additional file 7: Table S6), suggesting that DNA methylation may regulate fruit coloration during ripening. 

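Table S6 lists 3 hypomethylated up-DEGs under "regulation of anthocyanin biosynthetic process", and all 3 were called in the fit. gene26825 rose from 5.57 ± 0.02 CPM (SD, n = 2) at Fa1 to 25.0 ± 0.8 (SD, n = 2) at Fa2 and 125.7 ± 1.2 (SD, n = 2) at Fa3, a log2 fold change of 4.49 from Fa1 to Fa3 (standard error 0.07, adjusted p = 1.6e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). gene26826 rose from 7.30 ± 1.46 (SD, n = 2) to 141.6 ± 11.7 (SD, n = 2), a log2 fold change of 4.26 (standard error 0.10, edgeR adjusted p = 5.1e-14). gene31413 went from 20.0 ± 0.7 CPM (SD, n = 2) to 74.8 ± 1.6 (SD, n = 2), or 1.91 on the log2 scale (standard error 0.06, edgeR adjusted p = 4.6e-12). Since gene26825 and gene26826 bear consecutive numbers and no sequences were at hand, it is uncertain how far their counts are independent. All 3 genes were called in every alternative, including the minimum absolute log2 fold change of 1. Among the fits that left out one library, gene26826 moved most, to 4.51 without Fa1 replicate 2. The paper's enrichment p-value for this term in Table S6 is 0.0157, and the Benjamini value beside it is 1. Reasoning from the enrichment of the term, the paper proposes a role of DNA methylation in the coloration of the fruit.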

A previous study found that gene21343 (expansin-A8-like) is required for biosynthesis of the pigment anthocyanin during strawberry ripening [25], although the underlying molecular mechanism was unclear. Our results showed that gene21343 displayed decreased DNA methylation during ripening, and its expression was upregulated accordingly (Fig. 6b, Additional file 2: Figure S6b). 

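The gene21343 transcript (expansin-A8-like) was measured at 1095 ± 62 CPM (SD, n = 2) at Fa1, 1716 ± 175 (SD, n = 2) at Fa2 and 1874 ± 87 (SD, n = 2) at Fa3. In Fa3 relative to Fa1 its log2 fold change was 0.775 (standard error 0.074, adjusted p = 7.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value was 0.775 (standard error 0.051, edgeR adjusted p = 1.3e-09) with the replicate number as a block, a pairing taken from the labels (mean r = 0.0232). With one library left out it lay between 0.733 and 0.848, and the fit without Fa1 replicate 1 gave the largest departure, 0.848. Each Fa3 library exceeded each Fa1 library, with 39332 and 39383 counts against 22547 and 27279. The methylation of this gene was not analysed here beyond the paper's value of -0.872 in Table S5, whose unit is not stated. The paper draws on both changes to link the expression of this gene to its loss of methylation.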

Cytokinin is important for early fruit development, and a recent study suggested that cytokinin accumulates during the ripening of kiwi, grape, and strawberry fruits [26]. Consistent with these findings, our analysis found that genes involved in the “cytokinin biosynthetic process” are enriched in the upregulated DEGs (Fig. 6d and Additional file 7: Table S6). 

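The cytokinin term of Table S6 holds 3 hypomethylated up-DEGs, all of which were called in the fit. gene27842 increased from 2.93 ± 0.22 CPM (SD, n = 2) at Fa1 to 8.11 ± 0.05 (SD, n = 2) at Fa3, a log2 fold change of 1.46 (standard error 0.15, adjusted p = 1.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). gene30673 increased from 35.3 ± 2.2 CPM (SD, n = 2) to 61.6 ± 0.01 (SD, n = 2), a log2 fold change of 0.801 (standard error 0.062, edgeR adjusted p = 6.3e-08). The smallest change was that of gene30477, from 179.0 ± 2.1 CPM (SD, n = 2) to 232.0 ± 3.9 (SD, n = 2), a log2 fold change of 0.374 (standard error 0.050, edgeR adjusted p = 2.4e-05). The fits without one library called all 3, with gene27842 between 1.41 and 1.56. A minimum absolute log2 fold change of 1, the most influential choice, left 1 of the 3. The paper's p-value for the term is 0.0282, with a Benjamini value of 1. With these genes the paper relates its data to reports of cytokinin accumulation in ripening fruits.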

The endogenous content of ABA is known to increase substantially during strawberry ripening, and the application of an ABA synthesis inhibitor interrupts strawberry ripening [8]. Consistent with these observations, we found that genes involved in the “abscisic acid biosynthetic process” are enriched in the upregulated DEGs (Fig. 6d and Additional file 7: Table S6). 

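For "abscisic acid biosynthetic process", Table S6 lists gene10665, gene30616 and gene31335, and the fit called all 3. The largest increase was that of gene31335, from 25.5 ± 1.9 CPM (SD, n = 2) at Fa1 to 53.7 ± 0.3 (SD, n = 2) at Fa3, a log2 fold change of 1.08 (standard error 0.07, adjusted p = 3.9e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had reached 56.5 ± 0.2 CPM (SD, n = 2) by Fa2. gene30616 had 494.7 ± 27.6 CPM (SD, n = 2) at Fa1 and 711.9 ± 20.6 (SD, n = 2) at Fa3, a log2 fold change of 0.526 (standard error 0.062, edgeR adjusted p = 6.4e-06). gene10665 had 140.4 ± 2.0 CPM (SD, n = 2) and 191.3 ± 3.5 (SD, n = 2), a log2 fold change of 0.447 (standard error 0.050, edgeR adjusted p = 3.9e-06). Leaving out single libraries kept gene31335 between 1.02 and 1.17 and gene30616 between 0.484 and 0.598. Only 1 of the 3 genes met a minimum absolute log2 fold change of 1, the choice with the largest effect. The paper's p-value for the term is 0.0204 before and 1 after the Benjamini correction of Table S6. The paper sets the enrichment beside the known rise of ABA in ripening strawberries.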

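Among flavor volatiles, the term "monoterpene biosynthetic process" of Table S6 comprises gene24672, gene24674 and gene30669, each called as an up-DEG in the fit. Their log2 fold changes in Fa3 relative to Fa1 were 0.746 (standard error 0.0999), 0.795 (standard error 0.064) and 0.972 (standard error 0.078), with adjusted p = 2.6e-05, 9.8e-08 and 9.6e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. gene24674, the one with the most counts, had 79.8 ± 8.5 CPM (SD, n = 2) at Fa1, 87.3 ± 1.8 (SD, n = 2) at Fa2 and 138.1 ± 4.0 (SD, n = 2) at Fa3. gene24672 and gene24674 have close numbers. Reads lost or misplaced between similar copies could not be checked, so the separate values of these genes are uncertain. With one library left out, gene24674 ranged from 0.701 to 0.918, and the fit without Fa1 replicate 1 moved it most. None of the 3 reached an absolute log2 fold change of 1, so that requirement left 0 genes of the term. Table S6 gives the term a p-value of 0.0136 and a Benjamini value of 1. The paper counts this term among the ripening processes in its upregulated DEGs.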

Several other ripening-related GO terms were also included in the upregulated DEGs, such as genes involved in the biosynthesis of flavor volatiles (Fig. 6d and Additional file 7: Table S6).

On the other hand, many genes need to be downregulated during ripening. For example, genes involved in photosynthesis are active and required in the early stages of fruit development, but are repressed during ripening to allow conversion of chloroplasts into chromoplasts, which are important for fruit coloration. The hypomethylated downregulated DEGs were enriched for “chlorophyll biosynthetic process,” suggesting that DNA hypomethylation may contribute to the decline in photosynthesis during ripening. 

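All 5 genes that Table S6 lists for "chlorophyll biosynthetic process" among the hypomethylated down-DEGs were called in the fit. gene31283 showed the largest decrease, from 188.0 ± 3.4 CPM (SD, n = 2) at Fa1 to 147.4 ± 6.7 (SD, n = 2) at Fa2 and 129.2 ± 7.8 (SD, n = 2) at Fa3, a log2 fold change of -0.541 (standard error 0.056, adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The weakest was gene25492, from 104.1 ± 0.2 CPM (SD, n = 2) to 83.8 ± 1.4 (SD, n = 2), a log2 fold change of -0.312 (standard error 0.050, edgeR adjusted p = 0.00015). The other 3, gene06697, gene21680 and gene26838, had log2 fold changes of -0.379, -0.440 and -0.368. Their edgeR adjusted p-values were 3.2e-05, 0.0013 and 0.00039. Between 4 and 5 genes were called when one library was left out. gene21680 lost an adjusted p-value under 0.01 in 2 of the 6 fits, with a largest edgeR adjusted p of 0.027, and gene26838 lost it in 1 (0.012). The most influential choice was again the minimum absolute log2 fold change of 1, which left 0 of the 5. In Table S6 the paper's p-value for the term is 0.0115 and its Benjamini value 0.591. The paper ties these genes to the decline of photosynthesis and proposes that hypomethylation contributes to it.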

We also found several GO terms related to cell wall biosynthesis and metabolism in hypomethylated downregulated DEGs. 

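The term "cell wall modification" of Table S6 holds 6 hypomethylated down-DEGs, and all 6 were called in the fit, with a median log2 fold change of -1.48. gene05465 had the most counts, with 331.5 ± 0.6 CPM (SD, n = 2) at Fa1, 306.6 ± 2.0 (SD, n = 2) at Fa2 and 201.0 ± 11.1 (SD, n = 2) at Fa3. Its log2 fold change in Fa3 relative to Fa1 was -0.722 (standard error 0.054, adjusted p = 4.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The steepest decreases belonged to genes with few counts at Fa3. gene05650 had 4 and 2 counts there and a log2 fold change of -5.02 (standard error 0.36, edgeR adjusted p = 3.1e-08), and gene21249 had 2 and 6 counts and -3.15 (standard error 0.41, edgeR adjusted p = 2.0e-05). The remaining genes, gene12105, gene12871 and gene21487, had log2 fold changes of -1.15, -0.378 and -1.81. Every fit without one library called all 6. The estimate of gene21249 depended most on single libraries, from -4.04 to -2.61, the lower end being the fit without Fa3 replicate 2. The paper's p-value for the term is 0.0176, and the Benjamini value is 0.701. The paper explains the decrease by the smaller need for cell wall synthesis once the fruit stops growing.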

During early fruit development, genes involved in cell wall biosynthesis and modification are active to sustain fast cell division and cell enlargement, but these genes are not needed later during the ripening stage. 

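In the edgeR fit, the genes of the 6 ripening terms described above were all called: 3 for anthocyanin regulation, 3 for abscisic acid, 3 for cytokinin and 3 for monoterpenes among the hypomethylated up-DEGs, and 5 for chlorophyll and 6 for cell wall modification among the hypomethylated down-DEGs. Among the up-DEGs without hypomethylation, Table S6 lists 8 genes for "flavonoid biosynthetic process" and 3 for "anthocyanin-containing compound biosynthetic process". The fit called all of them, with median log2 fold changes of 1.34 and 0.914 in Fa3 relative to Fa1. Among the down-DEGs without hypomethylation, the 8 genes of "cellulose biosynthetic process" were all called, with a median of -0.595, as were the 7 of "plant-type primary cell wall biogenesis", with a median of -0.724. Overall the fit called 366 of 367 hypomethylated up-DEGs and 555 of 555 hypomethylated down-DEGs, beside 532 of 532 and 860 of 862 DEGs without hypomethylation. The paper had called all of these genes DEGs from the same libraries, so calling them again is not independent evidence for any term. With a minimum absolute log2 fold change of 1, the most influential alternative, 139 and 216 hypomethylated DEGs remained. From the GO terms in Fig. 6d and Table S6, the paper reports enrichment of ripening-related terms for hypomethylated DEGs alone.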

Interestingly, the ripening-related GO terms were only enriched in hypomethylated DEGs, but not enriched in up- or down-DEGs without hypomethylation (Fig. 6d and Additional file 7: Table S6). Together, these analyses suggest that DNA methylation-mediated gene regulation controls many biological processes important for ripening.

## Discussion

DNA methylation was proposed to be an important factor in the regulation of fruit ripening, mainly based on studies in tomatoes [7]. Tomato, a typical climacteric fruit, undergoes genome-wide loss of DNA methylation during ripening [12]. However, the dynamics and relevance of DNA methylation in non-climacteric fruit ripening, or in any other climacteric fruit, were unknown. Here, we generated single-base resolution maps of DNA methylation for strawberry leaves and fruits at different stages (Fig. 1a). We found that, similar to tomatoes, strawberry fruits undergo an overall loss of DNA methylation, especially in non-CG contexts, during ripening (Fig. 2) [14]. Our results suggest that ripening-induced DNA hypomethylation could occur in both climacteric and non-climacteric fruits.

DNA methylation can be dynamically regulated by DNA methylation and DNA demethylation activities. In *Arabidopsis*, active DNA demethylation is catalyzed by ROS1 family proteins, which can remove the mC base and cleave the DNA backbone, leaving a single-nucleotide gap that can be filled with a non-methylated cytosine [1]. The loss of DNA methylation during tomato fruit ripening is caused by increased expression of *SlDML2*, a tomato ortholog of *Arabidopsis ROS1* [14]*.* However, none of the DNA demethylase genes in strawberry was upregulated during ripening (Additional file 2: Figure S4). Instead, we found that several genes encoding DNA methyltransferases and other key components in the RdDM pathway were significantly downregulated during strawberry fruit ripening (Fig. 4). We inferred that RdDM activity is reduced during strawberry ripening, such that DNA demethylation becomes relatively dominant over methylation, leading to an overall loss of DNA methylation. In our model, even though DNA methylation activities are decreasing, the active DNA demethylation machinery must be active during ripening, to remove the existing DNA methylation, since there is little cell division in ripening fruits and thus passive demethylation should be insignificant. Indeed, we found that two of the strawberry DNA demethylase genes were expressed during ripening (FPKM > 20).

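The paper's FPKM values in Table S3 are 33.7 and 34.2 for *FvDME1* and 75.2 and 79.3 for *FvROS1.1* in the Fa1 replicates, and 25.7 and 28.8 and 40.7 and 45.9 in the Fa3 replicates. FPKM divides by the length of the transcript, which is not in the files analysed here, so the counts were expressed as CPM. At Fa3 *FvDME1* had 3027 and 3611 counts, or 157.5 ± 12.2 CPM (SD, n = 2), and *FvROS1.1* had 4362 and 5246, or 228.0 ± 18.9 CPM (SD, n = 2). *FvROS1.2* had 960 and 1141 counts at Fa3, or 49.9 ± 3.7 CPM (SD, n = 2), and *FvROS1.3* had 126 and 145, or 6.44 ± 0.33 CPM (SD, n = 2). Between Fa1 and Fa3, *FvDME1* decreased by 0.330 on the log2 scale (standard error 0.057, adjusted p = 0.00029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without Fa3 replicate 1, the alternative that altered it most, it decreased by 0.244. From the expression that remains, the paper argues that demethylation can still proceed in ripening fruit.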

RdDM is a well-known DNA methylation pathway that consists of two main steps: siRNA biogenesis and siRNA-guided DNA methylation. The enrichment of 24-nt siRNAs is an important indicator of RdDM activity. We generated and characterized genome-wide siRNA profiles for immature and ripe strawberry fruits (Fig. 5) and found that the number of siRNA clusters decreased during ripening. Further, the genomic regions that displayed reduced DNA methylation (hypo-DMRs) also displayed decreased siRNA enrichment during ripening (Fig. 5). Our siRNA analysis provides strong evidence for the diminished RdDM activity during strawberry ripening and also further supports our model that weakened RdDM contributes to the ripening-induced DNA hypomethylation. RdDM has been extensively studied in *Arabidopsis*; however, a regulatory role for RdDM in plant development has not been established. Here, our study suggests a novel function of RdDM in the regulation of non-climacteric fruit ripening. In addition, strawberry *CMT3* was downregulated during strawberry ripening, which could also contribute to the observed DNA hypomethylation.

We found that DNA hypomethylation and siRNA reduction preferentially occurred in the 5′- and 3′-regulatory regions of genes (Fig. 5d), suggesting that RdDM-mediated DNA methylation regulates gene expression during strawberry ripening. Consistent with this hypothesis, genes involved in ripening-related processes, such as photosynthesis, cell wall biosynthesis, ABA biosynthesis, and fruit coloration, showed altered expression and DNA hypomethylation in their promoters during ripening. Interestingly, DNA hypomethylation did not always correlate with gene activation, but was also associated with gene repression during strawberry ripening. This is especially evident for photosynthesis and cell wall synthesis-related genes, which are no longer needed in ripe fruits and must be repressed so that they do not interfere with ripening. Ripening-associated DNA hypomethylation and gene repression were also observed in tomato, where mutations in the DNA demethylase SlDML2 prevented the DNA hypomethylation and consequently the repression of photosynthesis and cell wall synthesis-related genes was obstructed [14]. How promoter DNA methylation may help activate genes is not known. However, it is clear that although many transcription factors are sensitive to DNA methylation, some actually prefer binding to methylated motifs [27] and thus may activate the methylated genes. In addition, it is possible that the DNA binding of some transcriptional repressors may be sensitive to DNA methylation, and thus, loss of methylation would allow the repressors to reduce gene expression.

## Conclusions

Our work suggests that DNA hypomethylation regulates the ripening of the non-climacteric strawberry fruit, as it does in the climacteric tomato fruit. Distinct mechanisms underlie the reduced levels of DNA methylation during strawberry and tomato ripening: diminished RdDM-mediated methylation versus increased DNA demethylation, respectively. DNA hypomethylation during ripening is associated with the altered expression of hundreds of ripening-related genes, suggesting that RdDM regulation of a genetic program contributes to fruit ripening.

## Methods

### Plant materials

Strawberries (*Fragaria × ananassa* Duch. cv. Hongjia) were grown in the scientific research innovation base at Zhejiang Academy of Agricultural Science at Haining (Zhejiang, China). Fruits at three developmental stages (Fa1, green stage, approximately 20 days after bloom (DAB); Fa2, intermediate red stage, 30 DAB; Fa3, full red stage, 35 DAB) were harvested (Fig. 1a). After being transferred to the lab on the day of harvest, fruits with uniform size and free of visible defects were selected. Two biological replicates of 8–12 fruits each were used for each developmental stage.

For DNA methylation inhibitor treatment, “Si gongzhu” strawberry fruits were used. In the treatment, 20 mM 5-azacytidine (Sigma) dissolved in ddH_2_0 with 0.01% Triton X-100 was directly sprayed on the fruits. The treatment was performed on Jun. 8, 13, and 18. The samples were pictured on Jun. 23.

### Methylation-sensitive PCR

Genomic DNA (100 ng) was digested with McrBC for 12 h according to the manufacturer’s instructions. Digestion without GTP was used as negative control. After enzyme inactivation at 65 °C for 20 min, 10% of digested DNA was used for each PCR reaction for Quantitative Real-time PCR. The primer sequence is included in Additional file 8: Table S7.

### Whole genome bisulfite sequencing and data analysis

Genomic DNA was extracted from leaves and fruits using a DNeasy Plant Maxi Kit (Qiagen). The samples were sequenced at the Genomics Core Facility of the Shanghai Centre for Plant Stress Biology, Chinese Academy of Sciences, using Illumina HiSeq2500. The libraries of whole-genome bisulfite sequencing were prepared using NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) and Epitect Plus DNA Bisulfite Kit (Qiagen). Briefly, 1 μg of genomic DNA was sonicated into 200~500 bp fragments on a Covaris M220. The fragmented DNA was subjected to end repair, A-tailing, and adaptor ligation following the manufacturer’s instructions of the NEBNext Ultra II DNA Library Prep Kit. The adapter-ligated products were then treated with sodium bisulfite on a thermocycler using Epitect Plus DNA Bisulfite Kit (Qiagen) with the following program: 95 °C 5 min, 60 °C 25 min, 95 °C 5 min, 60 °C 85 min, 95 °C 5 min, 60 °C 175 min, and 3× (95 °C 5 min, 60 °C 180 min), hold at 20 °C. The BS-treated DNA was then cleaned up using Epitect Plus DNA Bisulfite Kit (Qiagen) and PCR-amplified using the KAPA HiFi Hotstart ReadyMix for 6 cycles. The amplified libraries were finally cleaned up using magnetic beads from Vazyme. The libraries were sequenced on a HiSeq2500 (Illumina) in paired-end 125 bp mode using the HiSeq PE Cluster Kit v4 (Illumina) and HiSeq SBS Kit v4 (250 cycles) (Illumina) following the manufacturer’s instructions at Core Facility for Genomics of Shanghai Center for Plant Stress Biology.

For data analysis, paired-end sequencing reads were first trimmed with Trimmomatic [28] for removal of Illumina adapters and low-quality bases (quality score < 20). The cleaned reads were then aligned to *Fragaria vesca* genome (*Fragaria vesca v1.1*, https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Fvesca) using bsmap-2.87 [29] with default settings. Methylation ratio was extracted with methratio.py (a script included in bsmap-2.87). Properly mapped paired-end reads whose SAM flags equal 83 and 163, or 99 and 147, were used by setting options -u and -p in methratio.py. DMCs were defined using Fisher’s exact test (*p* < 0.05). DMRs were identified as previously described [30] with minor modifications. In brief, only cytosines with a depth of at least four in all libraries were considered. A sliding-window approach with window size 200-bp and step size 50-bp was used to identify DMRs. Fisher’s exact test was performed for methylated vs. unmethylated cytosines within each window. False discovery rates (FDRs) were estimated using a Benjamini-Hochberg adjusted *P* value. Windows with FDR < 0.05 were defined as candidates for further analysis. DMRs were then adjusted by merging the candidates in all three contexts and shrinking to the first and last differentially methylated cytosines (DMCs). Final DMRs were filtered with combined criteria: number of DMC > 3 and mean methylation difference > 0.15. To incorporate biological replicates into analysis, we calculated robust index as the formula for each DMR to measure the repeatability between replicates.

$$ \mathrm{Robust}\kern0.5em \mathrm{index}=\frac{\left|{\log}_2{FC}_1-{\log}_2{FC}_2\right|}{\left|{\log}_2{FC}_1+{\log}_2{FC}_2\right|} $$

FC_1_ and FC_2_ represent differential methylation fold change in replicate 1 and replicate 2, respectively. DMRs with lower robust index are more credible in terms of differential methylation. Robust index for DMRs with low depth in individual replicates were assigned as NA. We ranked the DMRs by robust index (Additional file 3: Table S2) and re-analyzed both top 500 and least 500 credible hypo DMRs respectively. As shown in Additional file 2: Figure S7, the analysis of both groups of DMRs supports major conclusions in the main text, including gradual decrease in DNA methylation during ripening (Additional file 2: Figure S7a), enrichment of DMRs in promoter regions (Additional file 2: Figure S7b), and decreased siRNA accumulation in hypo-DMRs (Additional file 2: Figure S7c). Principal component analysis (PCA) was used to cluster the methylation patterns of fruits and leaves in DMRs into low dimensions. Integrated Genome Browser (IGB) [31] was used to visualize the DNA methylation data. DMR-associated genes were defined as genes with the closest DMR located within 2 kb upstream of the transcription start site (TSS) and 2 kb downstream of the transcription end site (TES)).

### RNA sequencing and data analysis

Total RNA was extracted with TRIzol reagent (Ambion) from fruits. For reverse transcription, 1 μg of RNA and oligo dT primers were used to synthesize cDNA in a 20-μL reaction using the qScript cDNA SuperMix kit (Quanta). For RNA-seq, the libraries were constructed and sequenced at the Genomics Core Facility of the Shanghai Centre for Plant Stress Biology, Chinese Academy of Sciences, using an Illumina HiSeq2500.

For data analysis, paired-end reads were aligned to *Fragaria vesca* genome (*Fragaria vesca v1.1*, https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Fvesca) using STAR [32] with default parameters. Uniquely mapped reads with MAPQ > 20 were collected for further analysis. FeatureCounts [33] was used to count the mapped fragments for each gene. DESeq [34] was used to detect differentially expressed genes. To assign putative functions of genes in *Fragaria vesca*, gene orthologs provided by Phytozome [35] (https://phytozome.jgi.doe.gov/pz/portal.html) were collected and the function of corresponding *Arabidopsis* ortholog was assigned. Fisher’s exact test was used to determine whether the gene set is significantly enriched in a specific GO term. Enriched GO terms were defined base on combined criteria: |log_2_ Fold change| > 1 and *P* value < 0.05. To valid the gene expression changes during ripening, published datasets (accession number PRJNA394190 (https://www.ncbi.nlm.nih.gov/bioproject/394190)) which characterized the transcriptome change during strawberry ripening were downloaded and processed.

### Small-RNA sequencing and data analysis

Total RNA was extracted with TRIzol reagent (Ambion) from fruits. Total RNA was then separated on denaturing polyacrylamide gels, and < 100-nt fractions were cut out and purified for standard small RNA library preparation. For small-RNA sequencing, the libraries were constructed and sequenced at the Genomics Core Facility of the Shanghai Centre for Plant Stress Biology, Chinese Academy of Sciences, using an Illumina HiSeq2500.

Sequenced reads were trimmed with Trimmomatic [28] to remove Illumina adapters and low-quality bases (quality score < 20). Reads with length < 18 bp and length > 30 bp were discarded. Cleaned 24-nt reads were mapped to *F. vesca* genome and defined to siRNA cluster with Shortstack [36]. The mapped reads were normalized by total cleaned reads for further analysis.

### Phylogenetic analysis

The orthologs of DNA methyltransferase, DNA demethylase, and gene involved in RdDM pathway annotated in Phytozome were used to build a Neighbor-Joining phylogenetic trees with MEGA [37].

### Virus-induced gene silencing (VIGS)

The TRV vectors pTRV1 (pYL192) and pTRV2 (pYL156) for gene silencing have been described by Liu et al. [38], and the treatment protocol was as described by Birch-Smith et al. [39]. pTRV2 vector was ligated with PCR fragment of *FvAGO4* and then transformed into A. tumefaciens GV3101 strain. The Agrobacterium culture (grown in 25 mg/L Rifampicin and 50 mg/L Kanamycin overnight culture) was transformed with pTRV1, pTRV2 and pTRV2 derivative pTRV2-*FvAGO4*, respectively. Agrobacterium culture was infiltrated into fruit pedicel of strawberry.

## Additional files

Additional file 1: **Table S1.** Mapping statistics of bisulfite sequencing, RNA sequencing, and small-RNA sequencing.

Additional file 2: **Figure S1.** The strawberry methylomes. **Figure S2** Methylomes of fruits at different stages. **Figure S3** Heatmaps showing DNA methylation changes (Fa3-Fa1) across hyper-DMR-associated genes. **Figure S4** Expression of genes involved in DNA demethylation. **Figure S5** Analyses of siRNAs in strawberry fruits. **Figure S6** Association between gene expression and DNA methylation during ripening. **Figure S7** Repeatability between replicates using robust index.

Additional file 3: **Table S2.** Summary of 466 hyper DMRs and 2300 hypo DMRs in Fa3 compared to Fa1.

Additional file 4: **Table S3.** Expression of genes involved in DNA methylation and demethylation during ripening process. 

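Table S3 gives for 22 genes the FPKM of each of the 6 libraries, together with the log2 fold change and adjusted p-value from DESeq for Fa1 against Fa2 and Fa1 against Fa3. FPKM is the number of fragments scaled to the length of the transcript and the size of the library, so that it allows genes of different length to be compared within a library. CPM, used beside the claims, leaves out the length and serves to compare one gene between stages. For *FvAGO4*, the paper's FPKM is 111.5 and 111.3 at Fa1 and 78.5 and 83.6 at Fa3, and the CPM from the counts is 327.2 ± 3.6 (SD, n = 2) and 236.1 ± 10.1 (SD, n = 2). The table also holds *FvDNMT2* (gene11690), which had 39.0 ± 3.1 CPM (SD, n = 2) at Fa1 and 36.5 ± 2.3 (SD, n = 2) at Fa3. The log2 fold change was -0.098 (standard error 0.084, adjusted p = 0.39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This difference was not past the threshold used for pathway genes.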

(XLSX 17 kb)

Additional file 5: **Table S4.** Genomic coordinates of 370,630 24-nt siRNA clusters in strawberry fruits.

Additional file 6: **Table S5.** Summary of 2316 genes with differential expression and differential methylation levels in Fa3 compared to Fa1. 

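For each DEG, Table S5 gives a normalized read count for Fa1 and for Fa3, the fold change and its log2, the p-value and adjusted p-value, and a methylation difference between Fa3 and Fa1. The normalized counts are means of the 2 replicates of a stage. The smallest absolute log2 fold change in the table is 0.298 and the largest adjusted p-value is 0.0099. In the edgeR fit to the counts, the 898 up-DEGs and 1415 down-DEGs of the table that were called again all kept their direction. The methylation difference was made from bisulfite sequencing data, which were not analysed here. Its unit is not stated. It reaches -1.915 for gene05465, so it is not a difference of methylation fractions.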

(XLSX 317 kb)

Additional file 7: **Table S6.** Enriched GO terms of 555 hypomethylated down-DEGs, 367 hypomethylated up-DEGs, 862 non-hypomethylated down-DEGs, and 532 non-hypomethylated up-DEGs. 

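For each GO term, Table S6 gives the number of DEGs with the term, the size of the DEG list with any annotation, the number of annotated genes with the term, the size of the annotated background, a p-value and a Benjamini value corrected for the number of terms. The fold change there is the ratio of the share of DEGs with the term to the share in the background. The list of hypomethylated up-DEGs has 335 annotated genes and that of hypomethylated down-DEGs has 523, out of 23683 annotated genes in all. The term "regulation of anthocyanin biosynthetic process" has 3 of the 335 genes and 12 of the 23683, and the paper's fold change is 17.7. As few as 3 genes therefore decide several of the terms, and the expression values of these genes are given beside the sentences that name the terms.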

(XLSX 36 kb)

Additional file 8: **Table S7.** Primers for q-PCR and VIGS.

Additional file 9: Review history.

## Abbreviations

5′-Aza: 5-Azacytidine
ABA: Abscisic acid
AGO4/6: Argonaute 4/6
At: *Arabidopsis thaliana*
CMT2: Chromomethylase 2
CMT3: Chromomethylase 3
CNR: Colorless non-ripening
DCLs: Dicer-likes
DEG: Differentially expressed genes
DMCs: Differentially methylated cytosines
DMRs: Differentially methylated regions
DRMs: Domains rearranged methylases
FDR: False discovery rates
Fv: *Fragaria vesca*
Fa: *Fragaria x ananassa*
VIGS: *Virus-induced gene silencing*
GO: Gene ontology
IDM: Increase of DNA methylation
MET1: Methyltransferase 1
NCED: 9-cis-epoxycarotenoid dioxygenase
PCA: Principal component analysis
Pol IV: RNA polymerase IV
Pol V: RNA polymerase V
RdDM: RNA-directed DNA methylation
ROS1: Repressor of silencing 1
siRNA: Small interfering RNA
Sl: *Solanum lycopersicum*
TE: Transposable element
MAPQ: Mapping quality
TSS: Transcriptional start sites
TES: Transcriptional end sites
mC: DNA methylation of all cytosines sites
mCG: DNA methylation of CG sites
mCHG: DNA methylation of CHG sites
mCHH: DNA methylation of CHH sites
FPKM: Fragments per kilobase million
Chr: Chromosome

# Supplementary material for: Downregulation of RdDM during strawberry fruit ripening
**Source:** Genome Biol. 2018 Dec 4;19:212. doi: 10.1186/s13059-018-1587-x
**Supplement:** Supplementary file 2 — Figure S1. The strawberry methylomes. Figure S2 Methylomes of fruits at different stages. Figure S3 Heatmaps showing DNA methylation changes (Fa3-Fa1) across hyper-DMR-associated genes. Figure S4 Expression of genes involved in DNA demethylation. Figure S5 Analyses of siRNAs in strawberry fruits. Figure S6 Association between gene expression and DNA methylation during ripening. Figure S7 Repeatability between replicates using robust index.

[Additional File2](#_Toc529457811)

[Figure S1. The strawberry methylomes. 2](#_Toc529457812)

[Figure S2. Methylomes of fruits at different stages. 3](#_Toc529457813)

[Figure S3. Heatmaps showing DNA methylation changes (Fa3-Fa1) across hyper-DMR-associated genes. 4](#_Toc529457814)

[Figure S4. Expression of genes involved in DNA demethylation. 5](#_Toc529457815)

[Figure S5. Analyses of siRNAs in strawberry fruits. 6](#_Toc529457816)

[Figure S6. Association between gene expression and DNA methylation during ripening. 7](#_Toc529457817)

[Figure S7. Repeatability between replicates using robust index. 8](#_Toc529457818)

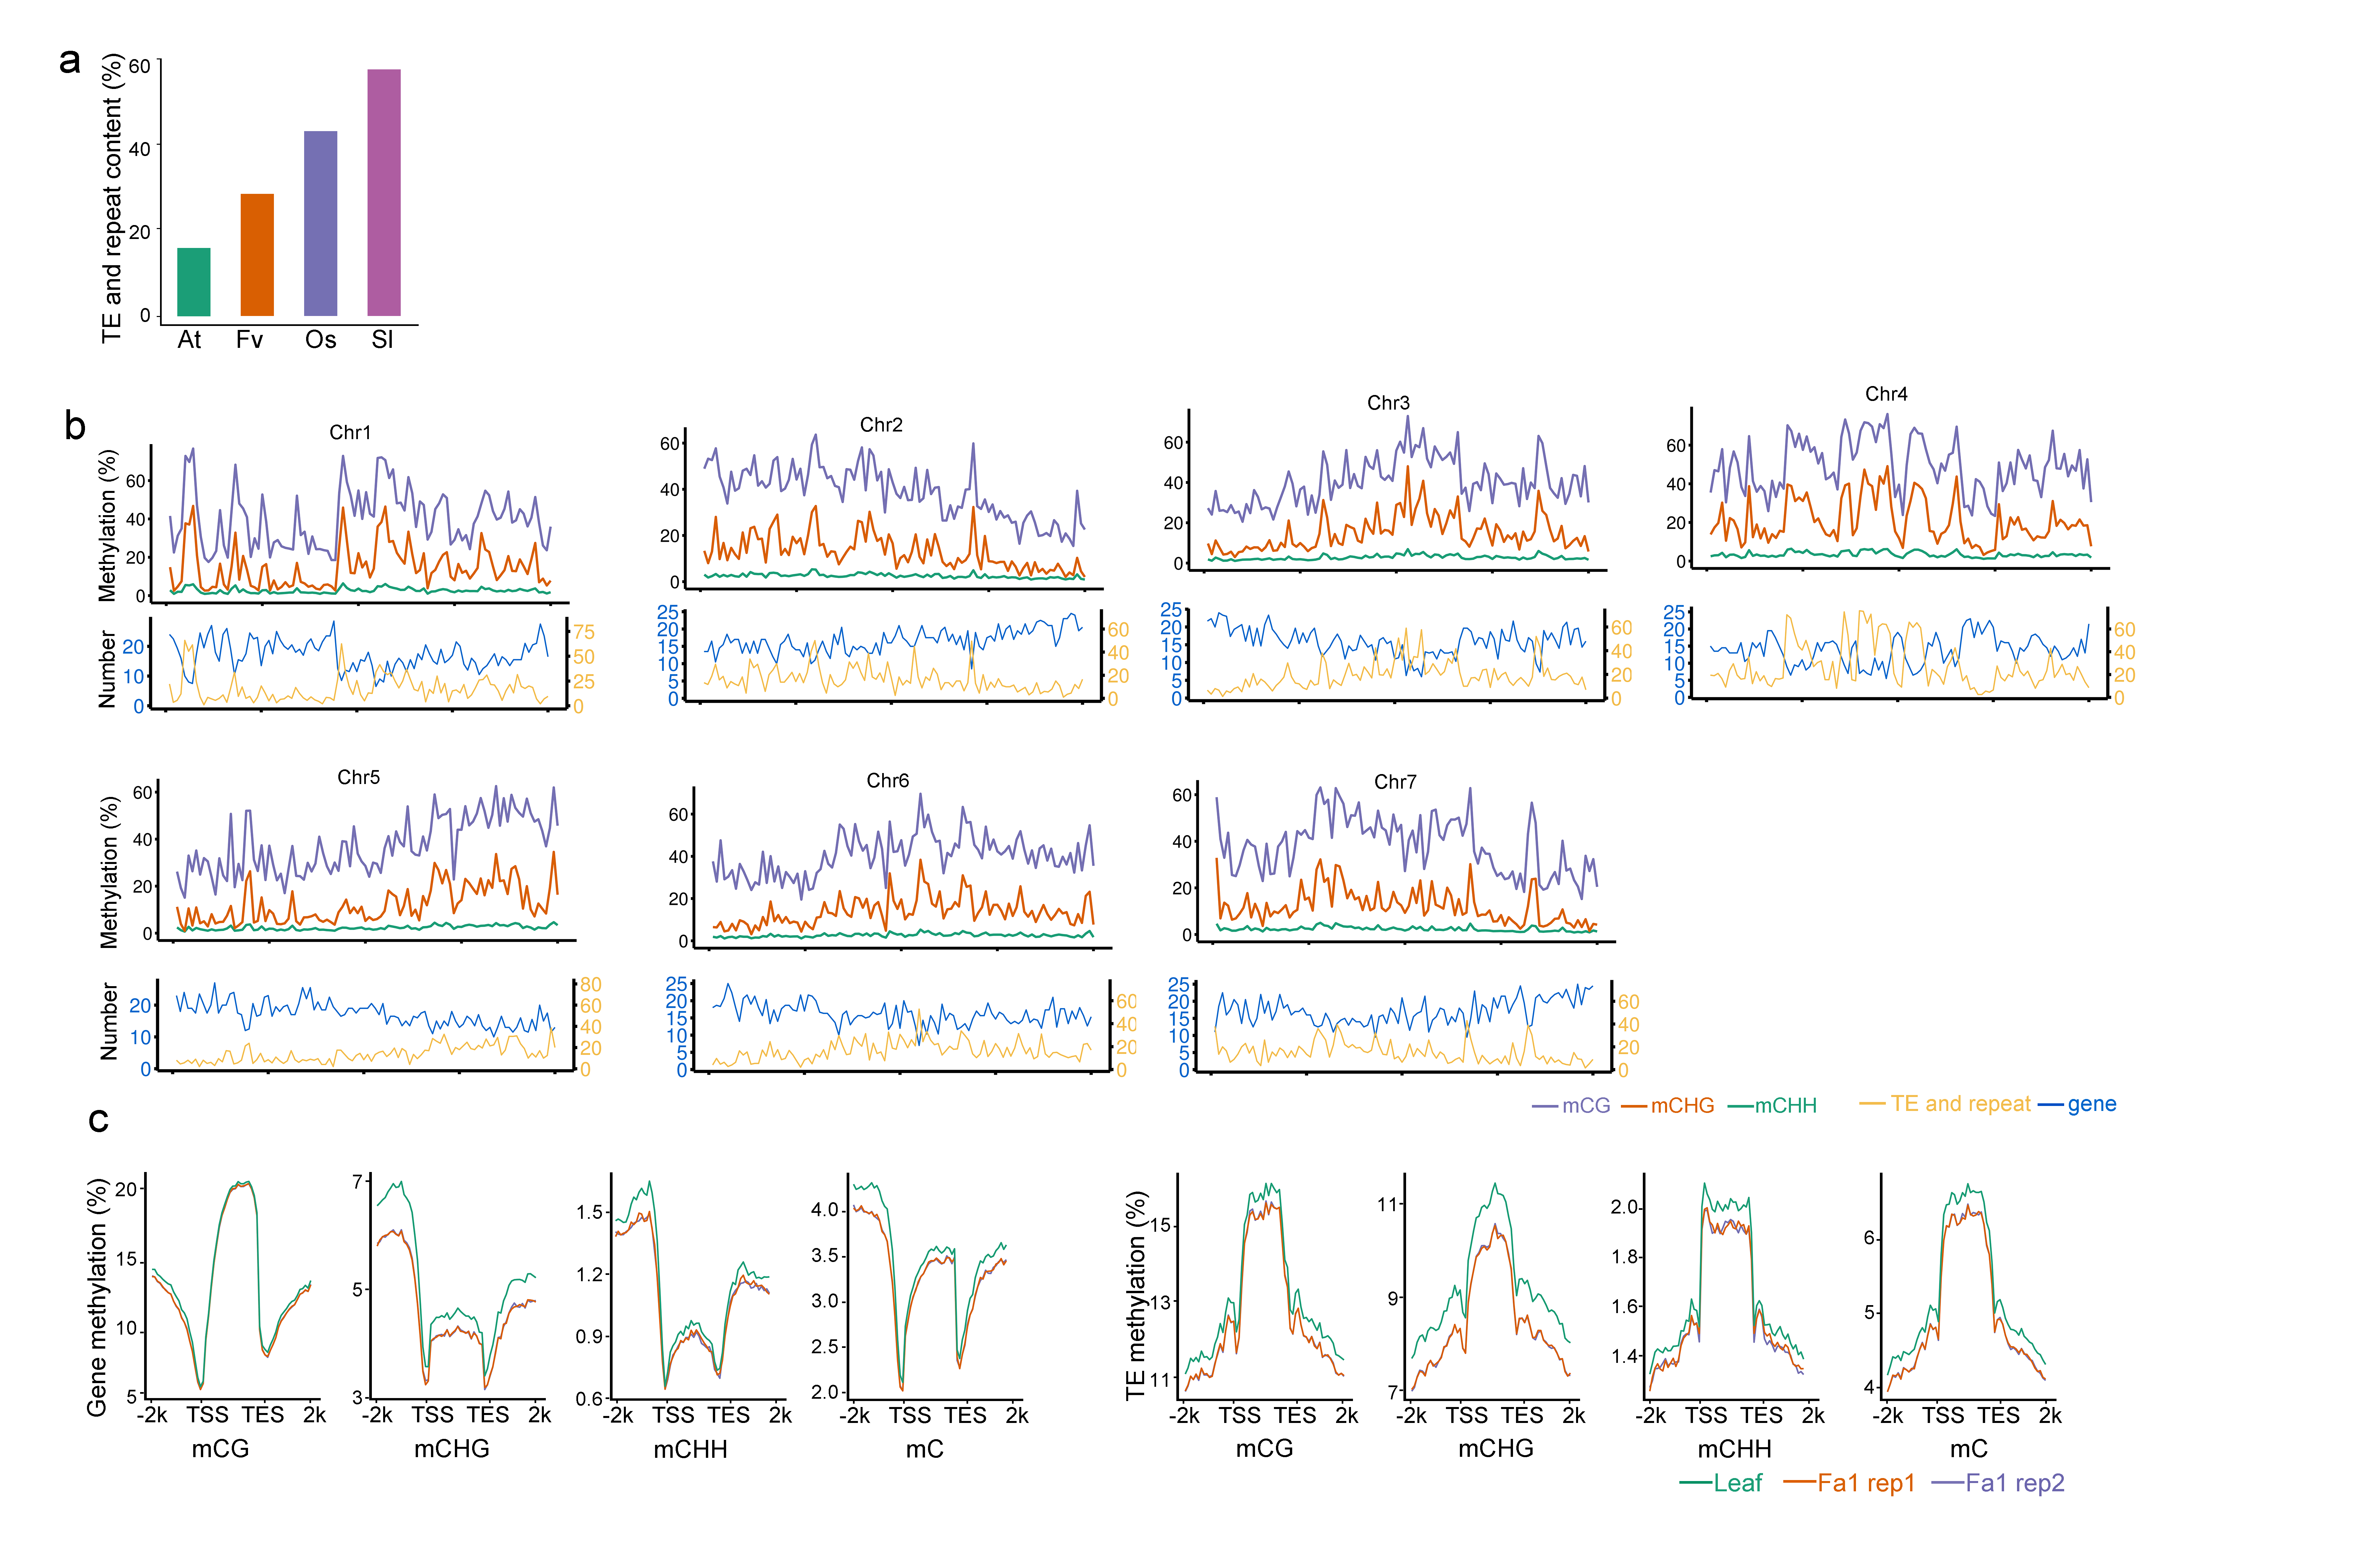

Figure S1. The strawberry methylomes.

1. TE and repeat contents in genomes of *Arabidopsis* (At), strawberry (Fv), rice (Os) and tomato (Sl).
2. Distribution of mCG, mCHG, mCHH, gene density and TE density across strawberry chromosomes (Chr1-7). Y-axis in upper panel represents the percentage of methylated DNA. Y-axis in lower panel represents density of TEs or genes normalized by the length of chromosomes.
3. DNA methylation profiles of mC, mCG, mCHG and mCHH surrounding genes (upper panel) and TEs (lower panel) in leaf and fruit tissues (Fa1). Two biological replicates of Fa1 methylome were used. Transcription start site (TSS) and transcription end site (TES) are indicated.

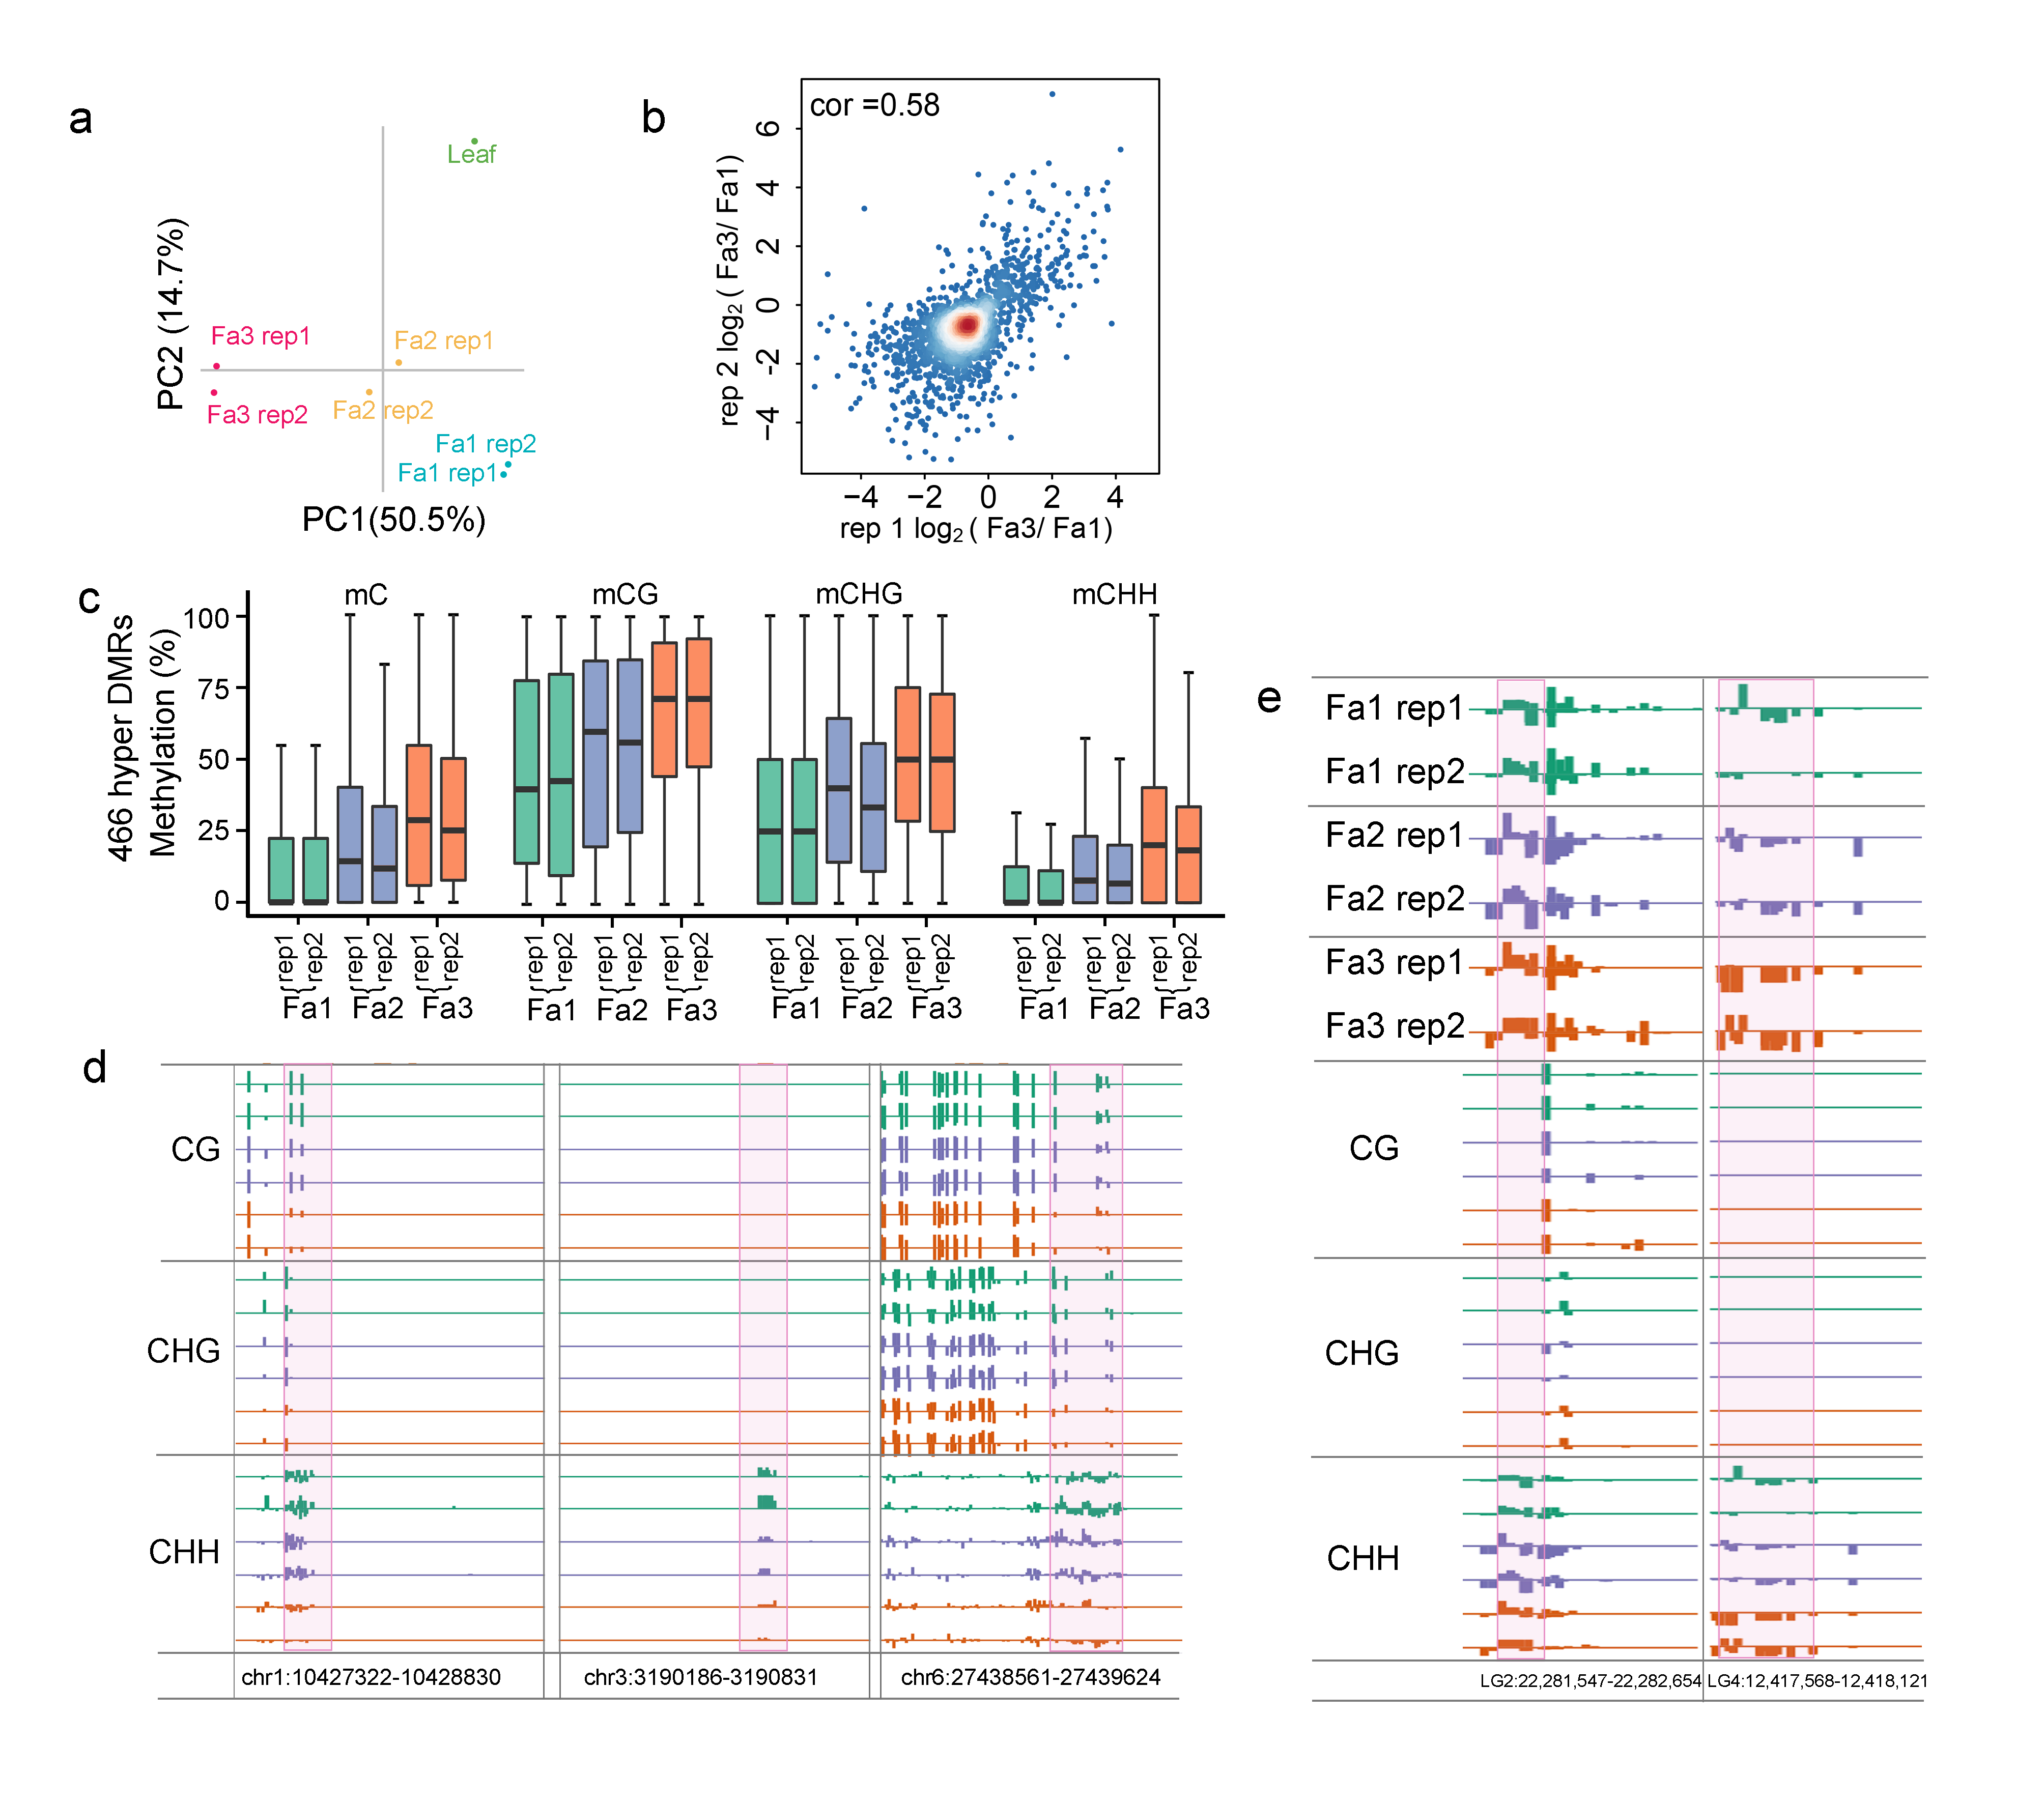

Figure S2. Methylomes of fruits at different stages.

1. Principle component analysis (PCA) showing consistency between two biological replicates of fruits at each stage. Whole genomic bisulfite-sequencing samples of leaf and Fa1~ Fa3 are shown.
2. Scatter plot showing the correlation of DNA methylation change between biological replicates
3. Boxplots showing DNA methylation levels of 466 hyper-differentially methylated regions (DMRs) in Fa3 relative to Fa1 in all stages. Methylation levels in mC, mCG, mCHG, and mCHH contexts are shown respectively. Two biological replicates were used.
4. IGB display of DNA methylation levels (CG, CHG and CHH context) of four ripening-induced hypo-DMRs. Genome coordinates are indicated in the bottom. Two biological replicates were used.
5. IGB display of DNA methylation levels of two ripening-induced hyper-DMRs. Genome coordinates are indicated in the bottom. Two biological replicates were used.

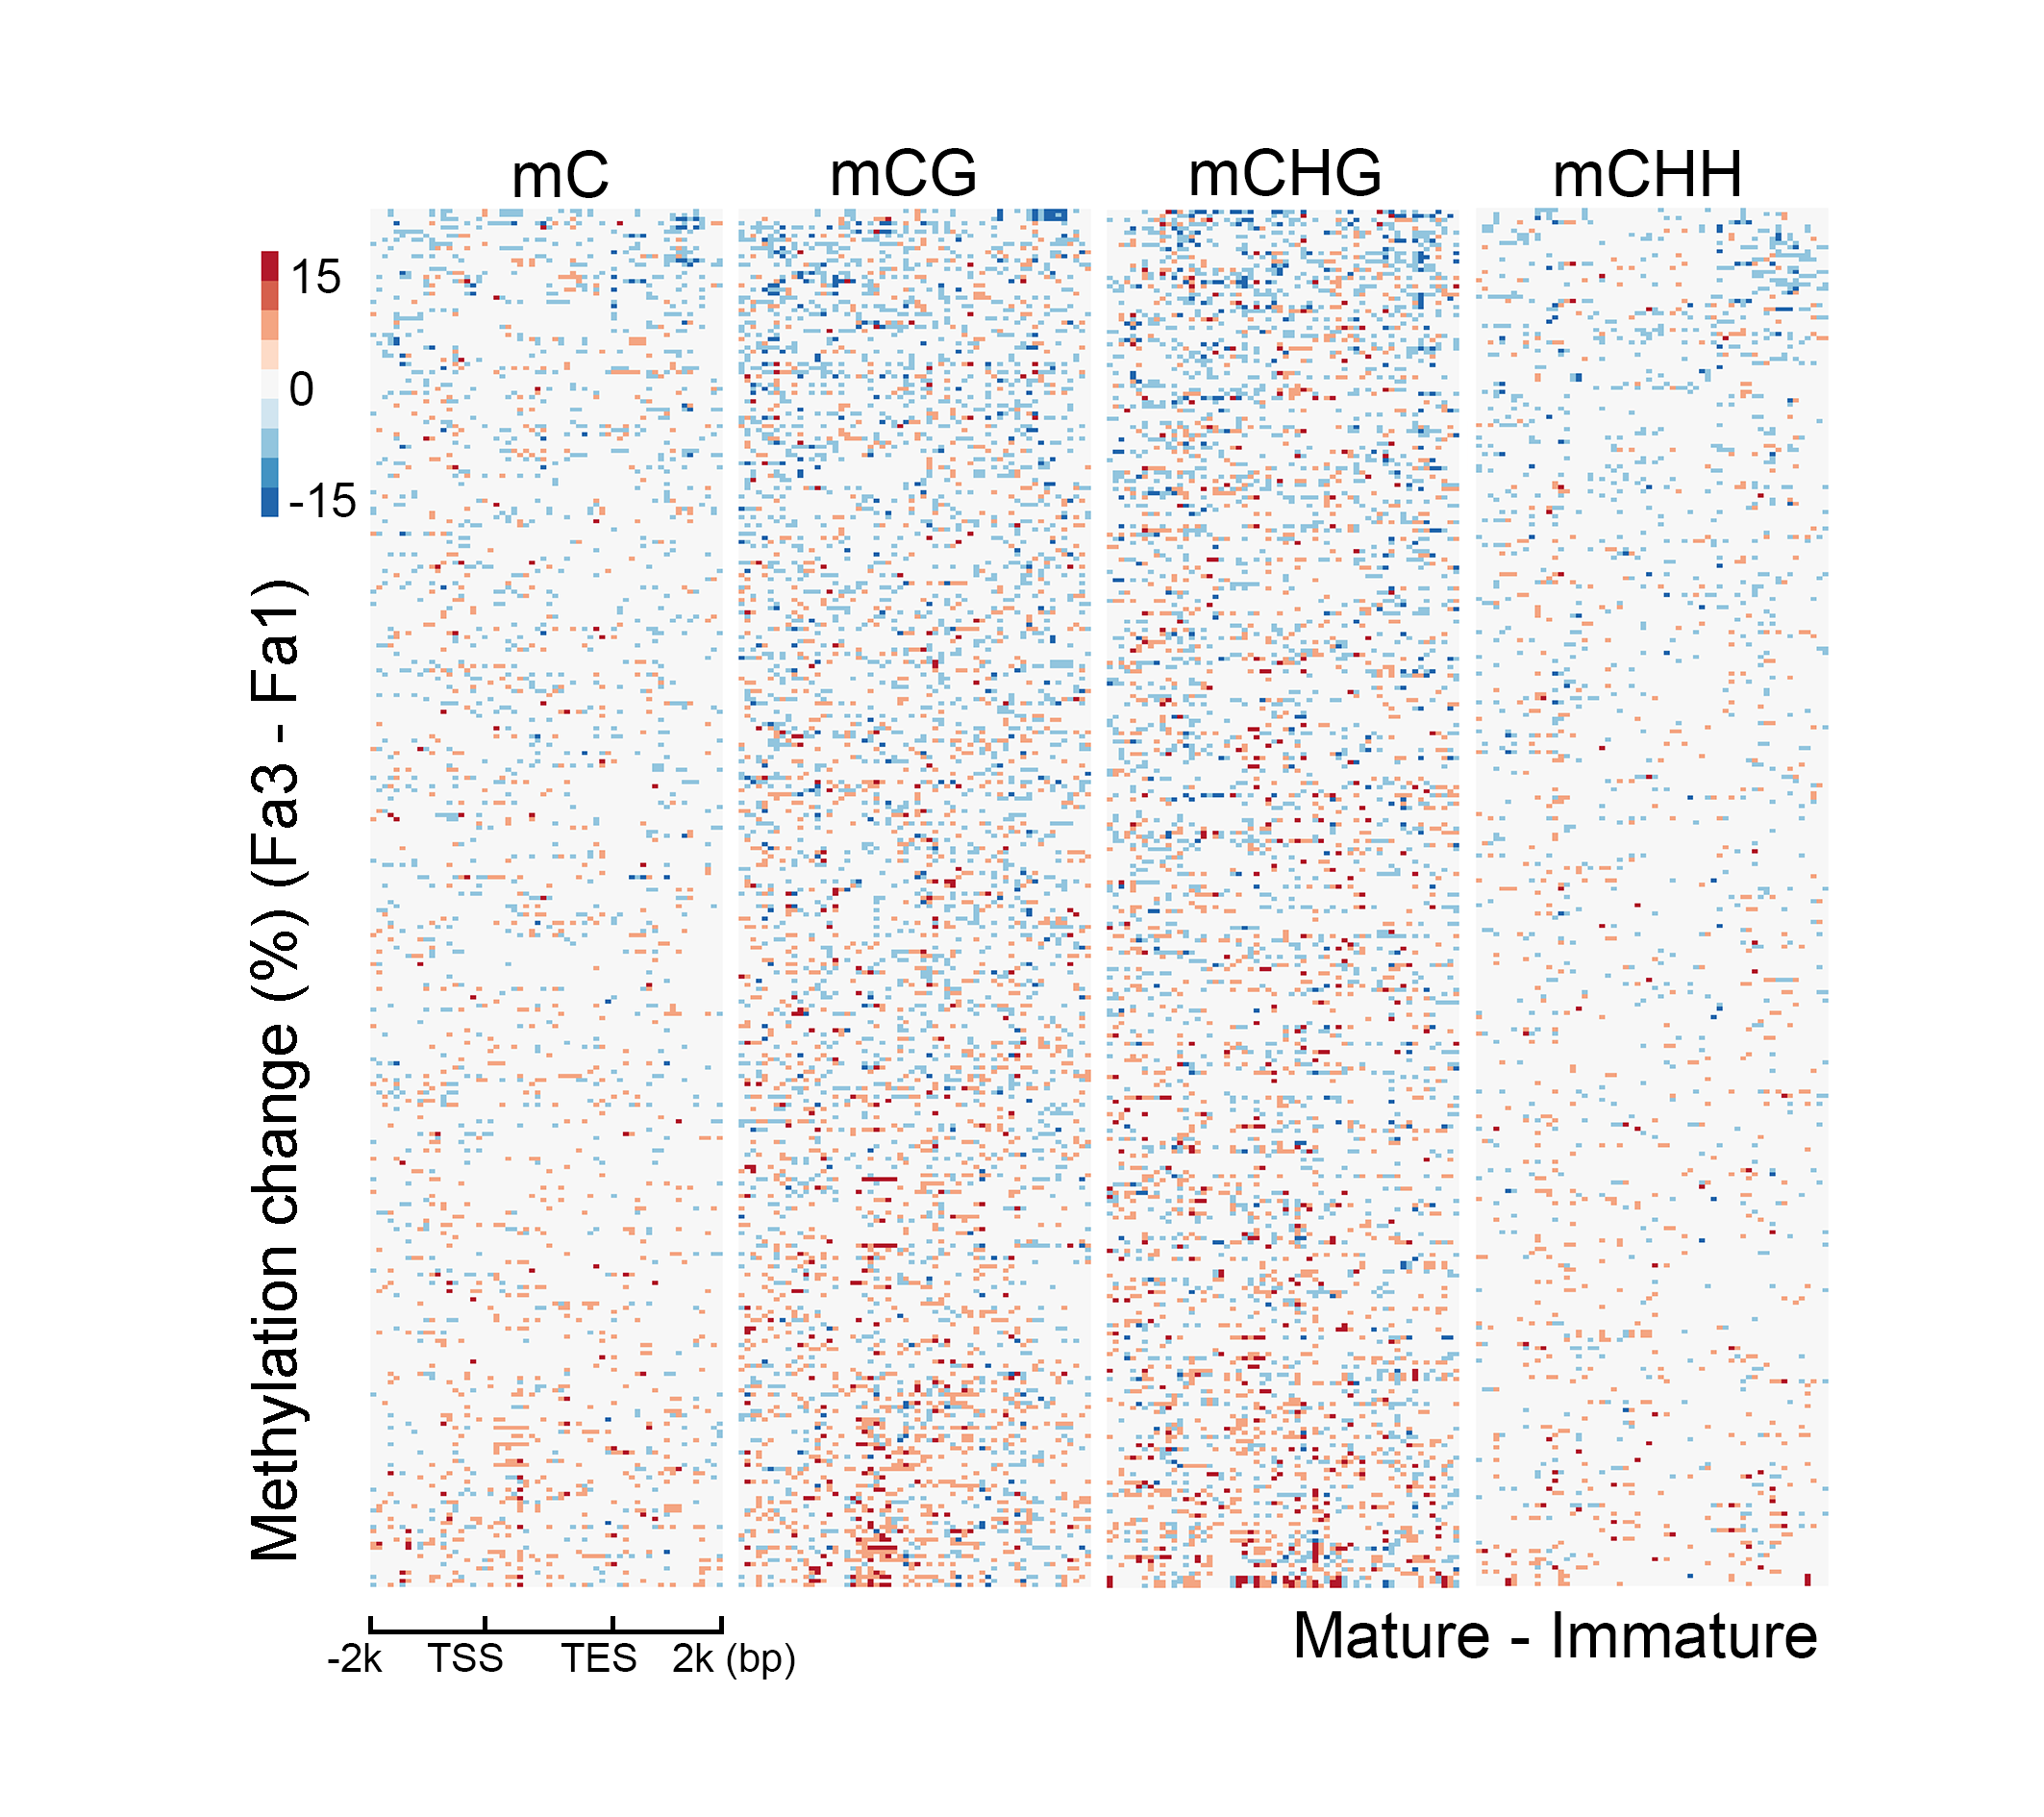

Figure S3. Heatmaps showing DNA methylation changes (Fa3-Fa1) across hyper-DMR-associated genes. DNA methylation changes are shown for mC, mCG, mCHG, and mCHH contexts respectively.

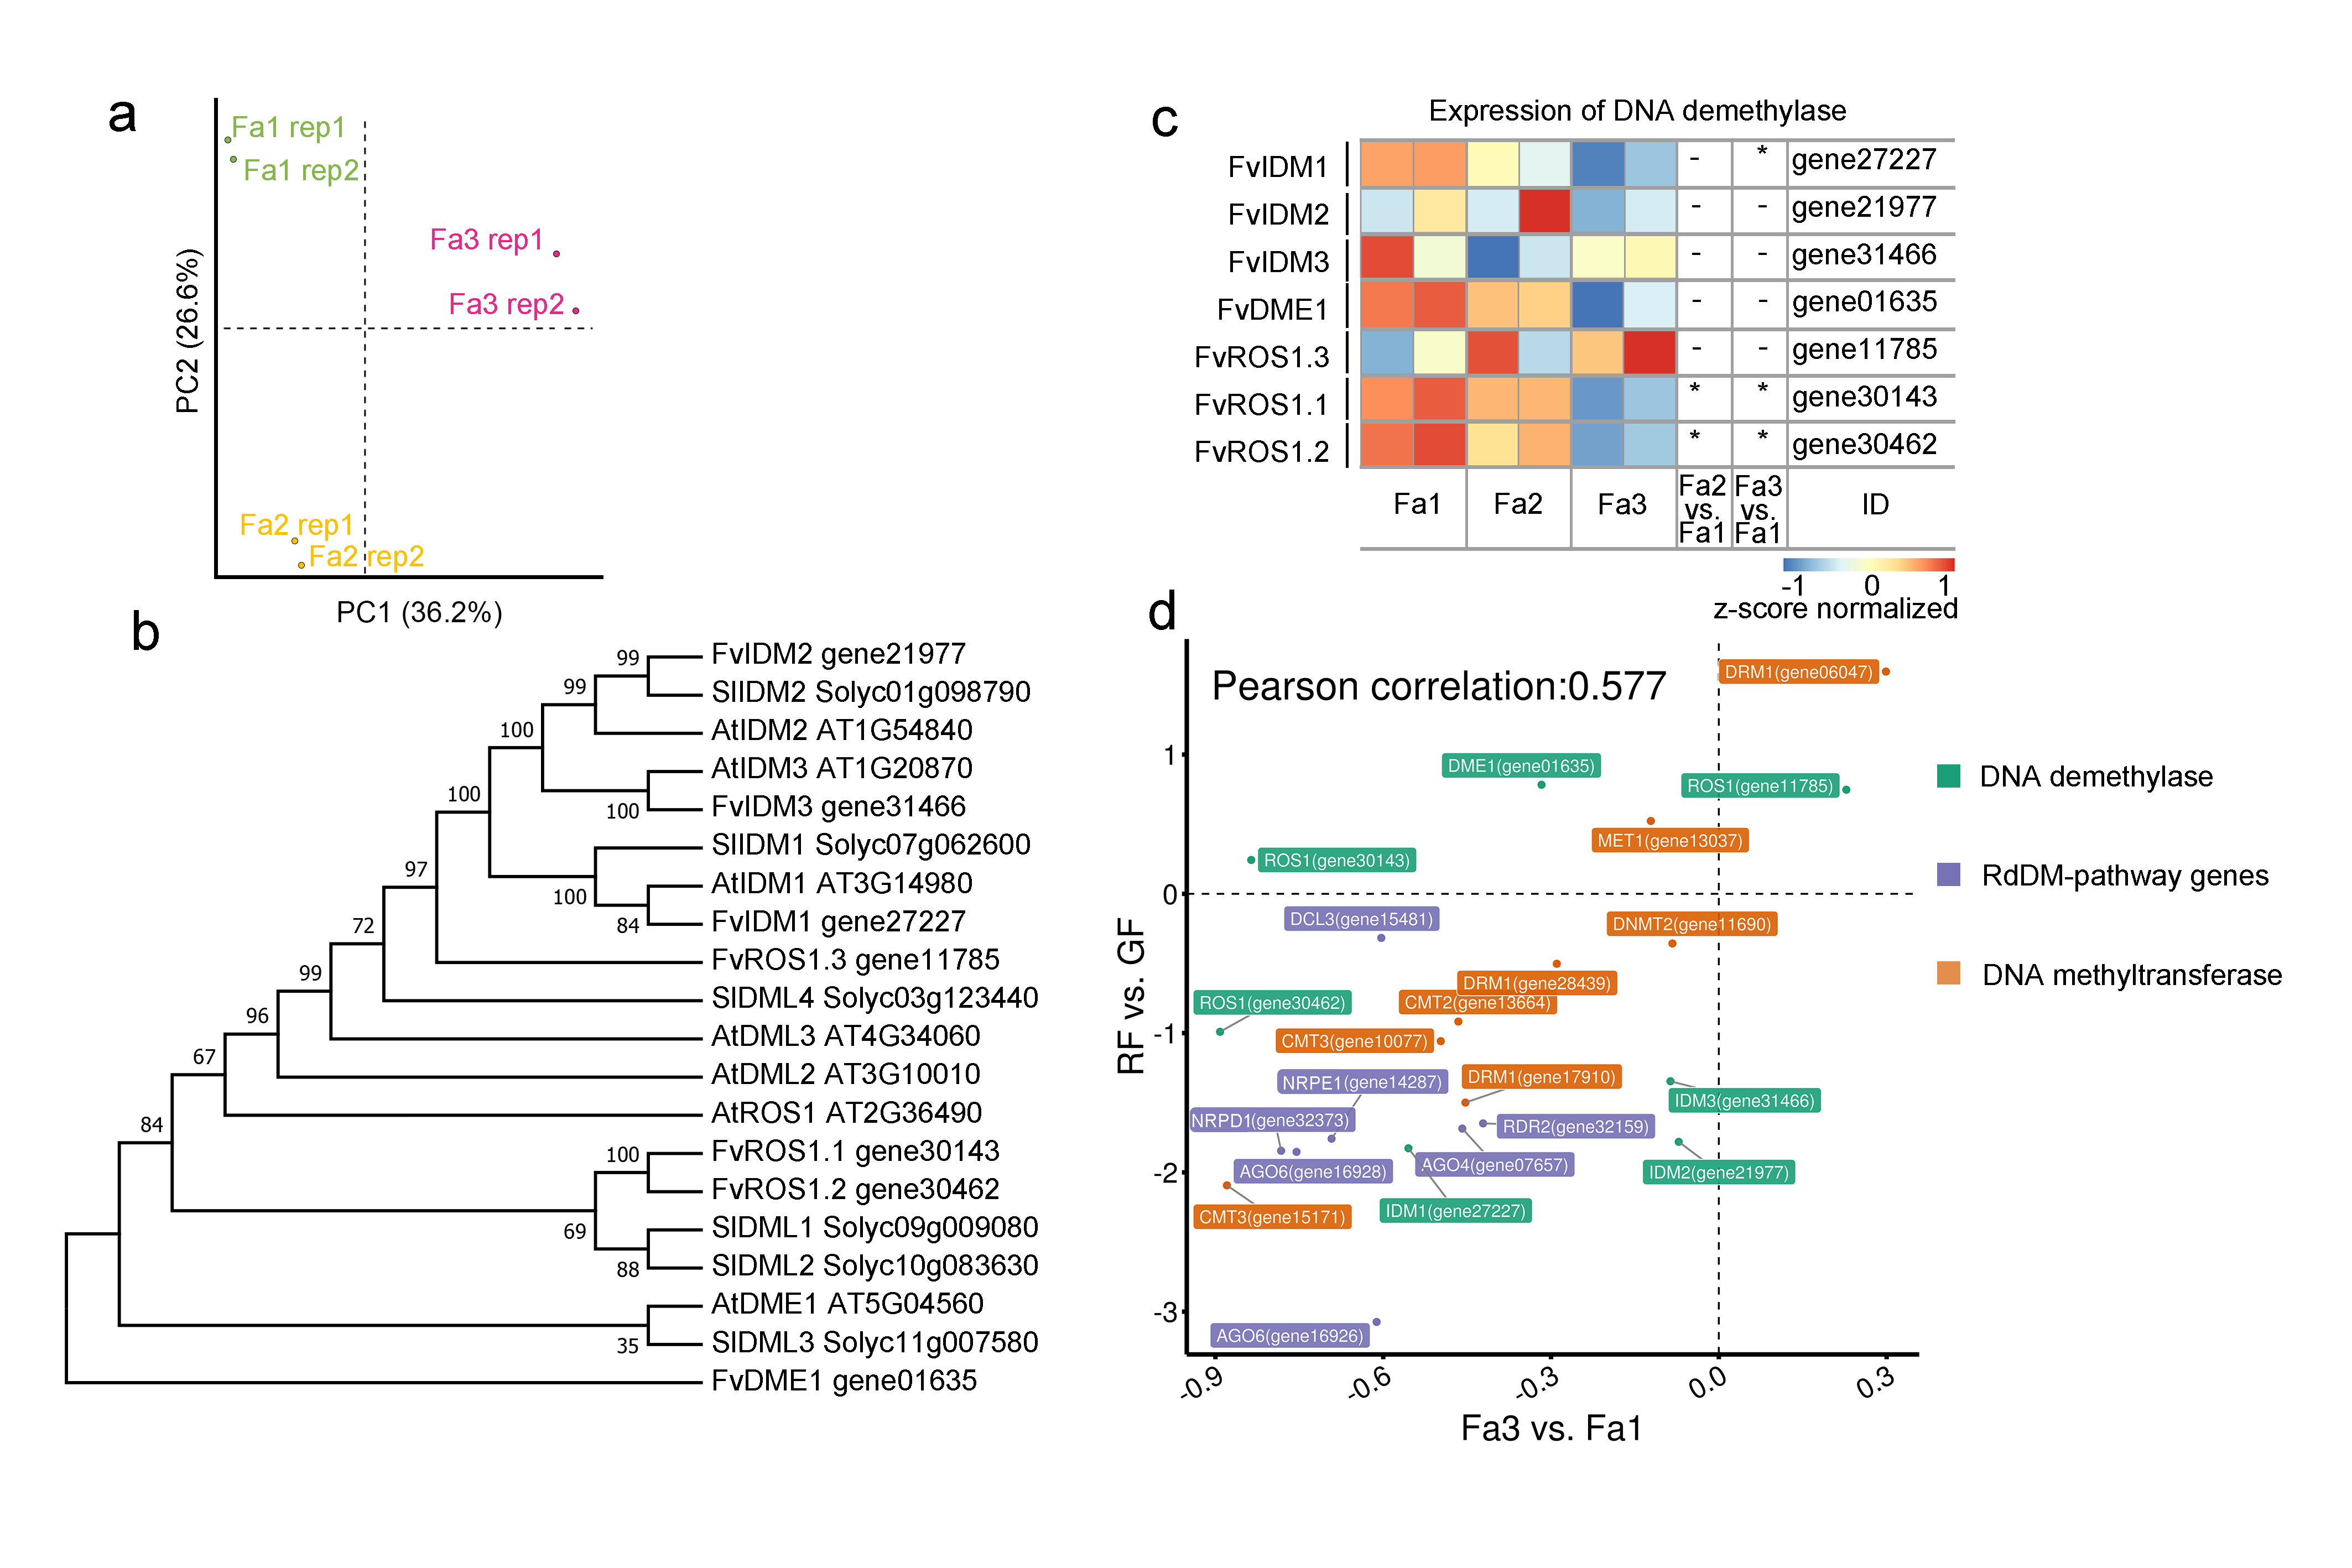

# Figure S4. Expression of genes involved in DNA demethylation.

1. PCA showing consistency between biological replicates of fruits at each stage. 

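In a principal component analysis of log2 CPM over the 19089 tested genes, the Fa1 libraries lay at -30.8 and -31.4 on the first component, the Fa2 libraries at -14.4 and -14.1, and the Fa3 libraries at 46.4 and 44.4. On the second component they lay at 20.6 and 19.0, -25.8 and -25.0, and 4.74 and 6.48. The scores have the unit of log2 CPM summed over genes with the weights of the component. Replicates of a stage differed by at most a few units, while stages were more than 10 units apart on at least one component. The components held 61.3% and 20.3% of the variance, and with the 500 most variable genes, the alternative that moved them most, 79.4% and 14.5%.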

Transcriptomes of Fa1~Fa3 are shown.
2. Phylogenetic analysis of genes involved in DNA demethylation pathway in strawberry (Fv), tomato (Sl) and *Arabidopsis* (At).
3. Heatmap showing transcript levels of genes involved in DNA demethylation pathway in Fa1~Fa3 (* adjusted *P* value < 0.05, as determined using the DESeq).
4. High consistency (Pearson correlation coefficient = 0.58) of the expression level of genes involved in DNA methylation and demethylation during ripening determined by transcriptomic data in this study and determined using public data. Transcriptomic data from stages Fa1 and Fa3 in this study and red fruit (RF) and green fruit (GF) in published study (see methods for further description) were used.

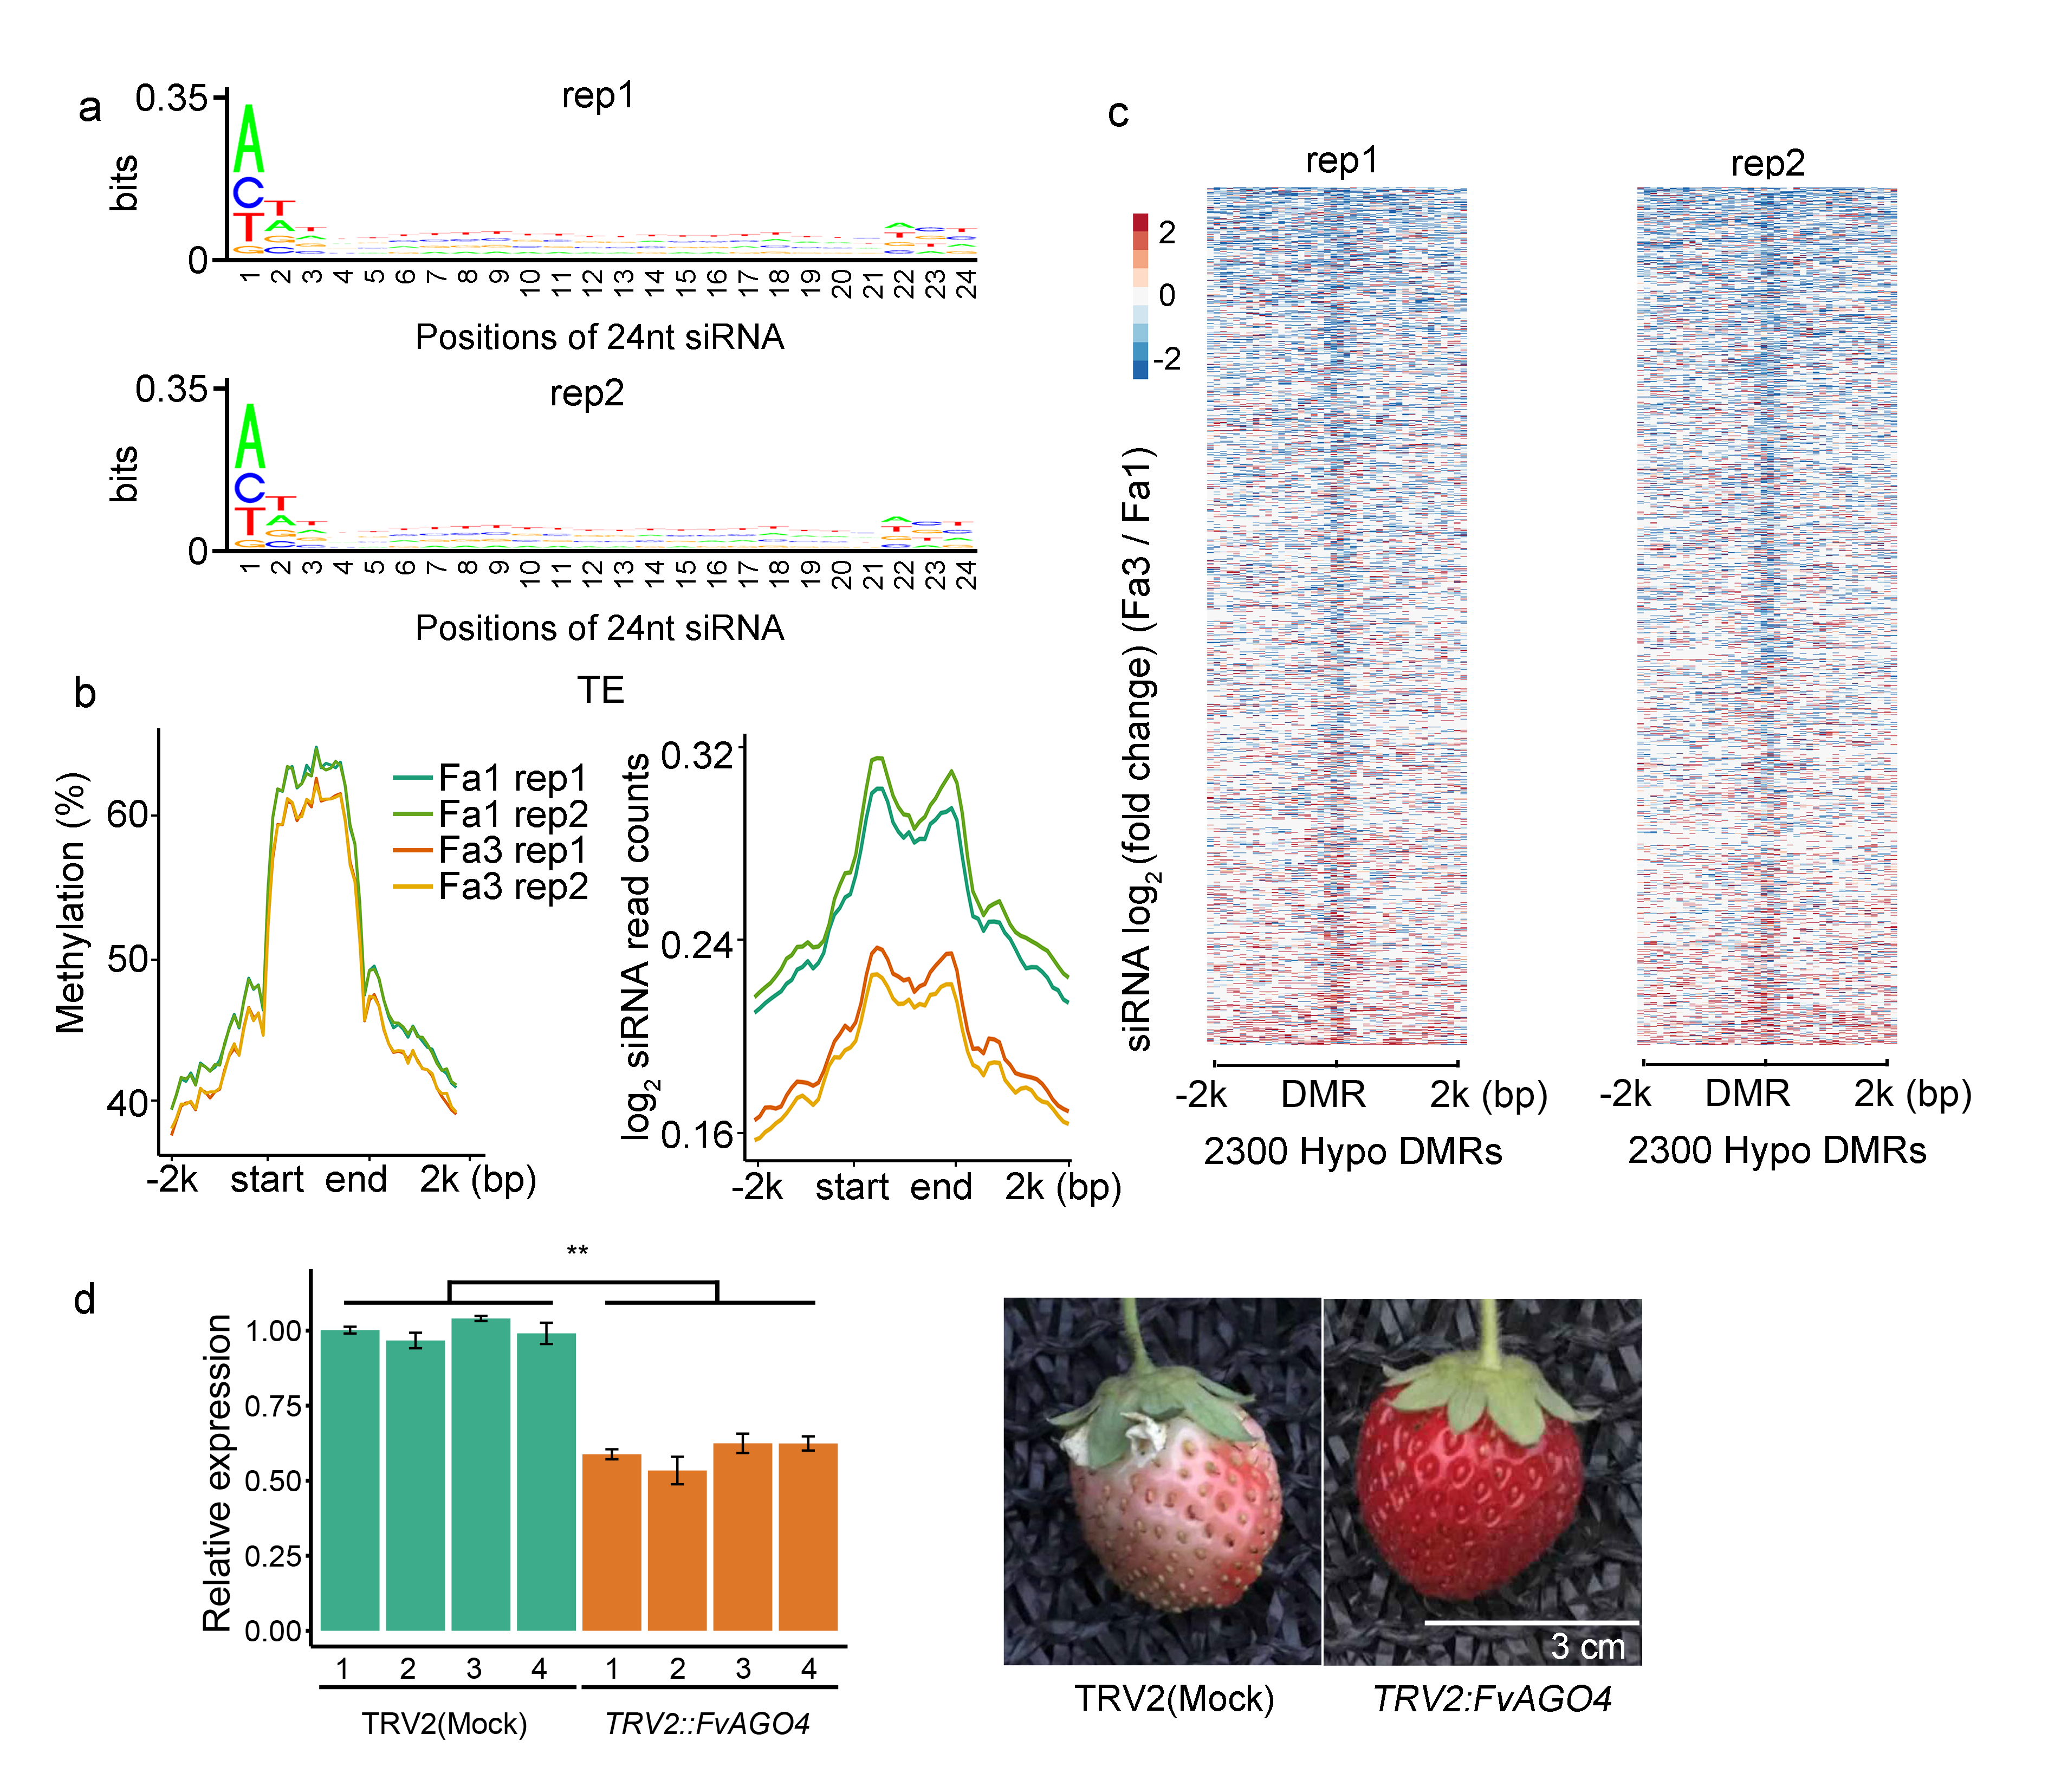

# Figure S5. Analyses of siRNAs in strawberry fruits.

1. Relative nucleotide bias at each position of 24-nt siRNA. Two biological replicates were used.
2. Profiles of DNA methylation (left panel) and siRNA (right panel) surrounding TEs in Fa1 and Fa3. Shown are two biological replicates from stages Fa1 and Fa3.
3. Heatmap showing changes of siRNA level surrounding each hypo-DMR. Two biological replicates were used.
4. TRV2-induced gene silencing of *FvAGO4* in strawberry fruits. RT-qPCR analysis of *FvAGO4* in TRV2 control and TRV2:*FvAGO4* fruits are shown on the left. Pictures of TRV2 control and TRV2:*FvAGO4* fruits are shown on the right.

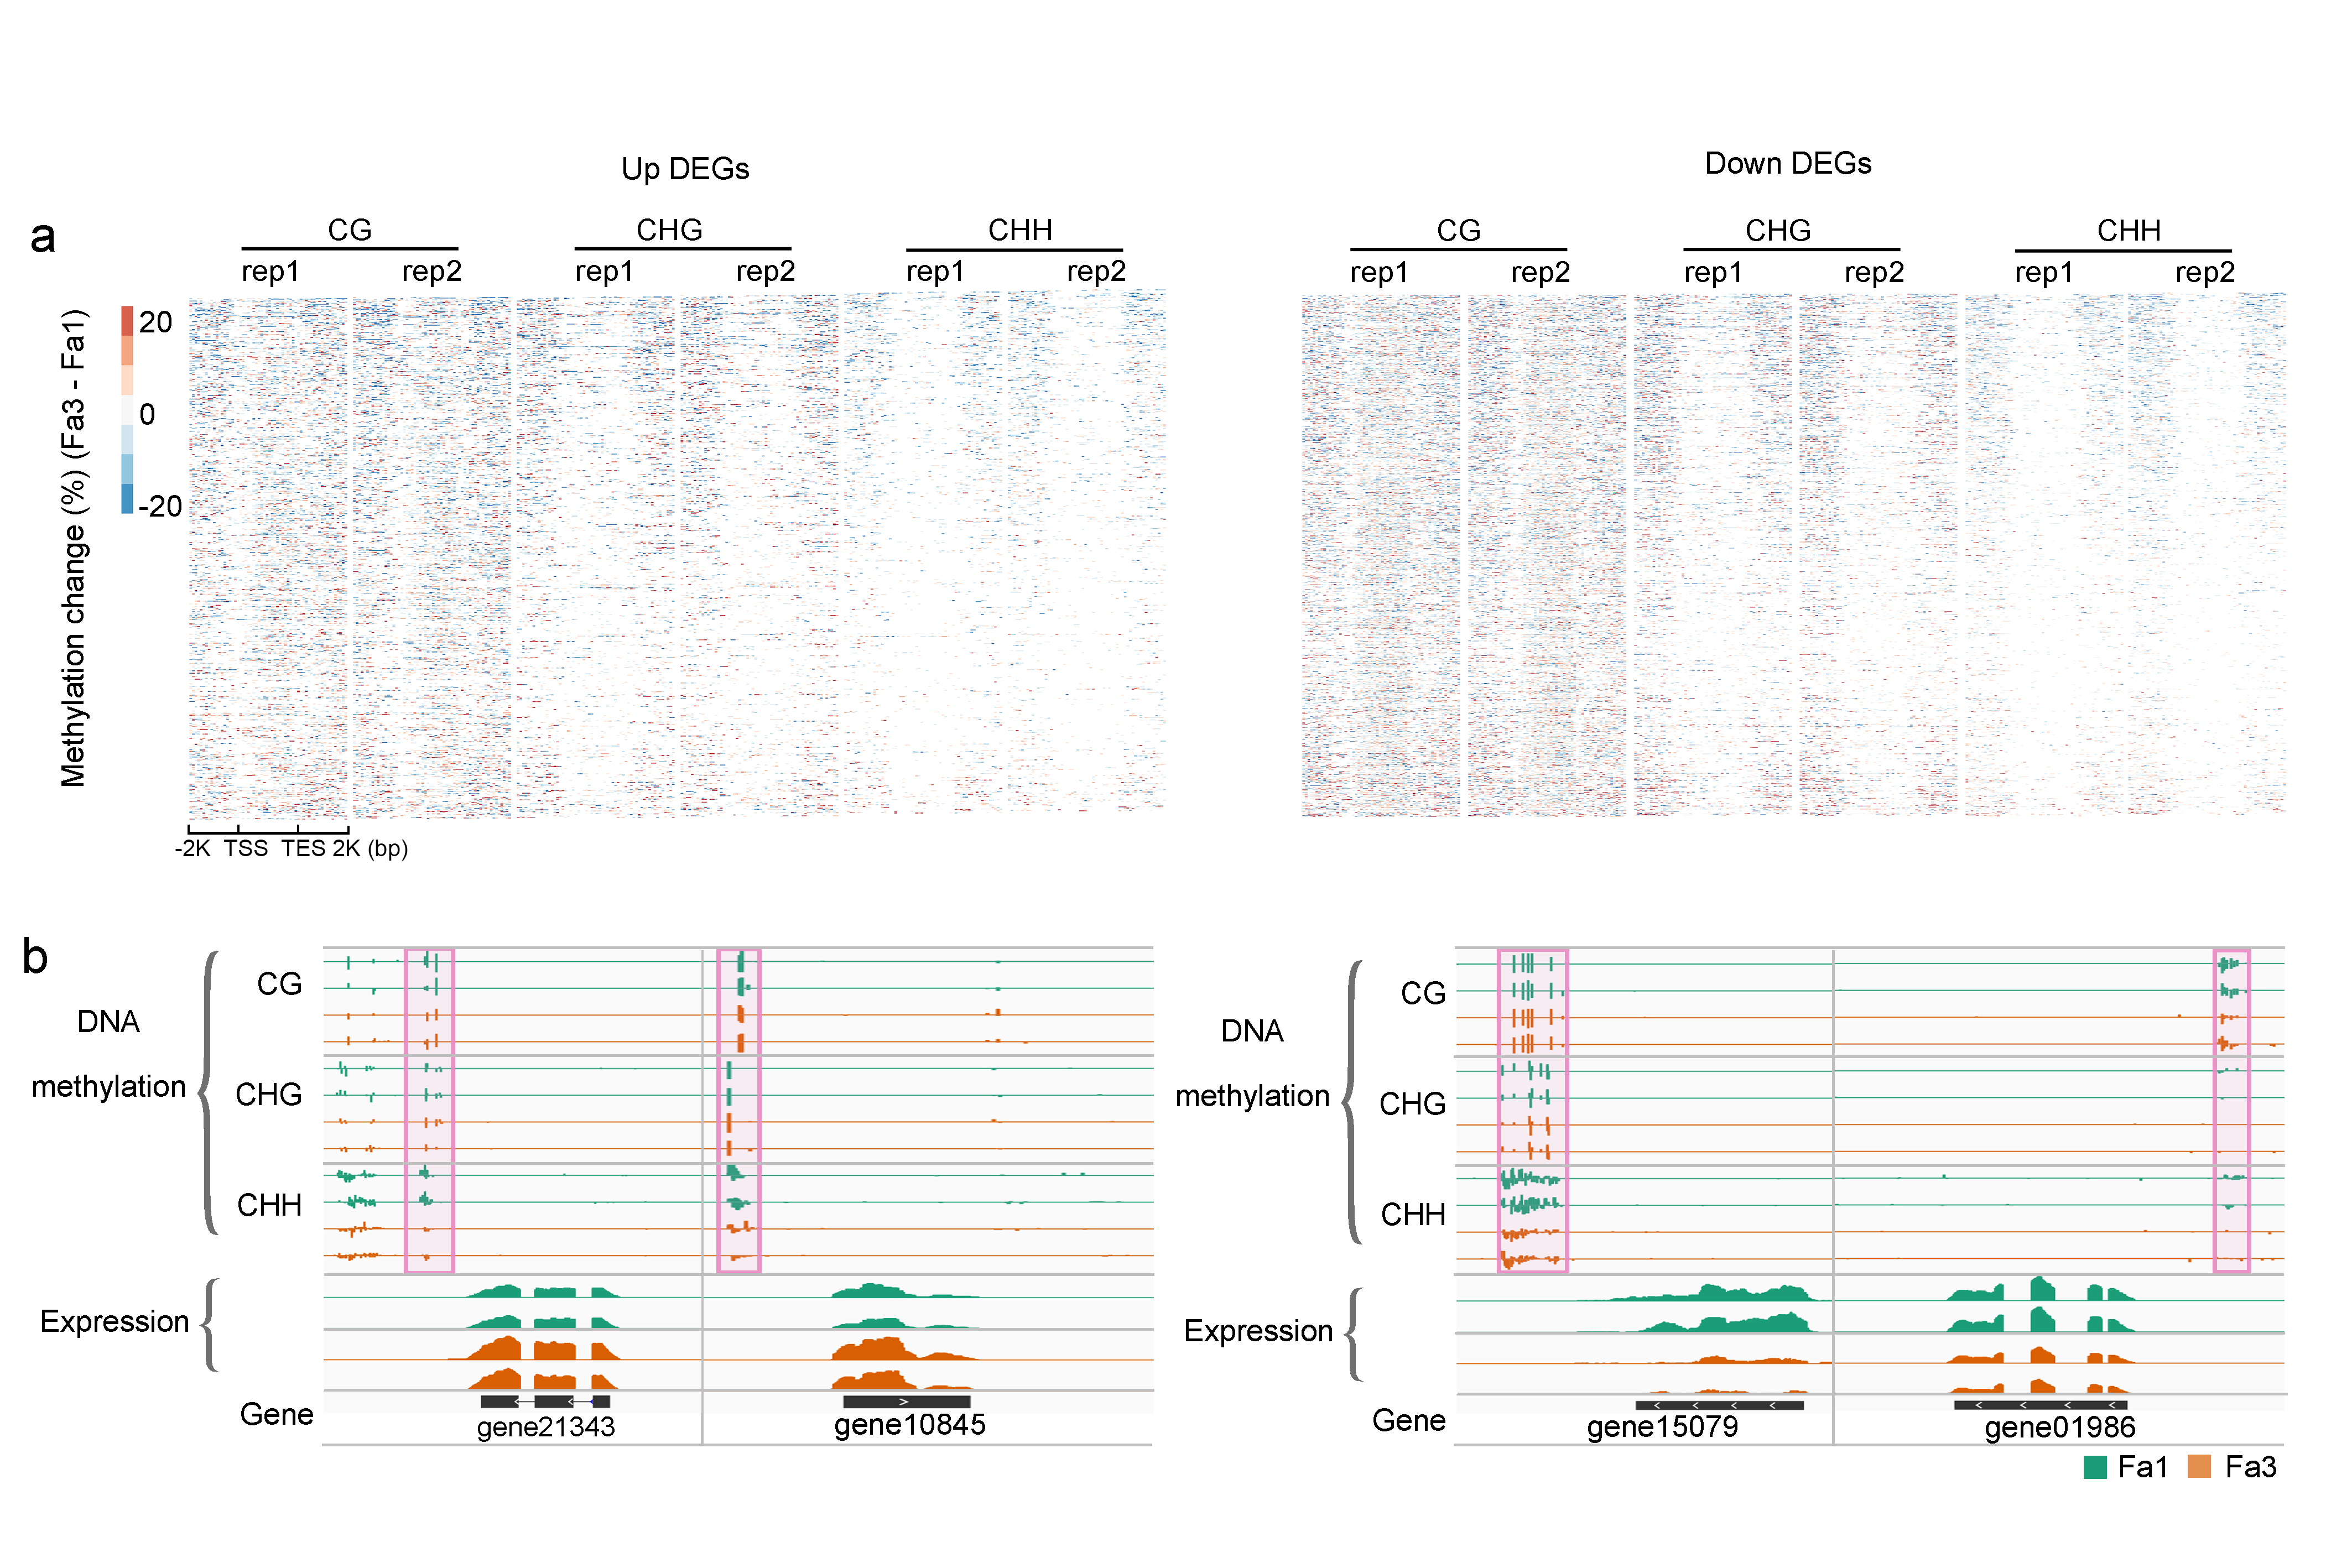

# Figure S6. Association between gene expression and DNA methylation during ripening.

1. Heatmap showing DNA methylation changes of ripening-related genes in mCG, mCHG, and mCHH context. DNA methylation changes (Fa3-Fa1) of 1,417 down DEGs (left panel) and 899 up DEGs (right panel) are shown. Two biological replicates were used.
2. IGB display of DNA methylation levels (CG, CHG and CHH context) and transcript levels of two up DEGs (upper panel) and two down DEGs (lower panel) in Fa1 and Fa3. Hypo-DMRs are boxed. Two biological replicates were used.

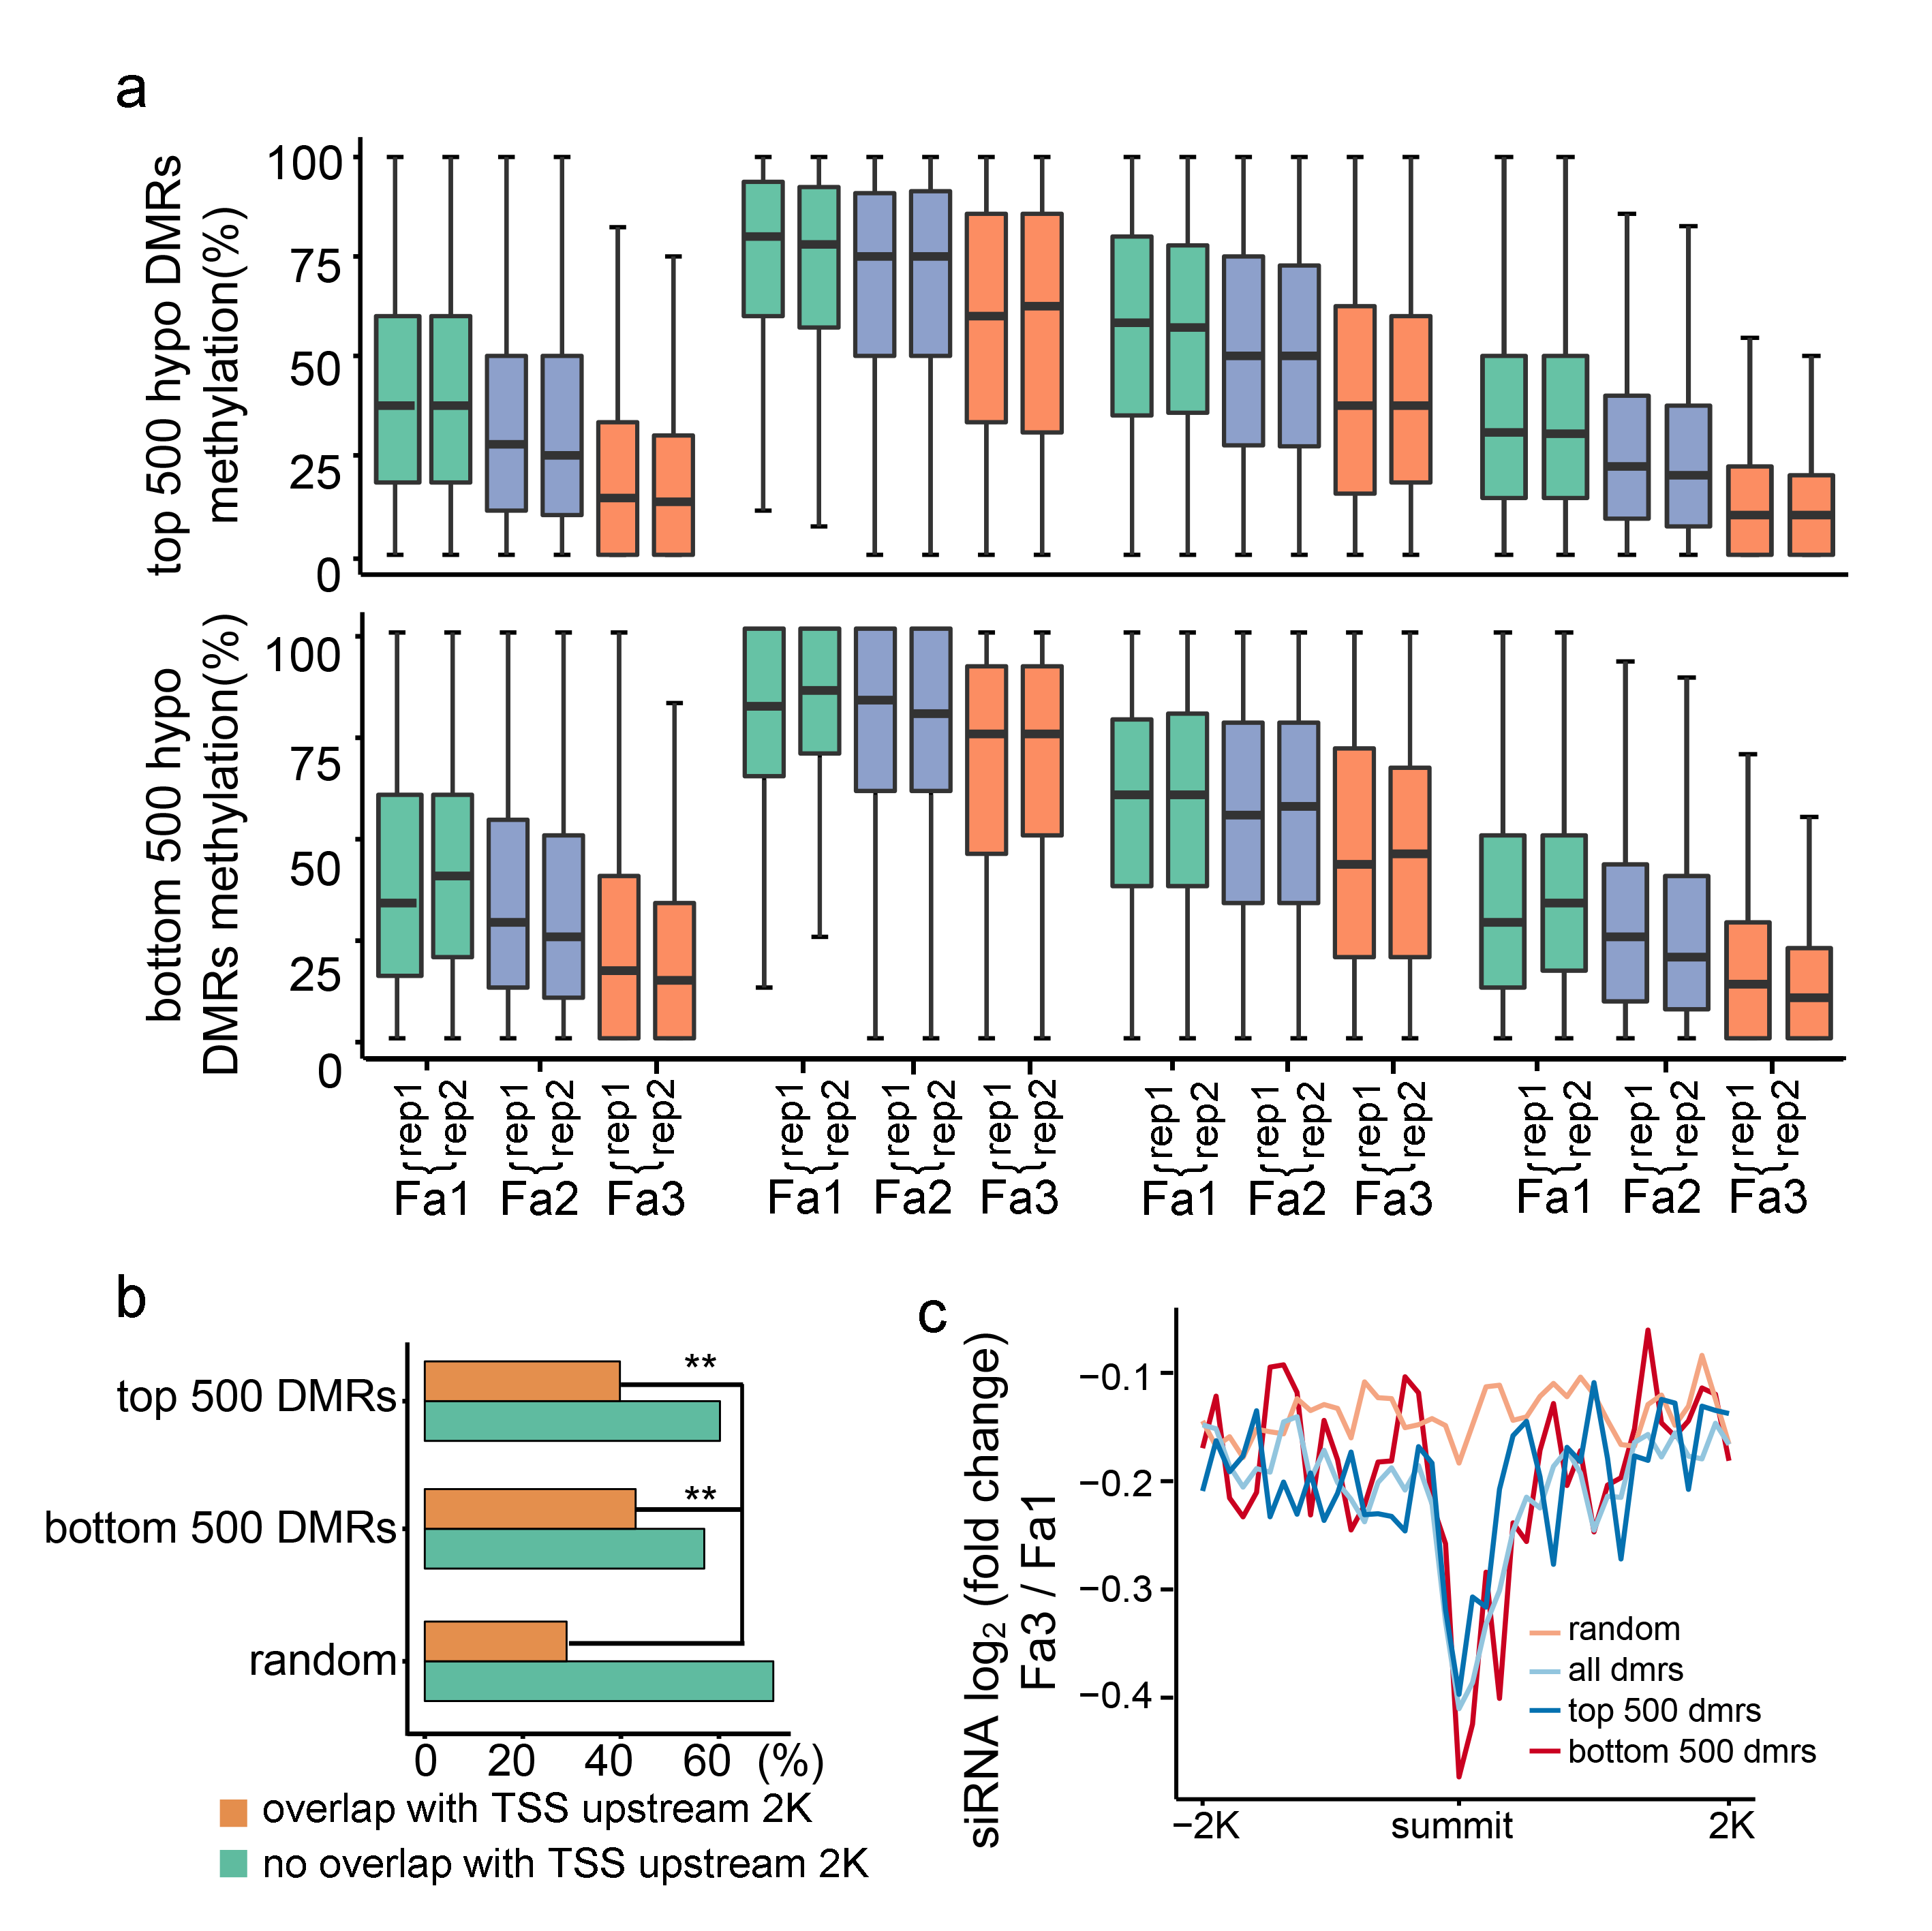

# Figure S7. Repeatability between replicates using robust index.

1. Box plots showing that both top 500 and least 500 credible hypo DMRs show a gradual decrease in DNA methylation during fruit ripening.
2. Both top 500 and least 500 credible hypo DMRs are enriched in promoter regions. Random, randomly selected regions.
3. Both top 500 and least 500 credible hypo DMRs show decreased siRNA accumulation during ripening.

How the deposited data were processed for this re-analysis (not part of the article)

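RNA sequencing of strawberry fruit (*Fragaria × ananassa*) was analysed at the stages Fa1 (20 days after bloom), Fa2 (30 days after bloom) and Fa3 (35 days after bloom), with 2 biological replicates per stage and 1 library per replicate. The authors aligned paired-end reads to the *F. vesca* v1.1 genome with STAR at its default parameters and kept uniquely mapped reads with a mapping quality above 20. According to the methods, the authors then made the deposited counts by counting the mapped fragments for each gene with FeatureCounts, while the layout of the files, with 5 closing lines of unassigned totals, is that of htseq-count. The counts are whole numbers, have not been normalized, and replicates were not pooled. The files list 32831 transcripts, 1 per gene, which were matched to the gene numbers of the paper by their number. For differential expression the authors used DESeq, and for GO terms Fisher's exact test.

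Counts on genes came to between 18562967 and 25753002 per library. A gene with 100 counts thus has a sampling error near 10% in a library, and genes with few counts, such as *FvDRM1.1* with 4 to 16, cannot show a change of the size reported for the other genes. All 6 libraries were kept. The 5 lines of unassigned totals were left out of the main fit.

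The main fit used edgeR 4.0.16 with limma 3.58.1 in R 4.3.3: TMM normalization, the default filter on stage (minimum count 10, minimum total 15), quasi-likelihood F tests on stage with all 6 libraries in one fit, and Benjamini-Hochberg adjustment over the 19089 transcripts that passed. Standard errors of log2 fold changes were taken from the F statistic. The comparisons were Fa3 with Fa1, Fa2 with Fa1 and Fa3 with Fa2. DEGs were called at an adjusted p-value under 0.01 and genes of the methylation and demethylation pathways under 0.05, the thresholds the paper uses. CPM values were scaled with TMM, and distances between libraries and principal components were taken from log2 CPM with a prior count of 2. With 2 libraries per stage, no exact permutation p for a single gene can fall below 0.33.

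Genes are named in the text by a rule written before the files arrived: every gene whose expression the paper names, the genes that Table S6 lists for 6 GO terms named in the paper, and the 5 largest increases and 5 largest decreases from Fa1 to Fa3 among DEGs that moved the same way in all 4 pairs of libraries. Methylation differences, FPKM, GO terms and adjusted p-values of the paper were read from its supplementary tables. For the RdDM genes, 100000 random sets were drawn within 250 ranks of mean expression, and correlations between methylation and expression used 100000 permutations.

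The scripts were tested on simulated data made from the means and library sizes of the counts. In these data the spread followed edgeR's own dispersion estimates, and 200 genes were changed by known log2 fold changes of at least 1 in size. The main fit recovered 177 of them (88.5%) with 5 false calls and gave 195 the right sign. DESeq2 1.42.0 recovered 165 with 1 false call. No change below 1 in size was planted, so these numbers do not cover changes as small as those of the pathway genes. The test of random gene sets called 5% of 200 sets without a shift, 41% of sets shifted by -0.5 and 100% of sets shifted by -1.

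Alternatives chosen before the files arrived were the DESeq2 Wald test, the edgeR exact test, size factors from DESeq2, total counts without TMM, no filter on low counts, at least 10 counts in every library, only the stages compared, the replicate number as a block, each library left out in turn, counts thinned at random to 18562967 per library (seed 11), the other adjusted p-value of 0.05 or 0.01, a minimum absolute log2 fold change of 1, and other settings for the methylation cut, the distances and the gene sets. A pair of settings was added after seeing the data. The closing section gives their effects. Tables and figures were made with python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

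Bisulfite and small RNA sequencing, the 5-azacytidine treatment, gene silencing and the published transcriptomes were not analysed here, since their processed values are not in the files analysed here. GO enrichment was not redone from gene annotations, because the GO annotation was not available, and only the genes listed in Table S6 were examined. From the gene numbers printed there, Fisher's exact test gave smaller p-values than the paper's for each term examined. For "regulation of anthocyanin biosynthetic process" it gave 0.00056, against the paper's 0.0157. The EASE form of Fisher's test, which gives larger p-values, gave 0.012 for this term. That value lies nearer to the paper's but still below it. The source of the remaining gap was not tested. The cultivated strawberry is a different species from the reference, so the counts of a gene sum over whichever of its copies align there.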

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

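The paper gives expression values for Fa2 but no number of DEGs for the steps that involve this stage, and both steps held a signal. From Fa1 to Fa2 the edgeR fit called 1374 up-DEGs and 1065 down-DEGs at an adjusted p-value under 0.01, and from Fa2 to Fa3 it called 1691 up-DEGs and 2237 down-DEGs. With total counts in place of TMM the numbers were 1236 and 1211 in the first step and 1995 and 1968 in the second. Which direction held more genes from Fa2 to Fa3 thus depended on the normalization. Depth and batch were weighed as technical explanations for the step from Fa2 to Fa3. After all libraries were thinned to the same total, 1583 up-DEGs and 2133 down-DEGs were called. Together this was 94.6% of the number in the main fit, and whether they were the same genes was not checked. The Fa3 libraries, with 20165303 and 21502775 counts, lay between the Fa2 libraries, with 18562967 and 23661447. Thinning thus had little difference between the stages to remove and does not decide whether depth plays a part. The deviations of same-numbered libraries correlated with a mean r of 0.02317, below the 0.3 set in advance for a batch that follows the replicate number across genes. With that number as a block, however, edgeR called more DEGs in each step, 1684 and 1307 from Fa1 to Fa2 and 1922 and 2520 from Fa2 to Fa3, and the standard error of gene21343 from Fa1 to Fa3 fell from 0.07432 to 0.05074. An effect of the replicate number on some genes is therefore not excluded. The labels hold no dates or lanes, so a batch that coincides with a stage cannot be told apart from the stage. GC content, gene length, the mapping of *F. × ananassa* reads to another species and contamination could not be tested without sequences. Ripening remains a candidate explanation for these differences, as a hypothesis, and so do the untested technical ones.

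The difference between the steps was itself tested for each of 23 pathway genes, as the log2 fold change of Fa3 relative to Fa2 minus that of Fa2 relative to Fa1, and 3 genes were flagged because their changes in the separate steps differed. For *FvROS1.1* it was -0.6644 (standard error 0.1027, edgeR adjusted p = 0.0002236) and for *FvROS1.2* -0.542 (standard error 0.1015, edgeR adjusted p = 0.0008962), so these genes fell mostly after Fa2. For *FvCMT3.1* it was 0.5202 (standard error 0.1171, edgeR adjusted p = 0.003504), since this gene fell before Fa2 and stayed level after it. The spread between replicates was weighed as an explanation after this pattern had been seen. The difference between *FvCMT3.1* and each *ROS1* gene came to 7.606 standard errors for *FvROS1.1* and 6.854 for *FvROS1.2*. The 3 genes had been picked for step differences of opposite sign, and subtracting these values repeats that choice. The comparison therefore does not decide whether that spread explains the pattern. Its numbers also come from the same 6 libraries that showed the pattern. That the demethylase genes may decline later than *FvCMT3.1* is therefore a hypothesis. A batch that coincides with a stage and reads lost or misplaced between gene copies remain untested.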

How the results depend on the processing

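The number of *ROS1* and *IDM* genes upregulated, 0 in both comparisons, and the 3 anthocyanin genes were the same under every alternative. The closeness of replicates (1 of 15 pairings) and the comparison of RdDM genes with random sets also held throughout, but have no rows for single libraries left out or for the block. Genes of cell wall modification stayed within 1.5 times of 6, with 4 called both when at least 10 counts were required in every library and with a minimum fold change.

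The largest changes came from the minimum absolute log2 fold change of 1. It left 453 up-DEGs and 723 down-DEGs from Fa1 to Fa3 (main fit 2123 and 2690), 167 and 71 from Fa1 to Fa2 (main fit 1374 and 1065), and 192 and 647 from Fa2 to Fa3 (main fit 1691 and 2237). Of the paper's DEGs it left 329 up and 528 down (main fit 898 and 1415), and of the hypomethylated ones 139 and 216 (main fit 366 and 555). The downregulated *ROS1* and *IDM*, methyltransferase and RdDM genes went from 4, 5 and 7 to 0, 0 and 0 from Fa1 to Fa3, and from 1, 4 and 5 to 0, 0 and 0 from Fa1 to Fa2. Genes of abscisic acid, cytokinin, monoterpenes and chlorophyll went from 3, 3, 3 and 5 to 1, 1, 0 and 0. The pathway changes are thus smaller than a factor of 2, and their calls rest on small standard errors.

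An adjusted p-value under 0.05 gave 3274 up-DEGs from Fa1 to Fa3, 2384 up-DEGs and 2151 down-DEGs from Fa1 to Fa2, and 2776 and 3463 from Fa2 to Fa3. With DESeq2's Wald test, 659 down-DEGs and 0 *ROS1* and *IDM* genes were called from Fa1 to Fa2 (main fit 1065 and 1), and without a filter on low counts 1598 down-DEGs. An adjusted p-value under 0.01 also left 0 *ROS1* and *IDM* genes in that step. A methylation difference under -0.5 left 200 and 252 hypomethylated DEGs and raised the odds ratio of hypomethylation from 1.066 to 1.322, past 0.05.

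A pair of settings was chosen after seeing the data. The exact test with the larger of own and trended dispersion changed no headline count by more than 1.5 times. With 1 added to the counts and the unassigned totals kept as rows, the same test called 1084 and 1790 DEGs from Fa1 to Fa3, 434 and 190 from Fa1 to Fa2, and 614 and 1059 from Fa2 to Fa3, and 0, 2 and 1 downregulated *ROS1* and *IDM*, methyltransferase and RdDM genes from Fa1 to Fa2. No row separates the added 1 from the unassigned totals, so which of them lowers the numbers was not tested.

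Leaving out 1 of the 6 libraries at a time gave 1337 to 2399 up-DEGs and 1580 to 2833 down-DEGs from Fa1 to Fa3, 647 to 1281 and 337 to 950 from Fa1 to Fa2, and 992 to 1738 and 1290 to 2060 from Fa2 to Fa3. From Fa1 to Fa2, downregulated *ROS1* and *IDM* genes ranged from 0 to 1, methyltransferase genes from 2 to 5 and RdDM genes from 3 to 7. A stage with a single library adds nothing to the estimate of the spread, which could explain the lower numbers when a compared stage loses one. A fit without a library of the third stage keeps every library compared, so it hardly tests that comparison.

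Some log2 fold changes reversed, none of them past its threshold. Over the fits without one library they ranged, from Fa1 to Fa2, from -0.03311 to 0.2974 for *FvROS1.3*, -0.00661 to 0.1495 for *FvIDM2* and -1.608 to 0.2167 for *FvDRM1.1*. From Fa1 to Fa3 the range was -0.2034 to 0.04309 for *FvIDM3* and -0.1575 to 0.004313 for *FvDNMT2*. From Fa2 to Fa3 it was -0.08166 to 0.2493 for *FvROS1.3*, -0.02935 to 0.07345 for *FvMET1*, -0.3742 to 0.01481 for *FvCMT2*, -0.07512 to 0.099 for *FvCMT3.1*, -1.203 to 0.6216 for *FvDRM1.1*, -0.02315 to 0.1616 for *FvDRM1.2*, -0.06043 to 0.06698 for *FvDRM3.1* and -0.07539 to 0.1666 for *FvDNMT2*. With thinned counts *FvDRM3.1* was at -0.06369. These genes changed little or, like *FvDRM1.1*, had too few counts.

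Among the other rows for single genes, 28 became weaker and 6 stronger without one library, and 24 became weaker and 11 stronger under other alternatives. The remaining 586 and 1112 kept direction and side of the threshold. Genes removed by a filter, such as *FvDRM1.1* with at least 10 counts in every library, have no row there, and the other thresholds apply to counts of genes only.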

Differences from the paper's values

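In Fa3 relative to Fa1, 2123 up-DEGs were called against the paper's 899. Of the alternatives set before the files arrived, only the fit without Fa3 replicate 1 came within 1.5 times, with 1337. The number of down-DEGs was 2690 against the paper's 1417, and that of all DEGs 4813 against the paper's 2316. For both of these, the DESeq2 Wald test (1881 down-DEGs) and the fits without Fa1 replicate 1 (1898), Fa1 replicate 2 (1686), Fa3 replicate 1 (1580) and Fa3 replicate 2 (1821) came within 1.5 times, and the other alternatives did not. The test on counts plus 1 with the unassigned totals and the larger of own and trended dispersion, which was chosen after seeing the values, gave 1084, 1790 and 2874, each within 1.5 times. The same test on the counts as deposited, also chosen after seeing the values, gave 5225 DEGs in all and did not.

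The first principal component held 61.33% of the variance, against the paper's about 36% in Figure S4a, read by eye. None of the 4 alternatives closed this gap.

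From Fa1 to Fa2, 1 downregulated *ROS1* or *IDM* gene was called, against 0 by the adjusted p-values of the paper's Table S3. The DESeq2 Wald test, the fits without Fa1 replicate 1 and without Fa1 replicate 2, an adjusted p-value under 0.01 and a minimum absolute log2 fold change of 1 gave 0, and the other alternatives did not. Downregulated methyltransferase genes numbered 4 against the paper's 2. The fits without Fa1 replicate 1 and without Fa2 replicate 2 gave 2 and an adjusted p-value under 0.01 gave 3, and the others did not close the gap. For RdDM genes it was 5 against the paper's 0, closed only by the minimum absolute log2 fold change of 1. The test on counts plus 1 with the unassigned totals, chosen after seeing the values, gave 0 for the first group, 2 for the second and 1 for the RdDM genes, the last still differing. The log2 fold changes compared with Table S3, and with Table S5 for the expansin-A8-like gene, gene10845, gene30616, gene15079 and gene01986, had the same sign and lay within 1 standard error of the paper's, for instance -0.4702 against the paper's -0.5026 for *FvAGO4* in Fa3 relative to Fa1. Most of them were shifted in the same direction.

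The paper states that *FvCMT2* and *FvDRM1.2* were not differentially expressed in ripening. In Fa3 relative to Fa1, the edgeR adjusted p was 0.01422 for *FvCMT2*, which fell, and 0.03622 for *FvDRM1.2*, which rose. The DESeq2 Wald test called 4 downregulated methyltransferase genes in this comparison, the paper's number, against 5 in the main fit. In Table S3, *FvROS1.2*, *FvDRM1.3*, *FvDRM3.1*, *FvDCL3*, *FvNRPD1*, *FvNRPE1* and the pair of *FvAGO6* genes have negative log2 fold changes in Fa2 relative to Fa1. Their adjusted p-values in that table do not pass the paper's threshold for pathway genes. For these genes the edgeR adjusted p was 0.03237, 0.01165, 0.005202, 0.001121, 0.005285, 0.004252, 0.009424 and 0.01956.

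The paper calls gene10875 an up-DEG. Its log2 fold change in Fa3 relative to Fa1 was 0.1838 (standard error 0.0576, edgeR adjusted p = 0.02029), and Table S5 does not list it, while gene10845, the up-DEG of Fig. 6c, had 0.9158 (edgeR adjusted p = 3.18e-07). The paper states that GO terms of ripening were enriched only in hypomethylated DEGs. Table S6 itself lists "flavonoid biosynthetic process" with 8 genes (median log2 fold change 1.342) and "anthocyanin-containing compound biosynthetic process" with 3 (0.9136) for up-DEGs without hypomethylation, and "plant-type primary cell wall biogenesis" with 7 (-0.7243) for down-DEGs without it. Figure S4c marks *FvROS1.1* and *FvROS1.2* as changed in Fa2 relative to Fa1, where the edgeR adjusted p was 0.2901 and 0.03237, and does not mark *FvDME1* in Fa3 relative to Fa1, where it was 0.0002911.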

Other observations

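The RdDM genes fell by more than genes of similar abundance. Their mean log2 fold change from Fa1 to Fa3 was -0.63, against -0.005128 in random sets matched on expression (permutation p = 0.00384), so a fall shared by genes of that abundance does not account for it. All 7 RdDM genes also passed the threshold with total counts in place of TMM. As a test of a few genes taking most of the counts this is void. TMM factors between 0.9723 and 1.0114 leave so little to remove that the number could hardly have changed. A scaling factor shifts all genes of a library alike, however, and the RdDM genes stood apart from the matched sets. Their difference was -0.6249 with TMM and -0.6257 with total counts (permutation p = 0.00384 and 0.00346). For these 7 genes as a set, this argues against a scaling error as the source of the fall. Mapping to another species, gene length and GC content were not testable, and lower expression of the pathway in ripening remains a hypothesis as far as these data go.

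More genes were called down than up from Fa1 to Fa3, with a ratio of 1.267 in the main fit. With size factors taken from the median gene the ratio was 1.175, under the 1.2 set in advance as the sign of a few genes taking most of the counts, although the 10 genes with the most counts took only 2.558% to 4.104% of a library. Thinning all libraries to the same total left a ratio of 1.235. Down-DEGs outnumbered up-DEGs under every normalization, with 2597 and 2210 for the size factors of DESeq2 and 2482 and 2206 for total counts, so the size of the excess depends on the normalization and its direction did not. No biological explanation was tested.

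If hypomethylation relieved silencing in proportion, up-DEGs with a stronger loss of methylation in Table S5 would rise more. Over 898 up-DEGs the Spearman correlation of the paper's methylation difference with the log2 fold change was -0.05218 (permutation p = 0.118, adjusted 0.212). Over 1417 down-DEGs, where hypomethylation would go with repression, it was 0.03306 (permutation p = 0.212, adjusted 0.212). Both correlations had the predicted sign, but neither passed an adjusted p-value of 0.05, so neither prediction was met. The test is across genes, holds only DEGs, and does not test whether single genes respond to methylation.

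The normalized counts of Table S5 exceed the deposited counts at low values. Regressing them on the deposited counts gave an added count of 1 in both stages, and the table equals the deposited count plus 1 divided by a size factor within 0.000495%. Of the table's DEGs, 0 had fewer than 0.5 of the counts, so a loss of ambiguous fragments, a prediction also written, had nothing to be tested on. The size factors, 0.9576, 1.131, 0.9738 and 1, are those of the median of ratios over counts plus 1 of all transcripts and the 5 lines of unassigned totals, with a largest difference of 3.22e-05 percent. The p-values and adjusted p-values of the table fit 32836 tests, the number of these rows. This may explain why its log2 fold changes lie below those of the main fit by a median of 0.03288. All 3 predictions about these counts were made only after the result was seen, as was that on the steps of *FvROS1.1*, *FvROS1.2* and *FvCMT3.1*. The other predictions were written before their results.

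The 3 DEGs of Table S5 not called in the main fit had a median absolute log2 fold change 0.08456 higher than the 2313 called (permutation p = 0.82). With 3 genes, this comparison cannot decide whether they lie near the threshold. At an adjusted p-value under 0.05, 1416 of the paper's down-DEGs were called, against 1415 in the main fit. One of the 3 was removed by the filter on low counts.

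Log2 fold changes of genes with consecutive numbers were correlated over 12755 pairs (Spearman 0.1171). None of 1000 shuffles of the gene order reached this value, a share of 0.001 and the smallest they can give, with 0.02864 the highest, so chance is an unlikely source. Reads misplaced between neighbouring paralogs, a candidate explanation, could not be tested without sequences, and no biological explanation was tested.

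Among the largest changes from Fa1 to Fa3, gene09960 had a log2 fold change of 7.05 (standard error 0.9497, edgeR adjusted p = 3.855e-05) with 0 and 0 counts at Fa1 and 17 and 15 at Fa3. gene17580, with -9.123, had 27 and 123 counts at Fa1 and 0 and 0 at Fa3, and Table S5 does not list it.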
